# The cellular and molecular landscape of hypothalamic patterning and differentiation from embryonic to late postnatal development

**DOI:** 10.1038/s41467-020-18231-z

**Published:** 2020-08-31

**Authors:** Dong Won Kim, Parris Whitney Washington, Zoe Qianyi Wang, Sonia Hao Lin, Changyu Sun, Basma Taleb Ismail, Hong Wang, Lizhi Jiang, Seth Blackshaw

**Keywords:** Cell fate and cell lineage, Neural patterning, Neural progenitors

## Abstract

The hypothalamus is a central regulator of many innate behaviors essential for survival, but the molecular mechanisms controlling hypothalamic patterning and cell fate specification are poorly understood. To identify genes that control hypothalamic development, we have used single-cell RNA sequencing (scRNA-Seq) to profile mouse hypothalamic gene expression across 12 developmental time points between embryonic day 10 and postnatal day 45. This identified genes that delineated clear developmental trajectories for all major hypothalamic cell types, and readily distinguished major regional subdivisions of the developing hypothalamus. By using our developmental dataset, we were able to rapidly annotate previously unidentified clusters from existing scRNA-Seq datasets collected during development and to identify the developmental origins of major neuronal populations of the ventromedial hypothalamus. We further show that our approach can rapidly and comprehensively characterize mutants that have altered hypothalamic patterning, identifying *Nkx2.1* as a negative regulator of prethalamic identity. These data serve as a resource for further studies of hypothalamic development, physiology, and dysfunction.

## Abstract (web summary)

The cellular and molecular mechanisms regulating hypothalamic patterning and differentiation are unclear. Here, the authors profiled the transcriptome of the developing hypothalamus at single cell level, providing a resource to hypothalamic development in health and disease.

## Introduction

The hypothalamus is comprised of a diverse array of neuronal and glial cell types, many of which are organized into spatially discrete clusters or nuclei^1–3^. Stereotactic lesion and focal stimulation studies have identified individual nuclei as essential for regulating a broad range of homeostatic physiological processes, ranging from circadian rhythms to hunger; behaviors such as mating, aggression and care of young; and cognitive processes such as motivation, reward, and memory^4–7^. More recently, opto- and chemogenetic techniques have made it possible to identify the role of individual hypothalamic neuronal subtypes in controlling some of these behaviors^8–10^.

Progress in this area has been hampered, however, by the fact that hypothalamic cell types thus far have remained quite poorly characterized, despite recent efforts aimed at using scRNA-seq to classify cells in different regions of the adult hypothalamus^11–15^, and more recently in limited embryonic and early postnatal periods^16,17^. Still less is known about how hypothalamic cell types acquire their identities during development. Even the basic spatial organization of the developing hypothalamus, and its relationship to other forebrain structures such as the prethalamus and telencephalon, remains contentious^18–20^. Previous efforts using microarray analysis coupled with large-scale two-color in situ hybridization (ISH) have identified a set of molecular markers that uniquely define spatial domains of the early embryonic hypothalamus and adjacent diencephalic regions^2^, while parallel efforts using high-throughput ISH have identified additional region-specific markers^21,22^.

These datasets have been used as the basis for genetic studies that selectively disrupt the development of specific hypothalamic regions and/or cell types^23–27^, leading to the identification of novel functions for previously characterized hypothalamic regions or cell types^28,29^. However, these datasets have important limitations: they do not provide cellular resolution of gene expression data, and they do not efficiently measure the coexpression of multiple genes. In addition, despite the availability of many highly specific molecular markers, analysis of mutants that affect hypothalamic development is currently both slow and difficult, owing to the complexity of this structure.

Recent advances in single-cell RNA-seq technology (scRNA-seq)^30^ have made it possible to both analyze the development of complex organs at cellular resolution and to also rapidly and comprehensively characterize the molecular phenotype of developmental mutants^31^. In this study, we use scRNA-seq to profile changes in gene expression and cell composition across the full course of mouse hypothalamic development, with a particular focus on identifying genes that control glial differentiation and function. We next focus on identifying genes that control hypothalamic regionalization and neurogenesis in the early embryo, and integrate these findings to generate a *Hy*pothalamic *D*evelopmental *D*atabase (HyDD), which identifies selective markers of each region of the developing hypothalamus and prethalamus. We next use the HyDD to rapidly annotate cell types in previously published scRNA-seq datasets, and to infer the developmental history of specific subtypes of adult hypothalamic neurons. Finally, we demonstrate how the HyDD can be used to comprehensively analyze developmental mutants that generate complex phenotypes that would be difficult to characterize with traditional histology-based approaches, and in the process identify *Nkx2-1* as a negative regulator of prethalamic identity.

This study provides a reference atlas for future studies of hypothalamic development. It also identifies pathways by which gene regulatory networks that control cell identity can be targeted to analyze the functional role of individual hypothalamic neuronal subtypes.

## Results

### Comprehensive profiling of entire hypothalamus development

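Single-cell RNA sequencing was performed on cells of wild-type mouse hypothalamus on the 10x Genomics Chromium platform, and 15 libraries from 12 ages were analysed. E10, E11, E12, E13, E14, E18, P4, P8 and P14 had 1 library each, and E15, E16 and P45 had 2 libraries each. The mice were of the CD1 strain, except in the second E16 library and both P45 libraries, which came from C57BL/6J mice, so that age and strain cannot be told apart at P45. The authors aligned the reads to the mouse genome (mm10) with Cell Ranger and deposited for each library the raw counts of unique molecular identifiers (UMIs) over all barcodes. These matrices held 2791929 UMIs in the second E16 library and 35878368 UMIs at E13, the lowest and the highest total. Cells, cell types and, for E11 to E13, regions were taken from the annotation that the authors deposited with the matrices. For tests, UMI counts were summed over the cells of a type in each library, sums of fewer than 20 cells were left out, and the sums were compared across libraries with edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Cells are not replicates, and no p-value was computed from them. To compare the share of cells with a UMI of a gene, each cell was thinned at random to 1000 UMIs, which left out shallower cells and kept 2.82% of the annotated cells in the second E15 library and 69.6% at E11, the lowest and highest kept share. Free RNA in droplets gives UMIs to cells that do not express a gene, so most of these shares are set beside that of another cell type of the library, thinned to the same depth, which for broadly expressed genes is not a measure of free RNA. Ranges in brackets after a share or a level are exact 95% intervals that cover counting error only, and the upper limit given for a count of 0 is 3 counts of the total. No doublet caller was run on these cells, since the annotation is the authors' own.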

To profile changes in gene expression across the full course of mouse hypothalamic development, we processed 12 time points ranging from embryonic day (E)10 to postnatal day (P)45. For E10–E16, both prethalamus and hypothalamus were collected, whereas for E18–P45, only the hypothalamus was profiled (Fig. 1a, Supplementary Fig. 1). 

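The deposited annotation named a cell type for 129151 barcodes. The first E16 library held the most of them, 16792 cells, followed by E14 with 16543 and P8 with 13677. The second E16 library held the fewest, 1134 cells, and the second E15 library 2698 cells. At the minimum of 200 genes and 500 UMIs that the methods state, 2123 barcodes remained at E10 against 3927 annotated cells, 1632 at P4 against 4521, and 400 in the second E15 library. The annotation therefore also holds cells below that minimum, with at least 217 UMIs at E10.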

In total, 129,151 cells were profiled (Supplementary Fig. 2a, b). Using molecular markers of known hypothalamic regions and cell types^2^, we were able to annotate all major hypothalamic and adjacent brain regions, and major cell types at each individual age (Supplementary Fig. 2c, d, Supplementary Fig. 3a). 

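Neuroepithelial cells made up 73.5% (72.1 to 74.9%) of the annotated cells at E10, 17.4% at E11, 5.26% at E12, 12.9% at E13 and 11.9% at E14. Hypothalamic NPC, the dividing progenitors of the region, made up 5.81% (5.09 to 6.58%) of cells at E10, 18.1% at E11, 14.5% at E12 and 35.6% at E13. Most of these NPC were shallow, and among cells of at least 1000 UMIs they made up 4.16%, 3.33%, 10.7% and 5.32%. Among regional classes, the prethalamus held 11.2% (10.5 to 12.0%) of cells at E11, 7.87% at E12 and 16.2% at E13, the MMN 1.84%, 13.1% and 2.35%, and the VMH 0.990%, 8.07% and 1.44%. At E12 the PMN held 10.5% of cells, the LH 10.3% (0.113% among cells of at least 1000 UMIs) and the SMN 9.18%. Endothelial cells were annotated at every age, from 0.858% of cells at E14 to 21.6% in the first P45 library. The pairs of libraries of 1 age differed by more than the counting error. The PVN/SON class held 0.478% (0.358 to 0.627%) of cells in the first E15 library and 48.1% (46.2 to 50.0%) in the second, and 45.0% of the second E16 library was annotated as unknown cells. No test was made across ages, most of which had 1 library.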

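The median number of UMIs per annotated cell ran from 329 in the second E15 library to 3007 at E11, and the median number of genes per cell from 255 to 1250 in these 2 libraries. E13 (2539 UMIs and 1179 genes) and P14 (1705 and 904) were also deep, while E10 (541 and 390), P4 (415 and 302) and P8 (462 and 309) were shallow. The P45 libraries had 939 and 973 UMIs per cell. When every cell was thinned to 1000 UMIs, the median number of genes lay between 614 and 667 in all 15 libraries.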

Roughly similar detection of expressed genes and total mRNAs were observed at each time point (Supplementary Fig. 3b, c).

**Fig. 1:**
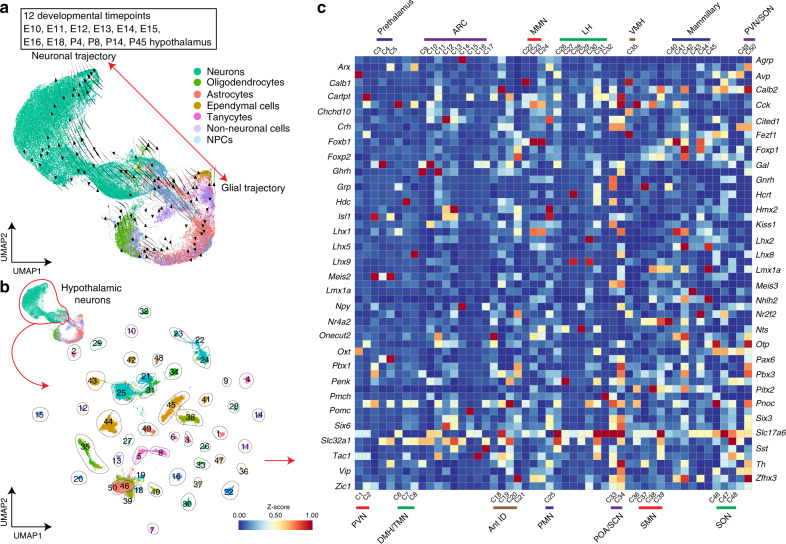
Overview of generation of the hypothalamus scRNA-seq dataset. **a** UMAP plot showing scRNA-seq data obtained from the developing diencephalon (including the prethalamus and hypothalamus) between E10 and E16, E18, P4, P8, P14, and P45. RNA velocity marks neuronal or glial (oligodendrocytes, astrocytes, ependymal cells, and tanycytes) trajectories. **b** UMAP plot showing neuronal clusters across the entire course of hypothalamus development. **c** Heatmap showing subtypes of neuronal clusters based on neuropeptide and transcription factor expression.

UMAP plotting paired with RNA velocity showed separate neuronal and glial trajectories (Fig. 1a), where glial trajectories in turn gave rise to trajectories leading to oligodendrocytes, astrocytes, ependymal cells, and tanycytes (Fig. 1a).

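Hypothalamic neurons made up 56.5% (55.7 to 57.2%) of the annotated cells in the first E16 library, 1.59% in the second and 72.0% (71.1 to 73.0%) at E18. Their share was 53.8% at P4, 35.2% at P8, 38.8% at P14 and 37.0% and 30.2% in both P45 libraries, and among cells of at least 1000 UMIs 85.0%, 19.4%, 26.5%, 16.7% and 11.7%. The 4 glial types were annotated from P4 on, and earlier non-neuronal cells were a single class, with 16.4% of cells in the first E16 library, 31.4% in the second and 21.6% at E18. At P4 this unresolved class still held 15.5% of cells, beside the 4 types. Astrocytes, which clear transmitters and feed neurons, made up 1.90% (1.52 to 2.34%) of cells at P4, 30.7% at P8, 11.4% at P14 and 14.9% and 23.4% in the P45 libraries. Oligodendrocytes, the myelin-forming glia, made up 10.1% (9.27 to 11.1%) at P4, 14.8% at P8, 20.4% at P14 and 12.4% and 12.7% in the P45 libraries. Among cells of at least 1000 UMIs oligodendrocytes made up 1.09%, 26.7%, 27.4%, 24.7% and 24.9%. Ependymal cells lay between 1.32% and 3.63% of cells, and tanycytes between 2.63% and 6.97%, in the 5 postnatal libraries. The paper states that the glial trajectories gave rise to each of these types, from RNA velocity, which was not computed here.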

Trajectories leading from neuronal progenitors to mature neurons were then extracted to identify different subclusters of hypothalamic neurons (Fig. 1b). A total of 50 different major neuronal clusters across the hypothalamus were identified, distinguished by unique (*Agrp*, *Hcrt*, and *Pomc)* or shared (*Th*, *Gal*, and *Pnoc)* neuropeptides and neurotransmitter expression, as well as transcription factor expression that acts as a positional code to identify the location of these neuronal clusters (Fig. 1c). 

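The neuropeptide genes were found in few hypothalamic neurons at any age. Pomc, the precursor of melanocortins, had 61.2 CPM (56.7 to 65.9) in the first E16 library and 1327 and 497 CPM in the P45 libraries, over the summed UMIs of 9479, 2994 and 2698 neurons. Agrp, which drives feeding, had 10.1 CPM (8.32 to 12.1) in the first E16 library and 121 CPM (108 to 134) at P8, and Hcrt, the gene of the arousal peptide hypocretin, 16.6 CPM and 2567 CPM (2504 to 2631) in the second P45 library. Of neurons thinned to 1000 UMIs, 4.92% (3.21 to 7.18%) of 508 had a UMI of Agrp at P8, against 0.451% of endothelial cells (1.52% and 0.396% without thinning). Pomc was at the level of free RNA in several libraries, with 3.05% of neurons and 3.18% of endothelial cells at P14. Gal, the gene of galanin, was in 14.6% and 13.9% of thinned neurons in the P45 libraries, against 1.12% and 0.921% of endothelial cells, and Pnoc, the gene of nociceptin, in 7.13% and 6.08%, against 0.204% and 0.0921%. Th, which encodes the rate-limiting enzyme of dopamine synthesis, was in 1.55% and 1.57%, against 0.102% and 0.0921%. Agrp and Npy, which 1 class of arcuate neurons uses together, were found in the same neurons, with a log2 odds ratio of 5.69 (95% interval 4.78 to 6.60) in the first E16 library and 6.19 (95% interval 4.71 to 7.67) at P8. The 50 clusters of the paper were not rebuilt here.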

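Gal was found more often in neurons with Slc32a1, the vesicular transporter of GABA neurons, than in those without it. The log2 odds ratio was 1.83 (95% interval 1.12 to 2.53) at E18 and 1.79 (95% interval 1.00 to 2.58) in the second P45 library. Pnoc went the same way with Slc32a1, at 2.00 (95% interval 1.10 to 2.89) and 1.74 (95% interval 0.65 to 2.82) in the P45 libraries. With Slc17a6, the vesicular transporter of glutamate neurons, the ratio of Gal in the first P45 library was -0.58 (95% interval -1.24 to 0.077). Lhx9, a LIM homeodomain transcription factor, and Hcrt were found together in 10 of 4667 thinned neurons of the first E16 library, a log2 odds ratio of 7.09 (95% interval 5.81 to 8.37). Lhx9 and Pnoc were found together in 0 of these neurons, with Lhx9 in 0.729% and Pnoc in 3.08% of them, and the log2 odds ratio of -1.15 (95% interval -5.19 to 2.88) leaves open whether they go together. Values are per library, at 1000 UMIs per cell, and were not tested across libraries.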

Expression of most neuropeptide and neurotransmitter-based markers is shared across multiple hypothalamic neuronal types, and most neuronal cluster identities were distinguished by their transcription factor-based positional codes (i.e., *Lhx9*+ and *Hcrt*+ LH neuronal cluster and *Lhx9*+ and *Pnoc*+ LH neuronal cluster). However, owing to the high cellular complexity of the hypothalamus, these neuronal clusters do not necessarily correspond to individual cell types, but rather to clusters of neurons that share common spatial location and/or developmental origin, which can be seen by the fact that several neuronal clusters show enriched expression for synaptic vesicle transporters for both glutamate (*Slc17a6*) and GABA (*Slc32a1*) (Fig. 1c).

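Slc17a6 and Slc32a1 were each found in part of the hypothalamic neurons. In the libraries below they were found in the same cell less often than independent detection gives. Of neurons thinned to 1000 UMIs, 42.3% (38.5 to 46.2%) had a UMI of Slc17a6 in the first P45 library, against 1.43% of endothelial cells, and 16.9% (14.1 to 20.0%) a UMI of Slc32a1, against 1.12%. Both were found in 32 of 645 neurons of this library and in 24 of 510 of the second, fewer than independent detection gives, at log2 odds ratios of -0.96 (95% interval -1.60 to -0.32) and -0.83 (95% interval -1.56 to -0.10). At P14, 3 of 1213 neurons had both, at -3.05 (95% interval -4.61 to -1.50). At E18 none of 3676 neurons had both, at -4.32 (95% interval -8.34 to -0.31), with Slc17a6 in 9.06% and Slc32a1 in 2.64%. These are neurons with a UMI of each gene at this depth, and say nothing of a cluster that holds neurons of each kind.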

Glial cells of the hypothalamus have been shown to play critical and tissue-specific roles in the regulation of osmolarity^32^, circadian rhythm^33^, metabolism^34^, and neurogenesis^35^. To better understand the molecular mechanisms controlling the specification and differentiation of hypothalamic glia, each glial population was reclustered and examined separately.

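Oligodendrocyte precursors (OPC) and mature oligodendrocytes were compared in the 3 libraries that held at least 20 cells of both, P14 and both P45 libraries. Genes of myelin were far lower in the precursors: Mal (-8.64, SE 0.68), Cldn11 (-8.57, SE 0.76) and Mog (-8.40, SE 0.77), as log2 fold changes of precursors against mature cells. Mog, a myelin surface protein, had 3171 ± 1591 CPM (SD, n = 3 libraries) in mature cells and 10.1 ± 7.33 CPM in precursors. Higher in precursors were Pdgfra, a growth factor receptor that marks the stage (7.79, SE 0.45), and Cspg5 (5.57, SE 0.28), and Etv4 had 91.9 ± 24.7 CPM in precursors and no UMI in the mature cells of any library. All 8 measured genes of the mature list were lower in precursors, 8 when adjusted over the list alone, and 5 of 6 OPC genes were higher, 5 when adjusted over the list alone. Of 4 genes of newly formed oligodendrocytes, Fyn and Gpr17 were higher in precursors and Bcas1 and Sirt2 lower, and of 12 Notch pathway genes 9 were higher in precursors and none lower (9 when adjusted over the list alone). In all, 4132 of 9699 genes differed, 2244 higher and 1888 lower in precursors, by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment with the library as a block. The stages were clusters of the annotated oligodendrocytes named by the same markers in the same cells, so these p-values are not independent evidence, and P4 and P8 gave no cluster of both stages.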

Cells that were identified as part of the oligodendrocyte maturation trajectory, and hence that share a similar molecular history, were reclustered as previously described^13,36^, and genes that demarcate each stage of oligodendrocyte development were identified with pseudotime^37^ and RNA velocity analysis^38^ (Supplementary Fig. 4a–c, Supplementary Data 1). To identify genes selectively enriched in hypothalamic oligodendrocytes, mature oligodendrocytes were directly compared to scRNA-seq datasets from mature cortical oligodendrocytes. 

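Pcsk1n, which encodes an inhibitor of a prohormone convertase, and Cbx3, which encodes a heterochromatin protein, were measured in each glial type of the P45 hypothalamus. In oligodendrocytes Pcsk1n had 1558 CPM (1514 to 1602) in the first P45 library and 1152 CPM in the second. Astrocytes had 1241 and 1275 CPM, and tanycytes 1421 and 1365 CPM. Neurons, the main source of this transcript, had 13500 and 11610 CPM, and endothelial cells, which should lack it, 435 and 379.6 CPM. Cbx3 had 397 CPM (375 to 419) and 328 CPM in oligodendrocytes, 230.3 and 228 in astrocytes, 412 and 280.3 in ependymal cells, and 319.8 and 298 in endothelial cells. The cortical cells of the paper's comparison were not used here.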

While *Pcsk1n* and *Cbx3* are highly enriched in hypothalamic, relative to cortical, oligodendrocytes (Supplementary Fig. 4d–h), these genes are enriched in all hypothalamic glial cells, and are not specific to oligodendrocytes.

In contrast, we identified many genes that were both astrocyte-enriched relative to other glial cell types, and selectively expressed in hypothalamic, relative to cortical, astrocytes (Supplementary Fig. 5a–c). These include higher expression of *Agt*, and a lower level of *Mfge8* in hypothalamic astrocytes, as previously reported^36^, along with newly identified hypothalamic-enriched genes such as *Marcks* and *Marcks1* (Supplementary Figure 5a–c), which are important regulators of protein kinase C-dependent calmodulin signaling^39,40^. 

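Agt, the precursor of angiotensin, was selective for astrocytes, with 934 CPM (881 to 989) in astrocytes of the first P45 library. In the P45 libraries oligodendrocytes had 11.2 and 28.7 CPM, ependymal cells 27.8 and 43.6 CPM and tanycytes 35.8 and 51.9 CPM of Agt. Mfge8, which encodes a secreted bridging protein for phagocytosis, had 277 and 278 CPM in astrocytes and 38.2 and 33.8 CPM in oligodendrocytes. Marcks, a substrate of protein kinase C, had 366 and 438 CPM in astrocytes, 871 and 556 in oligodendrocytes and 938 and 923 in microglia. Marcksl1, its relative, had 57.4 and 53.5 CPM in astrocytes and 498 and 524 CPM in oligodendrocytes. These values compare cell types of the hypothalamus at 1 age, with no cortical astrocytes.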

Analysis of the developing trajectory connecting non-neuronal gliogenic progenitor cells and hypothalamic astrocytes with RNA velocity and pseudotime analysis identified transitional states between these two populations. 

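Agt and Rgcc, which encodes a regulator of the cell cycle, were measured in annotated astrocytes, thinned to 1000 UMIs per cell. At P8 Agt was found in 45.4% (41.3 to 49.5%) of 595 astrocytes and Rgcc in 54.3% (50.2 to 58.3%), against 8.11% and 28.8% of endothelial cells. At P14 Agt was in 72.1% of astrocytes, and Rgcc in 24.4%, below the 27.2% of endothelial cells, which express Rgcc themselves. In the P45 libraries Rgcc was in 7.63% and 7.00% of astrocytes. Both genes were found in 135 of the P8 astrocytes, 22.7% of them, and in 15 of 485 and 26 of 829 at P45. Within the P8 astrocytes the genes were found together about as often as independent detection gives, with a log2 odds ratio of -0.46 (95% interval -0.92 to 0.012). Without thinning, 28.8% of P8 astrocytes had a UMI of Agt and 33.7% a UMI of Rgcc.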

Immature hypothalamic astrocytes co-express the mature astrocyte marker *Agt*, and *Rgcc*, a cell-cycle regulator that regulates Notch signaling^41,42^ (Supplementary Fig. 5d–f, Supplementary Data 2). 

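Astrocytes of P4 and P8 were compared with astrocytes of P14 and P45 (2 libraries against 3). The P4 sum came from 86 cells with a median of 385.5 UMIs, and the smallest sum of the comparison held 38009 UMIs. Of 9 measured genes of gliogenic progenitors, Fabp7, a fatty acid binding protein of radial glia, was higher at the early ages and none was lower (2 higher when adjusted over the list alone). Its log2 fold change, early against late, was 3.39 (SE 0.86, adjusted p = 0.049, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), from 8938 ± 5518 CPM (SD, n = 2) to 853 ± 1018 CPM (SD, n = 3). Of 14 genes of mature astrocytes, 5 were lower at the early ages and none higher (12 lower when adjusted over the list alone), among them Glul (-2.13, SE 0.51), Slc1a2 (-2.41, SE 0.53) and Atp1a2 (-2.25, SE 0.55), which serve glutamine synthesis, glutamate uptake and ion transport. Etnppl had 0 and 0.410 CPM at P4 and P8 and 23.8, 615 and 399.7 CPM later, though in so small a sum as that of P4 a level of 0 cannot be told from 23.8 CPM. Itih3 (-3.86, SE 0.60) was lower too, and Junb, an immediate early gene, was higher (3.96, SE 0.95). Genes of other cell types moved with age as well: 5 of 11 genes of neuronal differentiation were higher early (7 when adjusted over the list alone), and 4 of 8 genes of myelinating oligodendrocytes lower (8 when adjusted over the list alone). In all, 366 of 10038 genes differed, 134 higher and 232 lower at the early ages. The count rests on single libraries: it was 2324 without P14 and 0 without P8, where 1 early library was left and assumed to vary like the late ones. Both P45 libraries were C57BL/6J and the others CD1, and with CD1 libraries only 25 genes differed.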

Loss of expression of genes specific to gliogenic progenitors was observed in hypothalamic astrocytes and other glial populations after the second postnatal week (Supplementary Fig. 5g). The upregulation of Notch signaling pathway components was also observed, as previously reported for human astrocyte development in vitro^43^ (Supplementary Fig. 5h).

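Of 13 measured genes of the Notch pathway, none was higher and none lower in astrocytes of P4 and P8 than in those of P14 and P45 in edgeR's quasi-likelihood test, adjusted over all genes or adjusted over the list alone. At an unadjusted p under 0.05, 4 of them differed, Jag1, Hes1, Hey1 and Rgcc, and DESeq2 found 0 at an adjusted p under 0.05. Their median log2 fold change, early against late, was -0.10. Notch2, a receptor of the pathway, had a log2 fold change of -0.44 (SE 0.35), with 86.5 ± 16.2 CPM (SD, n = 2) at P4 and P8 and 108 ± 8.88 CPM (SD, n = 3) later. The P4 value comes from 86 shallow cells and rests on few UMIs. Hes5, a target of Notch signaling, had 0.93 (SE 0.68), and Hes1, another target, 0.98 (SE 0.36). The test had little power here: of 100 genes simulated with a log2 fold change of 1 it found 4, and of 100 with a log2 fold change of 2 it found 50.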

Analysis of developmental trajectories for individual hypothalamic cell types identified the age at which these cell types began to diverge in gene expression, and identified both known and candidate regulators of cell fate. This is clearly seen when comparing the development of two ventricular glial-like cell populations—ependymal cells and tanycytes. These two classes of ventricular cells begin to diverge at E13, with differential expression of *Foxj1* and *Rax*—established markers of ependymal cells and tanycytes—first detected at this age (Fig. 1a, Supplementary Fig. 6)^44^. 

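Foxj1, the master regulator of motile cilia, and Rax, a homeobox gene of the tanycyte lineage, were both scarce in hypothalamic NPC. Rax had 11.2 CPM (5.10 to 21.2) at E11, 93.5 CPM (78.6 to 110.3) at E12, 9.45 CPM (5.60 to 14.9) at E13 and 55.7 CPM (48.4 to 63.8) at E14, each from the summed UMIs of 1 library. Foxj1 had 10.8 CPM (6.15 to 17.5) at E12, 2.1 CPM (0.572 to 5.38) at E13 and 4.80 CPM (2.84 to 7.58) at E14. Of NPC thinned to 1000 UMIs, 8.28% had a UMI of Rax at E12, 0.293% at E13 and 8.74% at E14, against 0.917%, 0% and 2.38% of endothelial cells. For Foxj1 these shares were 1.35%, 0% and 1.09%, and no thinned NPC had a UMI of both genes. In the postnatal libraries, ependymal cells had 671 to 1444 CPM of Foxj1, and tanycytes 95.2 to 345 CPM of Rax. The annotated NPC class was not alike across ages, with a median of 992 UMIs per cell at E12 and 417 at E13. At E13, 341 of 3447 NPC reached 1000 UMIs. The shares of 1 library each were not tested.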

Pseudotime analysis paired with RNA velocity identifies additional transcription factors that are candidates for controlling tanycyte and ependymal cell specification and differentiation (Supplementary Fig. 6a, b, Supplementary Data 3). Transcription factors and morphogenic signaling components are highly enriched during the early stage of ependymal (i.e., *Wnt7b*, *Unc50*, *Vegfa*, *Ptch1*, *Nfib*, and Arxes2), and tanycyte (i.e., *Wnt7b*, *Ptch1*, *Notch3*, *Hopx*, and *Nr2f1*) development, and ependymal (i.e., *Rarres2* and *Foxj1*), and tanycyte (i.e., *Lhx2* and *Rax*) are at the strongest towards the end of pseudotime (Supplementary Fig. 6c, d).

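Ependymal cells and tanycytes were compared in the 5 postnatal libraries, P4, P8, P14 and both at P45, which held at least 20 cells of each. Genes of motile cilia led the ependymal side, with log2 fold changes, ependymal against tanycyte, of 5.97 (SE 0.24) for Ccdc153 and 2.98 (SE 0.19) for Foxj1. Foxj1 had 1038 ± 303 CPM (SD, n = 5 libraries) in ependymal cells and 121 ± 17.5 CPM in tanycytes. On the tanycyte side stood Col25a1 (-5.98, SE 0.48), Frzb (-5.51, SE 0.30), Dio2 (-5.11, SE 0.50) and Rax (-4.91, SE 0.26), of which Dio2 encodes the enzyme that activates thyroid hormone, and Lhx2 (-2.23, SE 0.31). All 6 genes of the ependymal list were higher in ependymal cells, also when adjusted over the list alone (6), and 7 of 8 tanycyte genes were higher in tanycytes (7 when adjusted over the list alone). The genes named for early stages went both ways: Wnt7b (1.12, SE 0.35) and Nr2f1 (1.63, SE 0.37) were higher in ependymal cells, and Arxes2 (-1.2, SE 0.18), Nfib (-0.65, SE 0.17) and Vegfa (-1.72, SE 0.26) in tanycytes. Over all genes, 3163 of 8172 differed, 1656 higher in ependymal cells and 1507 in tanycytes, by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment with the library as a block. The authors named both types by such markers in the same cells, so the p-values are not independent evidence, and pseudotime was not computed here.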

### Profiling of region-specific genes in the developing diencephalon

We next investigated whether we could use this dataset to faithfully distinguish hypothalamic domains that are spatially distinct in the embryo. To do this, we re-clustered data from E11 to E13, which correspond to the peak period of hypothalamic neurogenesis (Fig. 2a, Supplementary Fig. 7)^45^. Using previously identified region-specific markers as a reference^2^, we observed a clear segregation of spatially distinct neuronal precursors and progenitors (Fig. 2a, Supplementary Fig. 7). We were able to readily distinguish hypothalamic and adjacent cell populations including the prethalamus, discrete clusters for telencephalic structures such as preoptic area and medial ganglionic eminence, thalamic eminence, rim domain, and the main body of the sensory thalamus, as well as the zona limitans intrathalamica (ZLI) at all three developmental ages (Supplementary Fig. 7).

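The regions that the authors named among the E11, E12 and E13 cells were compared by summing UMI counts over each region and library, which gave 70 sums of at least 20 cells from 25 regions. Each region was tested against the mean of the others with edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment and the library as a block, and a gene at an adjusted p under 0.05 and a log2 fold change of at least 1 was called a marker. Outside the hypothalamus, the prethalamus was marked by Sp8 (5.63, SE 0.25), Meis2 (4.62, SE 0.23) and Pax6 (4.49, SE 0.18). The thalamic eminence was marked by Tbr1, a cortical transcription factor, with 6.02 (SE 0.18), and the thalamic progenitors by Shox2 (5.97, SE 0.20), Gbx2 (5.87, SE 0.21) and Olig3 (5.05, SE 0.30). Gata3 (7.89, SE 0.28) and Tal2 (7.17, SE 0.28) led the rim domain, and the medial ganglionic eminence had Lhx6 (5.27, SE 0.29), Lhx8 (5.01, SE 0.21) and Gsx2 (5.22, SE 0.26). In the preoptic area Npas1 had 21.4 ± 18.9 CPM (SD, n = 3 libraries), against a mean of 2.37 CPM over the other regions. Cells of the ZLI, the source of Sonic hedgehog within the diencephalon, numbered 78 in 2 libraries and had Shh at 4.60 (SE 0.30) and Wnt8b at 7.25 (SE 0.39). The rim domain also passed the minimum of 20 cells in 2 of the 3 libraries. The authors' regions were drawn from the expression of such genes in the same cells, so the p-values of this comparison are not independent evidence that a region exists.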

**Fig. 2:**
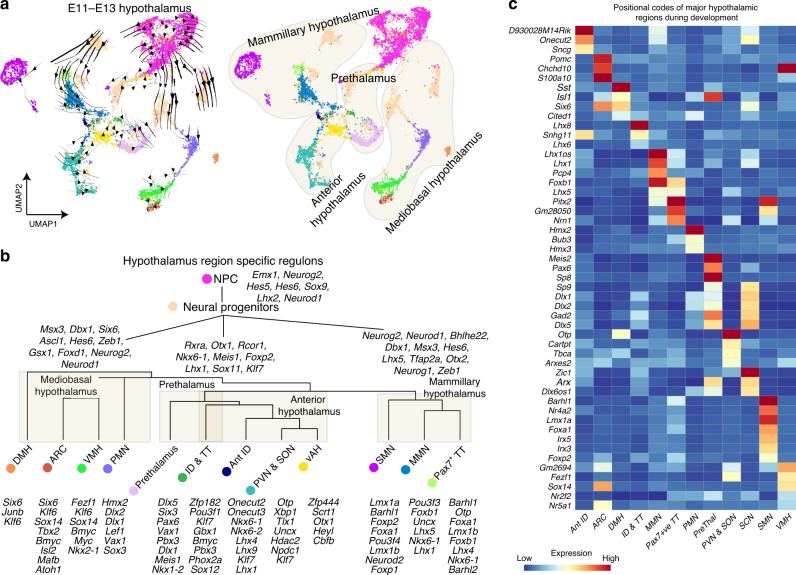
Specification of hypothalamic patterning during embryonic development. **a** UMAP plot showing E11–E13 developing diencephalon with RNA velocity trajectories (left), and UMAP plot showing the four main molecularly distinct regions of the developing hypothalamus and prethalamus (mediobasal hypothalamus, mammillary hypothalamus, anterior hypothalamus, and prethalamus) (right). **b** Dendrogram showing a developmental hierarchy of the entire diencephalon and associated regulons. **c** Heatmap showing a key subset of pattern-specific genes in major hypothalamic regions and prethalamus.

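Nr5a1, which encodes the nuclear receptor SF-1, was almost confined to the VMH and the neighboring ARC, with log2 fold changes against the other regions of 5.84 (SE 0.46) in the VMH and 6.16 (SE 0.65) in the ARC. Pomc, the precursor of melanocortins, had 1142 ± 271 CPM (SD, n = 2 libraries) in the ARC against 38.1 CPM elsewhere. The PVN/SON was marked by Cartpt (5.60, SE 0.23), Otp (5.06, SE 0.19) and Sim1 (3.71, SE 0.20), of which Sim1 and Otp encode transcription factors of neuroendocrine neurons. In the PMN, Hmx2 (6.98, SE 0.21) and Hmx3 (6.10, SE 0.29) led. Foxb1 stood at 373 ± 109 CPM (SD, n = 3 libraries) in the MMN against 15.9 CPM elsewhere, and Lhx1 at 4.13 (SE 0.15). For the SMN the leading genes were Barhl1 (6.56, SE 0.19), Lmx1a (6.49, SE 0.18) and Lmx1b (6.09, SE 0.37), and for the ID and TT class Lhx8 (6.48, SE 0.31) and Lhx6 (4.41, SE 0.91). The smallest of these classes, ID and TT, held 99 cells and the largest, PVN/SON, 1200.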

Each of the previously reported major subdivisions of the developing hypothalamus^2^ were also identified, including postmitotic neuronal precursor cells of the paraventricular nucleus/supraoptic nucleus (PVN/SON), extrahypothalamic diagonal (ID) and tuberomammillary terminal (TT), ventromedial hypothalamus (VMH), arcuate nucleus (ARC), premammillary hypothalamus (PMN), mammillary nucleus (MMN), and supramammillary nucleus (SMN) (Fig. 2b, Supplementary Fig. 7). In addition, several spatially distinct subtypes of mitotic hypothalamic progenitor cells were also observed, most notably cells that shared markers of both MMN and SMN (Supplementary Fig. 7, Supplementary Data 4). 

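As a group, the 697 cells named progenitors of SMN and MMN carried genes of both nuclei: of 6 MMN genes 5 were higher than in the other regions and 1 lower (5 and 1 when adjusted over the list alone), and of 9 SMN genes 5 were higher and none lower (7 higher when adjusted over the list alone). Proneural genes led the class, with Neurog1 (7.13, SE 0.22), Neurog2 (5.32, SE 0.14) and Neurod4 (5.91, SE 0.47). Thinned to 1000 UMIs, 1.47%, 8.87% and 1.27% of these progenitors at E11, E12 and E13 had a UMI of Foxb1, the MMN gene, and 1.47%, 3.19% and 1.27% a UMI of Lmx1a, the SMN gene (136, 282 and 158 cells). Both genes were found in 1 cell at E12 and in 0 at E11 and E13, and the log2 odds ratio at E12 was 0.85 (95% interval -1.73 to 3.42). With each gene found this seldom, the counts do not show whether single progenitors carry both. Among postmitotic cells, Foxb1 was found in 13.2%, 29.8% and 24.8% of MMN cells and Lmx1a in 15.1%, 29.4% and 19.6% of SMN cells. Foxb1 in hypothalamic NPC, the comparison for free RNA, was found in 1.93% at E12.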

We also identified a clear separation between mitotic neural progenitors and postmitotic neural precursors (Fig. 2a, Supplementary Fig. 7).

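Progenitor classes and postmitotic precursor classes of E11, E12 and E13 were summed in each library and compared, with the library as a block (n = 3 against 3 sums). Radial glial genes led the progenitor side: Slc1a3 (4.46, SE 0.18), Hes1 (3.88, SE 0.36), Fabp7 (3.74, SE 0.34) and Hes5 (3.70, SE 0.30), as log2 fold changes of progenitors against precursors. Hes5, a Notch target that holds back neurogenesis, had 476 ± 63.7 CPM (SD, n = 3 libraries) in progenitors and 40.5 ± 27.0 CPM in precursors. Lower in progenitors were the transmitter genes Slc32a1 (-3.23, SE 0.14) and Gad2 (-2.80, SE 0.10) and the peptide genes Sst (-4.23, SE 0.27) and Cartpt (-2.76, SE 0.11). All 12 NPC genes, all 17 S phase genes and all 17 G2/M genes were higher in progenitors, and all 12 genes of neuronal differentiation and all 6 transmitter genes lower, in each case with the same count when adjusted over the list alone. Of 13 Notch pathway genes, 12 were higher in progenitors and none lower (12 when adjusted over the list alone). In all, 6686 of 12541 genes differed, 3234 higher and 3452 lower in progenitors, by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The 2 groups were named by the authors from the same expression data.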

RNA velocity paired with regulon analysis using SCENIC^46^ identified four main developmental trajectories, which give rise to mammillary hypothalamus, prethalamus, anterior hypothalamus, and mediobasal hypothalamus (Fig. 2a). Each of these developmental trajectories included multiple subdivisions of the developing hypothalamus. Hierarchical gene regulatory networks showed multiple regulons that are potentially involved in the differentiation of neural progenitors into neural precursors from the major spatial subdivisions of the developing hypothalamus (Fig. 2b).

Multiple known and previously undescribed molecular markers, including many transcription factors that act as positional codes and regulons, were further identified for each of these regions (Fig. 2c, Supplementary Data 4). 

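Over all regions, 11073 pairs of a gene and a region were marker pairs, among 9189 genes tested. The VMH had 285 marker genes, the MMN 499, the PVN/SON 357, the SMN 274 and the prethalamus 259. Beside genes known for these regions, the VMH was marked by Vgll2, a transcription cofactor, at 6.98 (SE 0.41) and Nr0b1, a partner of Nr5a1, at 6.76 (SE 0.37). In the MMN stood Nkx6-1 (3.95, SE 0.55) and the neurotrophin receptor Ntrk1 (4.54, SE 0.44), and in the PVN/SON Insm2 (3.71, SE 0.42) and Rxrg (5.00, SE 0.37). The SCN had Fgf8 at 5.27 (SE 0.83) and Arx at 3.64 (SE 0.21). Regulons were not computed here.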

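Of the 3580 genes that marked any region, 1199 marked 1 region only, 594 marked 2 and 474 marked 3, and 2 marked 12. The LH progenitors had 372 markers found in no other region, the ZLI 120, the ARC 66 and the MMN 35, whereas the LH had 0 among its 417. Pf4 (7.63, SE 0.55) and Ppbp (6.67, SE 0.86), genes of platelets, led the markers of the LH progenitors, and also those of the ARC (8.97 and 8.41), while Pf4 led those of the vAH (5.81). Lmx1a shows the sharing: it stood at 6.49 (SE 0.18) in the SMN, at 6.22 (SE 0.33) in the ZLI and at 1.21 (SE 0.38) in the LH. Six6, a homeobox gene, marked the DMH (5.27, SE 0.36) and the ARC (4.48, SE 0.38). The number of regions marked rests on the chosen fold threshold and on how finely the authors split the cells.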

While some of these markers are shared among multiple regions of the hypothalamus and other forebrain areas, others are highly specific and nonoverlapping. However, there was no substantial difference in expression patterns of neuropeptides and neurotransmitters across subdivisions of the developing hypothalamus that belong to the four main developmental trajectories (Supplementary Fig. 8), which could indicate that neuropeptides or neurotransmitter expression in each hypothalamic region are regulated by different gene regulatory networks. This analysis was able to efficiently identify gene expression patterns that were restricted to specific spatial domains and subdomains of the developing hypothalamus and prethalamus, confirming and extending our previous findings^2^.

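Genes of GABAergic transmission divided the regions sharply. In the prethalamus Gad2 (3.17, SE 0.15), Gad1 (2.36, SE 0.23) and Slc32a1 (2.92, SE 0.16) were higher than in the other regions and Slc17a6, the vesicular glutamate transporter, was lower (-2.06, SE 0.36). The PVN/SON had the opposite pattern, with Slc17a6 at 2.03 (SE 0.18), Gad2 at -1.76 (SE 0.32) and Slc32a1 at -1.76 (SE 0.37). The mammillary classes also differed from each other: Slc32a1 was higher in the MMN (0.79, SE 0.26) and lower in the SMN (-2.46, SE 0.46). Of 14 measured neuropeptide genes, 5 were higher in the PVN/SON (6 when adjusted over the list alone), 6 in the MMN (6), 5 in the PMN (5), 5 in the prethalamus (5), 3 in the ARC (3) and 1 in the VMH (2), and none was lower in any of these 6 regions. Trh, for example, had 26.2 ± 20.4 CPM (SD, n = 3 libraries) in the PVN/SON against 3.41 CPM elsewhere, and Gnrh1 stood at 5.15 (SE 0.86) in the PMN. From patterns across the 4 trajectories, which were not tested as such here, the paper proposes that peptide and transmitter genes are controlled by other networks in each region.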

Due to the high complexity of the hypothalamic clusters observed in both two- and three-dimensional analysis, it is difficult to comprehensively visualize region-specific differences in gene expression. To improve visualization of these data, we generated a heatmap for major pattern marker genes that corresponds to the two-dimensional sagittal plane, capturing the main spatial subdivisions of the developing hypothalamus and adjacent brain regions (Supplementary Fig. 9).

This analysis also identified clusters that correspond to three hypothalamic regions that had not been described in previous work^2^, including two populations of excitatory neurons. 

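The DMH class held 166 cells in the E12 and E13 libraries together, and Sst, the gene of the peptide somatostatin, was its strongest marker with 3748 ± 1642 CPM (SD, n = 2 libraries) against 56.4 CPM over the other regions. Its log2 fold change was 7.59 (SE 0.30), and Six6, Otp and Cited1 followed with 5.27 (SE 0.36), 4.82 (SE 0.37) and 3.92 (SE 0.27). In cells thinned to 1000 UMIs, Sst was found in 53.6% (43.2 to 63.8%) of 97 DMH cells at E12 and 70.6% (52.5 to 84.9%) of 34 at E13, against 0.414% and 0.252% of hypothalamic NPC. Without thinning, the E12 share was 58.9%. Otp was in 52.6% and 47.1% of DMH cells, Six6 in 34.0% and 38.2%, and Cited1 in 28.9% and 14.7%, against 1.93%, 3.72% and 1.79% of hypothalamic NPC at E12. Within the class the genes did not exclude each other: Sst and Otp had a log2 odds ratio of 0.63 (95% interval -0.52 to 1.77) at E12, and Cited1 and Six6 of -0.14 (95% interval -1.47 to 1.18). Tbx3, a T-box gene, was a further marker, with 6.25 (SE 0.68).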

The first of these regions is found in the dorsomedial hypothalamus, and is marked by expression of *Sst*, *Cited1*, *Otp*, and *Six6* (Fig. 2c). 

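Pax7, a paired-box transcription factor, was found in 4 of 33 cells of its named class at E13, 12.1% (3.40 to 28.2%), after thinning to 1000 UMIs. No hypothalamic NPC and no PMN cell of that library had a UMI of Pax7 at this depth, with an upper limit of 1.22% in the PMN. Without thinning, Pax7 was in 30.3% of the class. Nkx2-1, which marks the ventral hypothalamus, was found together with Pax7 in 2 cells. The class reached 20 cells in 1 library only, so it was not tested for markers.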

The second region is found in the TT/PMN region, and expresses *Pax7* (Supplementary Data 4). The third region is found in the lateral hypothalamus (LH), and consists of a diverse collection of subtypes of neuronal precursors. This LH cluster consists primarily of glutamatergic neurons, with a small subpopulation of GABAergic neurons (Supplementary Fig. 10, Supplementary Data 6). 

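In the LH class, Slc17a6, the mark of glutamatergic neurons, was found in 4.43% (2.73 to 6.77%) of cells at E11, 3.52% at E12 and 3.93% at E13, thinned to 1000 UMIs. Slc32a1, the mark of GABAergic and glycinergic neurons, was found about as often, in 5.76% (3.80 to 8.33%), 3.89% and 3.44%, and Gad1 in 3.33%, 6.95% and 5.08%. These shares are of 451, 1079 and 610 cells, and hypothalamic NPC had 0.552% for Slc17a6 and 0.276% for Slc32a1 at E12. Both transporters were found in 1 cell at E12 and in none at E11 and E13. In summed counts of the class, Slc17a6 had 42.7 CPM (34.6 to 52) and Slc32a1 33.5 CPM (26.5 to 41.9) at E12. Most cells of this class had a UMI of neither gene, so their transmitter is not known from these counts.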

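Lhx9, a LIM homeobox gene, was found in 12.2% (9.32 to 15.6%) of LH cells at E11, 0.741% at E12 and 6.23% at E13, against 0.780% and 1.01% of hypothalamic NPC at E11 and E13, at 1000 UMIs per cell. At E11 it went with the glutamatergic marker: Lhx9 and Slc17a6 had a log2 odds ratio of 1.79 (95% interval 0.39 to 3.19). With Slc32a1 the value at E11 was -2.99 (95% interval -7.05 to 1.07). Hcrt itself, which encodes the hypocretin peptides, was in 0 of 451 cells at E11 (upper limit 0.665%), 0.371% at E12 and 0.164% at E13. Both Lhx9 and Hcrt were found in 2 cells at E12.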

The glutamatergic population includes a discrete subcluster of *Lhx9*-positive neurons, which marks precursors of hypocretin neurons^2,47,48^. 

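Several transcription factors of other regions were higher in the LH class than in the mean of the other regions, each at a smaller fold than in its own region. Foxb1, the MMN gene, did not pass at 0.56 (SE 0.40), whereas Lhx5 (0.62, SE 0.20), Fezf1 of the VMH (1.19, SE 0.21), Hmx2 of the PMN (2.44, SE 0.34) and Lhx6 of the ID (2.88, SE 0.43) did. Nup62cl, another VMH gene, stood at 1.67 (SE 0.40). Of the neuropeptide list, 11 of 14 genes were higher in the LH and none lower (13 higher when adjusted over the list alone), led by Pmch, the gene of melanin-concentrating hormone, with 374 ± 358 CPM (SD, n = 3 libraries) against 65.7 CPM elsewhere. After thinning to 1000 UMIs, Pmch was found in 3.34% of LH cells at E12 and 0.984% at E13, and Hmx2 in 4.36% and 2.62%, against 0.276% and 0.552% of hypothalamic NPC at E12. Detection at this depth does not give the share of cells that express a gene.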

Cells within this LH cluster express multiple transcription factors that are also selectively expressed in other hypothalamic regions, including the VMH, PMN, MMN and ID, as well as a mixture of neuropeptides expression (Supplementary Fig. 10).

Clustering of cells from previously characterized spatial domains of developing hypothalamus also identified discrete subclusters that express common sets of genes, as well as regulons that are enriched in the discrete subclusters of individual hypothalamic regions. This is clearly seen in the PVN/SON cluster (Supplementary Fig. 11, Supplementary Data 6). Selective expression of *Onecut2*, *Cartpt*, and *Zic1* characterizes a ventrolateral domain that, based on its position, likely corresponds to the developing SON (Supplementary Fig. 11).

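Cartpt, which encodes the CART peptide, was found in 13.7%, 21% and 20.3% of PVN/SON cells at E11, E12 and E13, and Onecut2 in 11.2%, 4.05% and 8.29%, at 1000 UMIs per cell (233, 519 and 374 cells). In hypothalamic NPC the shares were 0.138% for Cartpt and 1.24% for Onecut2 at E12. The genes came together within the class: Cartpt and Zic1 had log2 odds ratios of 2.48 (95% interval 0.90 to 4.07) at E11 and 2.40 (95% interval 1.66 to 3.13) at E12, and Onecut2 and Cartpt of 2.15 (95% interval 0.91 to 3.40) at E12. For Onecut2 and Zic1 the value at E12 was 0.95 (95% interval -0.49 to 2.39). Zic1 by itself was not selective, with 6.01%, 15.0% and 16.0% of PVN/SON cells against 8.32%, 3.03% and 14.4% of hypothalamic NPC. From the place of such cells in sections the paper proposes that they are the developing SON, which counts per cell cannot show.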

This same approach can be readily applied to other forebrain regions. We have previously identified molecular markers that both identify discrete spatial domains within the prethalamus, which gives rise to structures such as the thalamic reticular nucleus and ventral lateral geniculate nucleus^2,49,50^, and investigated whether these regions could be identified using scRNA-seq data.

Subclustering of prethalamic cells allowed us to distinguish discrete spatial subdivisions within the prethalamus. 

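Sp8 was found in 18.9%, 25.5% and 20.7% of prethalamic cells at E11, E12 and E13, and Sp9, its paralog, in 22.6%, 14.5% and 25.7% (376, 235 and 513 cells thinned to 1000 UMIs). Hypothalamic NPC had 0.138% for Sp8 and 0.276% for Sp9 at E12. Both genes were found in 30 cells at E11, 11 at E12 and 28 at E13. At E11 they went together, with a log2 odds ratio of 1.73 (95% interval 0.94 to 2.52), and by E13 they were found together about as often as independent detection gives (0.076, 95% interval -0.62 to 0.77). In the sums of the prethalamus, Sp9 stood at 3.06 (SE 0.22) against the other regions.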

We observed partially overlapping domains of expression of the transcription factors *Sp8* and *Sp9* (Supplementary Fig. 12, Supplementary Data 6), which play critical roles in the development of telencephalic interneurons^51^. We also identified a small ventral cluster that selectively expresses *Pbx1*. 

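Pbx1, which encodes a TALE homeobox cofactor, was found in 28.5%, 18.3% and 25.1% of prethalamic cells at E11, E12 and E13 at 1000 UMIs per cell, against 15.2%, 18.8% and 19.4% of hypothalamic NPC. Across regions it was broad, with 306 ± 85.1 CPM (SD, n = 3 libraries) in the prethalamus and 247 CPM in the mean of the others. Within the prethalamus, Pbx1 and Sp8 had log2 odds ratios of 0.34 (95% interval -0.45 to 1.14) at E11, -1.50 (95% interval -2.86 to -0.13) at E12 and -0.23 (95% interval -0.96 to 0.49) at E13. The E12 interval alone left out independent detection, with Sp8 rarer in cells with Pbx1. The intervals overlap, and the ages were not tested against each other.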

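Th, which encodes tyrosine hydroxylase, was found in 6.12% (3.92 to 9.04%) of prethalamic cells at E11, 0.851% at E12 and 1.56% at E13, against 0.260% and 0.138% of hypothalamic NPC at E11 and E12, thinned to 1000 UMIs. Meis2 was found in 56.6%, 39.6% and 48.0% of prethalamic cells and Pax6 in 34.6%, 13.2% and 39.2%, against 1.24% and 3.03% of hypothalamic NPC at E12. At E11, 14 cells had both Th and Meis2 (log2 odds ratio 0.24, 95% interval -0.98 to 1.46) and 5 had both Th and Pax6 (-0.89, 95% interval -2.29 to 0.52). Meis2 and Pax6 were found together less often than independent detection gives at E12 (-2.69, 95% interval -4.34 to -1.04) and E13 (-0.88, 95% interval -1.39 to -0.36). At E11 the value was -0.18 (95% interval -0.80 to 0.43), and the ages were not tested against each other. The paper speaks of regulons, sets of target genes, and proposes that Meis2 directs dopaminergic differentiation, whereas these shares concern the transcripts of Meis2 and Pax6 themselves.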

We also identified *Th* expression in the two prethalamic clusters which were enriched for the *Meis2*, but not the *Pax6*, regulon, indicating the *Meis2* might direct differentiation of dopaminergic neurons^52^. ISH analysis revealed enriched expression of *Sp8* in anterior prethalamus and ID, while *Sp9* was enriched in posterior prethalamus (Supplementary Fig. 12).

Subclustering of the VMH allowed us to detect two distinct clusters, which corresponded to separate anterior and posterior domains of gene expression (Supplementary Fig. 13, Supplementary Data 6). 

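Genes named for the anterior and the posterior VMH were set against each other in single VMH cells. Chchd10, an anterior gene, was found in 38.5%, 55.5% and 60% of VMH cells at E11, E12 and E13, and Snca, a posterior gene, in 15.4%, 21.9% and 19.5%, thinned to 1000 UMIs (52, 611 and 195 cells). Hypothalamic NPC had 2.48% for Chchd10 and 1.10% for Snca at E12. Within the VMH the 2 genes avoided each other: the log2 odds ratio was -0.74 (95% interval -1.29 to -0.18) at E12 and -1.29 (95% interval -2.32 to -0.26) at E13, with the same sign at E11 (-0.86, 95% interval -3.13 to 1.41). Within the anterior set, Chchd10 and Nup62cl had 0.43 (95% interval -0.21 to 1.06) at E12, and within the posterior set Scg2 and Snca had 1.43 (95% interval 0.48 to 2.38). In the atlas annotation, which follows the VMH further, Chchd10 and Snca had -1.03 (95% interval -1.71 to -0.35) at E14 and -0.17 (95% interval -1.22 to 0.89) in the first E15 library. Against the other regions, 3 of 4 anterior genes and 2 of 4 posterior genes were higher in the VMH as a whole and none lower (3 and 2 when adjusted over the list alone).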

A clear distinction between these anterior and posterior domains was detected until E16, both spatially and at the molecular level (Supplementary Fig. 13). These two clusters had begun to spatially intermingle, yet the molecular distinction still remained, possibly reflecting local tangential cell migration within the VMH.

By combining our analysis of both the molecular markers of differentiation of major hypothalamic cell types and the selective markers of the different spatial domains of the developing hypothalamus and prethalamus, we have compiled a reference set of molecular markers that will be useful for further functional studies. We have designated this integrated and annotated scRNA-seq dataset as HyDD, or the *Hy*pothalamus *D*evelopmental *D*atabase.

### HyDD identifies developmental origins of VMH neurons

To demonstrate the broad usefulness of the HyDD, we first annotated a previously published scRNA-seq dataset obtained through selective dissection of *Pomc-EGFP*-expressing cells from E15.5 hypothalamus using regional and cell type-specific markers from the HyDD^53^. In this study, while one cluster (cluster 0) was previously identified as the developing ARC, the remaining clusters were not annotated owing to the lack of well defined regional and cell type-specific markers to resolve the spatial location of these clusters. Using markers obtained from the HyDD to train the dataset, we were able to annotate all but two clusters, representing cells from multiple hypothalamic regions, including VMH, PMH, anterior ID, DMH, SCN, and ARC. Some clusters were composed of cells from multiple hypothalamic regions, which may explain some of the previous difficulties in annotating these cells (Fig. 3a, b). Two unannotated clusters appear to reflect contamination from the habenula and pituitary that occurred during dissection (Supplementary Fig. 14). A subset of the neurons in the ARC cluster share molecular markers of neural precursors in the PMN and DMH, implying that these cells may have migrated to the ARC from these regions (Supplementary Fig. 14).

**Fig. 3:**
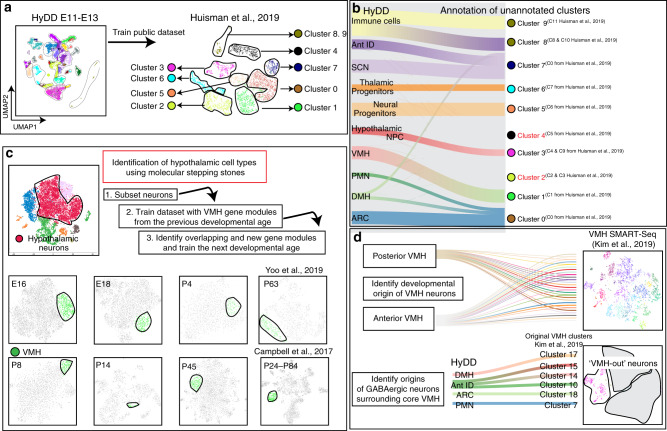
Utilizing HyDD to infer the identity and origin of individual cell types. **a** The HyDD dataset was used to train a previously published scRNA-seq on E15.5 hypothalamus obtained through selective dissection of *Pomc-EGFP*-expressing cells^53^. **b** Alluvial plot showing HyDD clusters (left) matched to clusters from Huisman et al.^53^ (right). Note that 2 clusters (clusters 2 and 4) from Huisman et al.^53^ do not match the HyDD dataset. **c** Using the molecular stepping stone approach to identify VMH neurons (green) across the entire developmental ages by identification of shared sets of gene modules that can demarcate the VMH across the entire hypothalamus scRNA-seq dataset. **d** HyDD dataset is used to identify the developmental origins of previously annotated subtypes of glutamatergic neurons of the core VMH^55^ (top), and to identify the developmental origins of GABAergic neurons surrounding the core VMH (bottom).

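Slc1a3, which encodes a glutamate transporter of radial glia and astrocytes, was higher in the hypothalamic NPC of E11 to E13 than in the other regions, with 86.5 ± 28.1 CPM (SD, n = 3 libraries) against 7.96 CPM. Dbi and Mt3, 2 further genes of glia, stood at 2.02 (SE 0.11) and 2.18 (SE 0.19), and Rax, the tanycyte gene, at 4.68 (SE 0.30). Of 5 measured genes of this set, 5 were higher in hypothalamic NPC and none lower (5 when adjusted over the list alone). The prethalamic NPC carried them too, with Slc1a3 at 5.58 (SE 0.25).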

We also identified a cluster that closely resembled hypothalamic NPC (Supplementary Fig. 15), but which also co-expressed astrocyte-, ependymal, and/or tanycyte-specific marker genes. Gene sets enriched in this cluster were then projected into the entire hypothalamus scRNA-seq dataset (E10–P45), and glial populations including immature glial cells were enriched with these gene sets. This same gene expression pattern was found to be enriched in a subset of hypothalamic NPC that were detected from E11 onwards, and which may represent NPC that are competent to generate glia (Supplementary Fig. 15). Many of these same genes are also expressed in the late-stage retinal progenitor cells, from the age at which they become competent to give rise to tanycyte-like Mũller glial cells^31^.

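In the atlas annotation, Slc1a3 was found in 1.81% of hypothalamic NPC at E11, 7.83% (5.90 to 10.1%) at E12, 0.587% at E13 and 2.19% at E14, each cell thinned to 1000 UMIs. Of 109 endothelial cells at E12 0 had a UMI of Slc1a3 (upper limit 2.75%). The glial genes came together in the same NPC: at E12 Slc1a3 and Dbi were both found in 47 of 664 cells (log2 odds ratio 2.94, 95% interval 1.65 to 4.23), and Slc1a3 and Mt3 in 23 (2.28, 95% interval 1.43 to 3.13). At E13 Slc1a3 and Dbi had 4.47 (95% interval 0.074 to 8.87). Co-detection does not separate a glial program from the general radial glial state of NPC. The paper proposes that such NPC are competent to make glia.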

Since HyDD contains a nearly uninterrupted temporal profile of changes in gene expression during the process of cell specification and differentiation, it can also be used to infer the developmental origins of fully mature hypothalamic neurons. However, identifying the precise spatial location of individual cell types from hypothalamus scRNA-seq data based on specific molecular markers alone is bioinformatically challenging, due to the extreme tissue complexity. This is the case even when scRNA-seq data has been generated with microdissected or flow-sorted cells from predefined hypothalamic regions. Most informative region-specific markers are strongly expressed early in development, but are either not expressed or show substantially different expression levels at later developmental ages^2^. Postmitotic hypothalamic neural precursors also undergo a considerable amount of tangential migration and dispersion, making it even harder to directly identify gene regulatory networks that control the specification of individual hypothalamic cell types^54^.

To identify the developmental origin of individual hypothalamic cell types, it is critical that overlapping sets of markers be identified that selectively label each stage of cell differentiation, in a manner analogous to molecular stepping stones, so that the developmental history of each cell type can be reconstructed. As a proof of principle for this approach, we identified gene sets that identify VMH cells at early stages of hypothalamic development (Fig. 3c), when region-specific molecular markers are robustly expressed. Gene sets specific to discrete spatial domains were then used to train the following developmental age to find VMH cells and new VMH-enriched genes were identified. This process was repeated for each successive developmental age. These VMH-enriched genes have varying levels of expression and specificity across the full course of the hypothalamus development (Supplementary Fig. 16).

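Genes of the VMH were followed over the ages at which the atlas annotation names the class. Fezf1 had 200, 348, 231, 302 and 450 CPM in VMH cells at E11, E12, E13, E14 and in the first E15 library, and Nr5a1 19.8, 30.7, 48.0, 35.5 and 25.8 CPM. Chchd10 had 291, 1037, 1044, 958 and 766 CPM, and Nup62cl 54.3, 173, 301, 332 and 63.3 CPM. Each value comes from the summed UMIs of 71, 751, 139, 1129 and 560 cells, 1 library per age. Endothelial cells had 2.57 CPM of Fezf1 and 59.5 CPM of Chchd10 at E13. The class is not named after E15, so later levels of these genes in VMH neurons were not followed.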

We next used the HyDD to identify the developmental origin of major VMH neuronal subtypes. Recent scRNA-seq of the adult VMH identified multiple clusters of both core glutamatergic VMH neurons and of GABAergic neurons surrounding the core VMH (VMH-out)^55^. We sought to identify the developmental origins of both classes of VMH neurons. We first found that GABAergic neurons of VMH-out originated from four distinct regions of the developing hypothalamus - ARC, DMH, Ant ID and PMN (Fig. 3d)—with each VMH-out GABAergic cluster having a distinct developmental origin based on the specific expression of regional markers. We likewise observed that different subsets of core glutamatergic VMH neurons arise from distinct anterior or posterior domains of the embryonic VMH (Supplementary Fig. 13). Some of these clusters remain restricted to anterior or posterior regions of the adult VMH, as noted in the original study^55^ (Fig. 3d, Supplementary Fig. 17a, b). However, the majority of VMH neuronal subtypes originate from both anterior and posterior domains of the developing VMH (Supplementary Fig. 17), and are distributed widely along the anterior–posterior axis of the adult VMH^55^. VMH neuronal subtypes may thus be two distinct developmental steps: an initial stage in which anterior and posterior identity is specified between E11 and E13, and a later stage that coincides with the initiation of local tangential migration that occurs from E16 onwards.

### HyDD allows comprehensive analysis of complex mutant phenotypes

HyDD provides both a high-resolution molecular atlas of the developing hypothalamus and prethalamus, and a useful resource to understand the developmental origin of adult hypothalamic neurons. We next sought to determine if HyDD could also be used to rapidly and comprehensively characterize mutants that regulate early stages of hypothalamic development and organization. 

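The Foxd1-Ctnnb1ex3 data held 1 control library and 2 mutant libraries of E12.5 embryos on the 10x Genomics platform, deposited by the authors as raw UMI counts over all barcodes. Cells were called as barcodes with at least 200 genes and 500 UMIs, the minimum that the methods state, which gave 7796 control cells and 18048 and 18068 mutant cells. The control was deeper, with a median of 3884 UMIs per cell against 1079 and 892, and the cells of the 3 libraries held 33787716, 23981761 and 20277764 UMIs. Each neural cell was given a region class by its profile in the annotated E11 to E13 cells. In E12 cells held out of the reference, 75.3% were assigned and 71.7% of these rightly, but only 28.4% of assigned prethalamic cells were, as many went to the LH. With held-out cells thinned to 1000 UMIs, 66.4% of assigned prethalamic cells were right. UMIs were then summed per library over all cells, neural progenitors or postmitotic neural cells, and the mutants were compared with the control by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Postmitotic cells were all neural cells outside the progenitor classes, so cells left without a class were counted among them. All 4 mutant lines of the deposit were fitted together, so that the spread between replicates came from 4 pairs of mutant libraries, as each line had 1 control (4 residual degrees of freedom). The test covered 15769 genes in all cells, 13393 in progenitors and 14521 in postmitotic cells. With 100 genes simulated at a log2 fold change of 1, it found 46, and at 2 it found 98. The simulated counts were drawn with a larger spread between libraries than the real fit found, so these numbers do not give its power. The methods state that each library was made from several embryos and that embryos of several dams were pooled, but not which dams each mutant library drew on, so the p-values measure the spread between these libraries only.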

As proof of concept, we performed scRNA-seq analysis on E12.5 *Foxd1*^*CreGFP/+*^*;Ctnnb1*^*ex3/+*^ mice, in which a constitutively active form of beta-catenin is overexpressed in *Foxd1*-positive hypothalamic and prethalamic progenitors, leading to activation of canonical Wnt signaling in these cells and their descendants^23^. The same analysis was also with *Foxd1*^*CreGFP/+*^ littermate controls. These mice show broad activation of the canonical Wnt pathway effector *Lef1*, a hyperplastic ventricular zone, and with the exception of a handful of posterior hypothalamic markers, show the loss of most regional markers in the hypothalamus and prethalamus^23^.

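An equal number of cells of the Foxd1-Ctnnb1ex3 control and mutants (7796 per library) was clustered together, with the genes of Wnt feedback left out of the clustering. Of 15 clusters, 1 was at least 90% mutant in the comparison of each mutant library with the control. It held 36 control cells and 553 and 549 mutant cells, or 7.09% and 7.04% of the mutants. Pkib, Gsx1, Gadd45g and Sox3 were among its top genes, and its genes of Wnt feedback stood at a median log2 of -0.055 against the other clusters. It had 15.5 CPM of Wif1 and 6.18 CPM of Dkk1, against 0.916 and 0.115 CPM in the NPC cluster of mostly control cells. A second cluster, led by the thalamic genes Shox2 and Gbx2, was 89.0% and 89.0% mutant. Other clusters held nearly no mutant cells: the prethalamic cluster, led by Meis2, Sp8 and Arx, had 1637 control cells and 73 and 38 mutant cells, and an SMN cluster led by Irx5, Irx3 and Barhl1 681, 31 and 7. A cluster led by Sp8, Spock1 and Smpd3 held 456 control cells and 1906 and 2058 mutant cells. Another cluster in which the SMN was the most common class, with Foxa1, Foxa2 and Nr4a2 among its top genes, held 274 control cells and 1197 and 1247 mutant cells. The number of mostly mutant clusters rests on the resolution, with 0 of 10 at a lower resolution and 8 of 28 at a higher one. With cells thinned to 500 UMIs it was 0 of 11. The 15 clusters were made from unthinned cells without correction for library, so they may also part by depth or library. NPC formed a cluster of 1220 control cells and 92 and 66 mutant cells, and another of 402, 1678 and 1712. Few mutant cells in a cluster therefore do not measure the loss of a cell type.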

ScRNA-seq analysis of control and mutant animals at E12.5 reveals a couple of mutant-specific cell clusters (Supplementary Figs. 18–20). 

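Cells assigned to hypothalamic NPC made up 18.9% in the control and 22.4% and 22.0% in the mutants, a log2 fold change of 0.23 (SE 0.067, adjusted p = 0.0082 from edgeR's quasi-likelihood test on class counts), and of 1.42 with scaling by TMM and 1.22 by DESeq2. Several postmitotic classes fell. The PVN/SON class went from 8.52% to 1.54% and 0.972% (log2 fold change -2.76, SE 0.20), the prethalamus from 10.2% to 2.38% and 2.29% (log2 fold change -2.12, SE 0.12) and the PMN from 4.56% to 1.38% and 1.02%. The MMN (-1.12, SE 0.17), the SMN (-0.67, SE 0.13) and the VMH (-0.90, SE 0.21) fell less, and their direction rests on the scaling: with TMM they had 0.061, 0.51 (adjusted p = 0.0039) and 0.28, whereas the PVN/SON, the prethalamus and the PMN still fell. With assignment by correlation the MMN had 0.14 and the SMN 0.25 (adjusted p = 0.0035). Cells assigned to the LH made up 4.62% in the control and 21.1% and 22.3% in the mutants. This class could not be compared by name, because the check of class names held no marker list for it. Cells without a class made up 12.3% of neural cells in the control and 24.3% and 27.1% in the mutants. Held-out prethalamic cells were often assigned to the LH, so the share of the prethalamus alone does not measure its loss. Otp, a homeobox gene of the PVN/SON, fell in the summed counts of all cells, from 136 to 46.3 and 45.6 CPM, a log2 fold change of -1.57 (SE 0.081, adjusted p = 9.0e-10, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Of 12 genes of neuronal differentiation 7 fell and 1 rose (7 and 1 when adjusted over the list alone), and of 6 PMN genes 4 fell and none rose (4 when adjusted over the list alone). SMN genes went up, 5 of 9 (5 when adjusted over the list alone), and none fell. Among them Pitx2 changed direction when set against the controls of all 4 lines as a group. Within progenitors, 2 of 12 NPC genes rose and 6 fell (2 and 6 when adjusted over the list alone). In all, 5398 genes changed in all cells, 2454 up and 2944 down, 3933 in progenitors and 4938 in postmitotic cells, with the mutants shallower than the control in every set.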

Using the HyDD to annotate both control and mutant data, we identified changes in gene expression and cell composition that match previously reported findings (Supplementary Fig. 20), where we observed a substantial increase in undifferentiated NPC, along with a corresponding reduction in the number of cells expressing markers of hypothalamic and prethalamic neuronal precursors (Supplementary Figs. 19 and 20). RNA velocity further highlights differences in developmental trajectories between control and mutants (Supplementary Fig. 20). In particular, strong loss of markers shared by both hypothalamus and prethalamus, such as *Meis2*, *Sp9*, and *Arx* (Supplementary Fig. 20, Supplementary Data 7) was observed. 

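Meis2 had 138 CPM in the control and 70.1 and 77.2 CPM in the mutants, summed over all cells, a log2 fold change of -0.91 (SE 0.10, adjusted p = 3.7e-06, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Arx fell less, from 107 to 73.4 and 75.9 CPM (-0.52, SE 0.086). For Sp9 the difference from 87.1 to 75.6 and 68.5 CPM was not beyond the spread between libraries (log2 fold change -0.27, SE 0.11, adjusted p = 0.078 from edgeR's quasi-likelihood test). Of 12 prethalamic genes, 7 fell and none rose (8 fell when adjusted over the list alone), Pax6 most with -1.30 (SE 0.12). In progenitors alone the direction was the other: 8 of 12 rose and Pax6 fell (8 up and 2 down when adjusted over the list alone), with Sp9 at 0.47 (SE 0.14) and Meis2 at 0.53 (SE 0.16). Prethalamic genes were among those that assigned cells to classes, so their levels in progenitors are partly fixed by the assignment. With the controls of all 4 lines as a group, Sp9 in progenitors had -0.19 (adjusted p = 0.74) and Dlx5 -0.19, so the rise of these 2 rests on the line's own control.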

We also identified two cell clusters that are found exclusively in mutant mice, both of which express NPC markers, and also highly express both *Lef1* and negative regulators of canonical Wnt signaling such as *Dkk1*, *Wif1*, and *Axin2* (Supplementary Fig. 18e). One of these clusters is strongly enriched for G2/M phase markers such *Ube2c*, *Rrm2*, and *Ccnb1* (Supplementary Figure 19). 

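Wif1 and Dkk1, inhibitors that Wnt signaling induces, rose most among genes of at least 20 CPM: Wif1 from 1.45 CPM in the control to 94.0 and 93.1 CPM, a log2 fold change of 6.00 (SE 0.17, adjusted p = 2.8e-13, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and Dkk1 by 5.05 (SE 0.23). Axin2 rose by 2.63 (SE 0.14). Lef1 rose by 1.20 (SE 0.10), and of 15 genes of Wnt feedback 12 rose and Ccnd1 fell (12 and 1 when adjusted over the list alone). Among the clusters, the 1 led by Shox2 and Gbx2 was highest in these genes, with 107 CPM of Axin2, 206 of Lef1, 78.2 of Dkk1 and 289 of Wif1. Its NPC genes were low, at a median log2 of -1.83 against the other clusters. A cluster of NPC that was 80.7% and 81.0% mutant, led by Hes1 and Notch2, had NPC genes at 1.37, with 51.8 CPM of Axin2, 86.8 of Lef1 and 84.7 of Wif1. In the NPC cluster of mostly control cells, Axin2 had 10.7 CPM and Wif1 0.916 CPM. These cluster values have no replicates and were not tested, and the clusters may part by depth or library.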

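In the summed progenitors of the mutants, G2/M genes were not raised: Ube2c fell, with -0.49 (SE 0.095), Ccnb1 had -0.089 (SE 0.089) and Rrm2, an S phase gene, 0.11 (SE 0.089). Of 17 G2/M genes 1 rose (Nusap1) and 6 fell (1 and 8 when adjusted over the list alone), and of 17 S phase genes 2 rose and 5 fell (2 and 7 when adjusted over the list alone). Among postmitotic cells 4 G2/M genes rose and none fell (3 rose when adjusted over the list alone), with Ccnb1 at 0.42 (SE 0.13). This set includes cells without a class, 12.3% of neural cells in the control and 24.3% and 27.1% in the mutants, which may include progenitors. Against the controls of all 4 lines as a group, Ccnb1 and Hmgb2 changed direction, so their rise rests on the line's own control. G2/M genes stood at a median log2 of 1.34 in the NPC cluster that was 80.7% and 81.0% mutant, and at 2.49 in the NPC cluster of mostly control cells. They stood at 2.08 in a telencephalic cluster led by Lhx8 and Foxg1, which was 86.4% and 84.5% mutant. Here too the clusters may part by depth or library. Cdkn1a, which halts the cycle, rose in mutant progenitors by 3.45 (SE 0.22). The flow cytometry that the paper reports beside these markers is not part of the counts.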

Flow cytometry data also demonstrated a substantially higher fraction of NPCs in the G2/M phase in mutant mice (Supplementary Figs. 19 and 20), as has been previously reported in nonneuronal cells that show high levels of canonical Wnt signaling^56^. This finding explains the previous observation that, although a massive increase in the number of NPC cells is seen in these mutants, only a modest increase is observed in EdU labeling, which labels S-phase NPC^23^. This demonstrates the power of using scRNA-seq in conjunction with the HyDD to analyze developmental phenotypes, in a manner that is far more rapid and comprehensive than conventional histological techniques.

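The Nkx2-1 data held 1 library of heterozygous E12.5 controls and 2 libraries of mutants, called and classified in the way described for the Foxd1-Ctnnb1ex3 line. There were 15619 control cells and 10411 and 11163 mutant cells, with medians of 3439, 3734 and 3477 UMIs per cell, so the depth per cell was alike in this line. The cells held 66289222, 43206041 and 43488322 UMIs. Blood cells made up 4.46% of control cells and 6.92% and 6.38% of mutant cells, and other non-neural cells 5.58%, 1.07% and 0.959%. Nkx2-1 itself had 98.5 CPM in the control and 2.86 and 2.65 CPM in the mutants, a log2 fold change of -5.16 (SE 0.10, adjusted p = 3.3e-16, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Over all cells 2609 of 15769 genes changed, 1053 up and 1556 down, with 2370 in progenitors and 1406 in postmitotic cells. This count rests on the spread within mutant pairs, because the line has 1 control. With the controls of all 4 lines taken as a single group instead, 46 genes passed, Nkx2-1, Pmch, Foxb1, Hmx2 and Nup62cl among them. Those controls differ in genotype and labelled strain, so genes that failed against them are not shown to be unchanged. Of 100 genes simulated at a log2 fold change of 1 the test found 63, and of 100 at 2 it found 99. Here too the simulated spread was larger than that of the real fit, so these numbers do not give its power. Cre is not in the gene list of the deposited counts, so Cre-positive cells could not be told apart.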

We next used this same approach to characterize E12.5 *Nkx2-1*^*CreER/CreER*^ knockin mice, which are homozygous for a null allele in the homeodomain transcription factor *Nkx2-1*^57^. *Nkx2-1* is broadly and selectively expressed in ventral hypothalamic progenitors, as well as in progenitors that give rise to telencephalic interneurons^58,59^. Loss of function of *Nkx2-1* leads to a substantial reduction in ventral hypothalamic structures by E18^60^, but a detailed molecular characterization of these mutants has not been conducted.

Analysis of *Nkx2-1*^*CreER/CreER*^ mutants and heterozygous littermate controls revealed changes in cluster densities in the mutant (Fig. 4, Supplementary Figs. 21 and 22). 

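The VMH class went from 3.11% of neural cells in the Nkx2-1 control to 0.522% and 0.638% in the mutants (log2 fold change -2.42, SE 0.22, adjusted p = 2.8e-06 from edgeR's quasi-likelihood test on class counts). The ARC class, already rare, fell from 0.555% to 0.0522% and 0.126%, the MMN from 4.24% to 1.18% and 1.37%, and the PMN from 4.08% to 1.06% and 1.15%. Thalamic progenitors rose from 1.58% to 4.92% and 4.99% (log2 fold change 1.65, SE 0.21), with Gbx2 and Shox2 among the top genes of the class in each library. With all 4 controls as a group this rise did not pass (1.66, adjusted p = 0.085), and of assigned held-out E12 thalamic progenitors only 1.1% were given this class (5.88% with cells thinned to 1000 UMIs), more of them the LH. Pmch fell from 54.8 to 0.0473 and 0.0697 CPM, while the thalamic genes Tbr1 and Shox2 rose by 1.24 (SE 0.14) and 1.17 (SE 0.12). Hemoglobin genes such as Hbb-bs rose (1.27, SE 0.21) and genes of connective tissue such as Col3a1 fell (-3.41, SE 0.18). Against all 4 controls Tbr1 (1.07, adjusted p = 0.57), Hbb-bs (0.92, adjusted p = 0.25) and Col3a1 (-1.86, adjusted p = 0.53) did not pass. With all 4 controls as a group, the VMH, MMN, PMN and prethalamus classes still changed.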

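Nr5a1 fell from 3.05 CPM in the control to 0.734 and 0.767 CPM in the Nkx2-1 mutants, summed over all cells, a log2 fold change of -2.02 (SE 0.24, adjusted p = 1.3e-05, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Hmx2, the PMN gene, fell (-1.46, SE 0.13), and so did Foxb1, the MMN gene (-1.82, SE 0.10). Hmx2 and Foxb1 still passed against the 4 controls as a group, whereas Nr5a1 (-1.94, adjusted p = 0.2) and Pcp4 (-1.34, adjusted p = 0.051) did not. Of 10 ARC and VMH genes 6 fell and none rose (7 fell when adjusted over the list alone), and of 6 PMN genes 4 fell (5 when adjusted over the list alone) and none rose. Against the 4 controls as a group, of these only Nup62cl (-1.83, adjusted p = 0.021) and Hmx2 (-1.57, adjusted p = 0.0099) passed. Of 6 MMN genes Foxb1 and Pcp4 fell and Lhx1os rose (2 down and 2 up when adjusted over the list alone), and Lhx1os had 0.26 (adjusted p = 0.34) against that group. SMN genes fell too: 4 of 9 in all cells (5 when adjusted over the list alone), none rose, and Pitx2 had -0.33 (SE 0.077) and Barhl1 -1.25 (SE 0.10). Of the 4, Barhl1 alone passed against the 4 controls as a group (-1.32, adjusted p = 0.0018), and Pitx2 had -0.45 (adjusted p = 0.23), Irx5 -0.30 (adjusted p = 0.45) and Lmx1b -0.80 (adjusted p = 0.18). In postmitotic cells 8 of the 9 SMN genes fell (8 when adjusted over the list alone). The SMN class held 9.47% of neural cells in the control and 7.18% and 7.03% in the mutants (log2 fold change -0.41, SE 0.13, adjusted p = 0.014 from edgeR's quasi-likelihood test). This fall rests on the scaling, with 0.017 (adjusted p = 0.88) with TMM and 0.0062 (adjusted p = 0.98) by DESeq2.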

We observed a broad loss of markers specific to *Nkx2-1* positive ventral hypothalamic structures such as ARC, VMH, PMN, and MMN, but not the SMN (Fig. 4c, d, Supplementary Figs. 23 and 24, Supplementary Data 8), with both the relative expression levels and the number of cells expressing these markers reduced. 

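The prethalamus class made up 11.3% in the control and 18.1% and 17.5% in the mutants, with a log2 fold change of 0.65 (SE 0.13, adjusted p = 7.3e-04 from edgeR's quasi-likelihood test on class counts). Its genes rose with it over all cells: Meis2 from 126 CPM to 244 and 237 CPM (0.93, SE 0.10), Sp9 by 0.67 (SE 0.11) and Dlx1 by 0.44 (SE 0.088). Of 12 prethalamic genes 10 rose and none fell (11 rose when adjusted over the list alone). With the controls of all 4 lines as a group, Sp8 alone of the 12 passed (0.78, adjusted p = 0.028), while Meis2 had 0.66 (adjusted p = 0.083), Sp9 0.52 (adjusted p = 0.48) and Dlx1 0.17 (adjusted p = 0.64). Against the line's own control, within cells of the class neither Meis2 nor Sp9 passed the test, with Meis2 at 0.057 (SE 0.076) and Sp9 at 0.028 (SE 0.069). The prethalamic genes were among the marker genes that assigned the class. Their levels within it are therefore partly fixed by the assignment, and their rise over all cells is not independent of the share. In hypothalamic NPC, Pax6 rose by 0.83 (SE 0.10) and Meis2 by 0.65 (SE 0.14). The other 3 lines had 11.9%, 11.2% and 10.2% of prethalamic cells in their controls.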

An increase in the fraction of cells expressing prethalamic markers was detected (Fig. 4b, c, Supplementary Fig. 21), and increased Cre expression in the prethalamus was also observed in these mice (Supplementary Fig. 22).

**Fig. 4:**
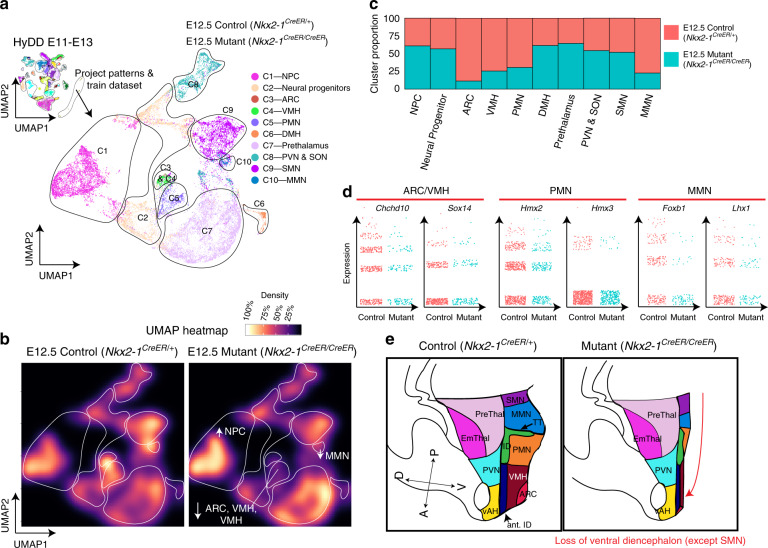
scRNA-seq-based analysis of *Nkx2-1*-deficient developing hypothalamus. **a** UMAP plot showing clusters from combined scRNA-seq dataset of control (*Nkx2-1*^*CreER/+*^) and *Nkx2-1* mutant line (*Nkx2-1*^*CreER/CreER*^), in which clusters were obtained by training the dataset using HyDD markers. **b** UMAP heatmap plot showing distribution of individual clusters between control (left) and *Nkx2-1* mutants (right). **c** Bar graph showing the distribution of individual clusters between control and *Nkx2-1* mutants. **d** Jitter plots of regional marker genes (*Chchd10* and *Sox14*—ARC/VMH, *Hmx2* and *Hmx3*—PMN, *Foxb1* and *Lhx1*—MMN between control and *Nkx2-1* mutants. **e** Schematic showing overall hypothalamic phenotype between control and *Nkx2-1* mutants. Note the absence of ventral diencephalic structures (except the supramammillary nucleus), and the relative expansion of the prethalamus in *Nkx2-1* mutants (right).

In contrast to controls, prethalamic cells in mutant mice expressed *Cre*, implying that ventral hypothalamic cells that normally express *Nkx2.1* may have acquired prethalamic identity (Supplementary Fig. 22). This was also implied with an increase in cells in the prethalamic cluster coupled with a decrease in cells ventral hypothalamus (mediobasal and mammillary excluding SMN), but no substantial overall change in the portion of neural progenitors (Fig. 4b, c). Furthermore, our RNA velocity analysis strongly indicates altered trajectories between mediobasal hypothalamus, mammillary hypothalamus, and prethalamus (Supplementary Fig. 22.) To investigate this further, RNAscope probes against *Sp9*, *Meis2*, and *Cre* were used to visualize the location of these *Cre*-positive prethalamic cells, and substantial co-localization of prethalamic markers and *Cre* expression was observed in the region normally occupied the by the ventral hypothalamus in controls (Supplementary Fig. 22). This implies that *Nkx2-1* not only maintains the identity of ventral hypothalamic progenitors but also actively represses the expression of molecular markers of prethalamic identity. 

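Hypothalamic NPC made up 20.1% in the control and 20.2% and 20.1% in the mutants, and their share did not pass edgeR's test (log2 fold change 0.0006, SE 0.067). This rests on the scaling: with TMM the share rose by 0.43 (adjusted p = 0.0073), and by DESeq2 it had 0.42 (adjusted p = 0.19). With assignment by correlation it rose by 0.10 (adjusted p = 0.041). By a broader measure, neural progenitors of all classes numbered 4102 beside 9948 other neural cells in the control, 3067 beside 6513 in the first mutant and 3210 beside 7134 in the second. The other cells include those without a class, 13.7%, 14.0% and 14.6% of neural cells in these libraries. In progenitors 1 G2/M gene rose and 3 fell of 17 (1 and 4 when adjusted over the list alone). The paper proposes that ventral cells may have taken on prethalamic identity, first because prethalamic cells of the mutants expressed Cre. It adds a larger prethalamus beside a smaller ventral hypothalamus, with progenitors not substantially changed. RNA velocity and Cre beside Sp9 and Meis2 in the ventral region are its further evidence. Of these, only the shares were computed here.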

ISH confirmed that there was an increase in the absolute size of the prethalamus and its proportion in the diencephalon (Supplementary Fig. 23). An increase in the number of cells expressing markers of NPC in the SMN and MMN was also seen, while *Nkx2-1* negative hypothalamic regions such as the PVN/SON are unaffected (Fig. 4d, Supplementary Fig. 24).

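In the progenitors of Nkx2-1 mutants, genes of the SMN went both ways, with Lmx1a (0.81, SE 0.19), Irx5 (1.01, SE 0.14) and Foxa1 (0.78, SE 0.19) up and Barhl1 (-0.49, SE 0.17), Lmx1b (-1.82, SE 0.41) and Pitx2 (-0.44, SE 0.11) down. In all 4 of 9 SMN genes rose and 3 fell (4 and 3 when adjusted over the list alone), and of 6 MMN genes 3 fell and none rose (3 fell and 1 rose when adjusted over the list alone). Genes of both lists were among those that assigned cells to classes. The class of SMN and MMN progenitors could not be compared by name, because none of its own markers was among its top 10 genes in any library of the line. The PVN/SON class held 8.11% in the control and 6.21% and 6.54% in the mutants, a difference that was not beyond the spread between libraries (log2 fold change -0.35, SE 0.19, adjusted p = 0.13 from edgeR's quasi-likelihood test). Of 6 PVN/SON genes, Cartpt rose (0.56, SE 0.14) and Otp fell (-0.27, SE 0.078), with 2 up and 1 down when adjusted over the list alone. Neither passed against the controls of all 4 lines, where Cartpt had 0.72 (adjusted p = 0.44) and Otp -0.46 (adjusted p = 0.45). Sim1, with -0.26 (SE 0.11), did not pass the test.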

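Six3 transcripts fell within the prethalamus class of the Nkx2-1 mutants, from 216 CPM to 158 and 162 CPM, a log2 fold change of -0.43 (SE 0.074). Zfhx3 fell as well, with -0.28 (SE 0.069). Foxp1 was too low to be tested in this class, and over all cells it had -0.27 (SE 0.081). Nkx2-1 itself stood at -2.77 (SE 0.30) within the class, from 14.7 CPM in the control. In all 496 of 10841 genes changed within the prethalamus class, 278 up and 218 down, by edgeR's quasi-likelihood test on the summed cells of the class. Regulon activity, the paper's measure, is scored from target genes and was not computed.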

There was no significant difference in gene expressions between *Cre*+ and *Cre*− pre thalamic cells (Supplementary Fig. 22), but using regulon analysis, mutant prethalamus showed enriched activity for transcription factors that are enriched in the mediobasal hypothalamus, such as *Foxp1*, *Six3*, and *Zfhx3* (Supplementary Fig. 25).

## Discussion

In this study, we use scRNA-seq to develop a molecular atlas of the developing mouse hypothalamus, with a particular focus on stages when hypothalamic patterning and neurogenesis are regulated. This dataset identifies genes that are selectively expressed during the differentiation of major neuronal and nonneuronal hypothalamic cell types, and accurately delineates spatial subdivisions present in the early stages of development of both the hypothalamus and the adjacent prethalamus. It also identifies many previously uncharacterized transcription factors and other genes that are excellent candidates for controlling regional patterning and specification of individual hypothalamic cell types. Combining functional analysis of these genes with the new selective markers of hypothalamic regions and immature hypothalamic cell types identified in this study has the promise to greatly expand our knowledge of hypothalamic development and organization.

The integrated dataset presented here provides three specific features that are critical for studying the formation and function of the hypothalamus. First, it makes it straightforward to unambiguously annotate major cell types at all stages of hypothalamic development. Second, it makes it possible in many cases to infer the developmental histories of hypothalamic cells in both the developing and mature hypothalamus. Third, it allows rapid and accurate phenotyping of mutants that show broad effects on hypothalamic patterning, neurogenesis, and differentiation, with which we were able to validate our findings using traditional histological analysis. Despite the availability of highly specific molecular markers for the major spatial subdivisions of the hypothalamus^15^, the highly complex and temporally dynamic anatomy of this brain region makes analysis of mutant phenotypes slow and complex. Previously, it has taken up to several years of full-time labor to obtaina detailed characterization of individual mutant lines. The HyDD dataset allows these analyses to be conducted far more rapidly, efficiently, and comprehensively.

Our scRNA-seq characterization of *Nkx2-1*-deficient mice identifies an unexpected developmental connection between the hypothalamus and prethalamus, where *Nkx2-1* can potentially act as both a positive regulator of ventral hypothalamic identity while simultaneously repressing prethalamic identity. This result is not predicted by the current prosomeric model for forebrain organization^61,62^, and raises questions about the early development and patterning of these structures. Previous models of hypothalamic development and organization were constructed using very sparse datasets—typically single color ISH of a limited number of genes at a small number of time points. The much richer datasets provided by scRNA-seq, and interpreted usin the HyDD data, offer a far more powerful resource for constructing these models.

## Methods

### Mice

All experimental animal procedures were approved by the Johns Hopkins University Institutional Animal Care and Use Committee. All mice were housed in a climate-controlled facility (14-h dark and 10-h light cycle) with ad libitum access to food and water. Time-mated CD1 or C57BL/6J mice were ordered from Charles River Laboratories to collect mice embryos at E10 (CD1), E11 (CD1), E12 (CD1), E13 (CD1), E14 (CD1), E15 (CD1), E16 (1 CD1 and 1 C56BL/6J), and E18 (CD1). Time-mated CD1 mice were ordered to collect pups at P4, P8, and P14. C57BL/6J mice were used for P45 samples.

*Nkx2-1*^*CreERT2*^ knockin^57^ (JAX #014552), *Foxd1*^*CreGFP*^ knockin^63^ (JAX #012463), *Ctnnb1*^*ex3/ex3* 64^ were used for single-cell phenotyping studies. *Ctnnb1*^*ex3/ex3*^ mice were crossed with *Foxd1*^*CreGFP/+*^ to generate *Foxd1*^*CreGFP/+*^ or *Foxd1*^*CreGFP/+;*^*Ctnnb1*^*ex3/+*^. *Nkx2-1*^*CreERT2*^ was C56BL/6J background, and *Foxd1*^*CreGFP/+*^ knockin, *Ctnnb1*^*ex3/ex3*^ were C57BL/6 and CD1 mixed background. Mice were time-mated during their estrous cycle and vagial plugs were observed to detect successful mating. E12.5 embryos were collected for generating scRNA-seq dataset.

### Dissection and cell dissociation

Embryos or postnatal mice were collected and dissociated using a previously published protocol^65^. Embryos were collected using Hibernate-E media (Thermo Fisher Scientific) with 2% B-27 supplement (Thermo Fisher Scientific) and GlutaMAX supplement (0.5 mM final, Thermo Fisher Scientific). A small incision was made dorsal to the lower jaw to expose the ventral portion of the brain. For samples collected between E10 and E16, tissue residing posterior to the medial ganglionic eminence and anterior to the midbrain and sensory thalamus was dissected to collect both developing prethalamus and hypothalamus. Prethalamus was excluded from samples aged E18 and older, with only hypothalamus collected, as previously described^2^. Exclusion of medial ganglionic eminence (anterior to the hypothalamus) and structures posterior to the supramammillary nucleus ensured that the equivalent diencephalon area (hypothalamus and prethalamus) was always included. Between 8 and 12 embryos of either sex were collected for each embryonic time point and pooled for scRNA-seq dataset.

Postnatal mice were collected using Hibernate-A media with 2% B-27 and GlutaMAX (0.5 mM final), and the region that is posterior to the optic chiasm (Bregma −0.58 mm) and anterior to the hypothalamus–midbrain border (Bregma 2.54 mm) were collected. Eight pups (four male and four female) were collected for P4, P8, and P14 dataset, and three male mice were pooled for P45 dataset. E10, E12, and E15; E11 and E13; E14, E16, and P45; E18, P4, and P14 were each generated on the same day. Consecutive developmental ages were not collected and processed on the same day and this ensured that trajectories identified using tSNE and UMAP are not determined by batch-effect but by developmental stages.

For single-cell phenotyping studies, E12.5 time-mated embryos were collected and placed in a buffer mentioned above on ice. Tail-tips were collected and rapidly genotyped using GeneAmp Fast PCR master mix (Thermo Fisher Scientific). Both control and mutant groups were collected on the same day, and E12.5 embryos were pooled from three different dams. Between six and eight embryos were collected to generate individual scRNA-seq libraries.

Following dissection, tissues were dissociated in papain (Worthington Biochemical) as previously described in calcium-free Hibernate media^65^. Tissue debris were removed using OptiPrep density gradient media (Sigma-Aldrich) in postnatal mice following cell dissociation. Numbers of viable cells were counted manually via haemocytometer with Trypan Blue staining and cross-checked with an automated cell counter, and cell concentration was adjusted following the manufacturer’s protocol of 10× Genomics.

### ScRNA-seq library generation and data processing

Suspended cells were loaded into 10× Genomics Chromium Single Cell System (10× Genomics), and libraries were generated using v1 (1 library) and v2 chemistry with manufacturer’s instructions. Libraries were sequenced on Illumina MiSeq (1 library) and NextSeq500 high-output (400 million reads). Sequencing data were first pre-processed through the Cell Ranger pipeline (10× Genomics, Cellranger count v2.0.2) with default parameters (expect-cells set to number of cells added to 10× system), aligned to mm10 genome (refdata-cellranger-mm10-1.2.0), and matrix files were used for subsequent bioinformatic analysis.

### Data analysis

For analysis of the entire hypothalamic dataset, Seurat v3.10^66,67^ and Scanpy v1.51^68^ were used to process matrix files to keep all cells with at least 200 detected genes and 500 UMI. Datasets were normalised using Seurat “scTransform” function, and Harmony v1.0^69^ was used when treating individual scRNA-seq (orig.ident) as a variance group, to reduce inter-batch effect and adjust for individual variation.

For the entire hypothalamic dataset, the top 2000 highly variable genes were used for principal component analysis (PCA), and top 50 PCA variables were used for either UMAP, to preserve global distances to better visualise changes across developmental stages^70^.

Individual ages were initially clustered using the Louvain clustering algorithm provided in Scanpy with default parameters. Individual developmental ages were highlighted in the UMAP dataset, and individual cell types (or hypothalamic regions) were projected into UMAP to determine segregation of cell types (or regional markers) in the dataset regardless of developmental ages (https://proteinpaint.stjude.org/F/mm10/example.scrna.html).

For neuronal clusters, clustering was conducted until no child clusters showed any differential gene expression in neuropeptide/neurotransmitter/positional code (transcription factor) expression. The spatial location of each neuronal cluster was identified based on transcription factor positional codes identified from HyDD analysis in combination with Allen Brain in situ atlas data analyzed using co-coframer^22^.

To identify region-specific differences between mature oligodendrocytes or astrocytes of the hypothalamus and other brain regions, previously published cortical scRNA-seq^36,71^ were used to identify differential gene expression, using age as the variance with default parameters (first-pass gene lists)^37^. Published hypothalamic datasets^11,14,36,72^ were then used to compare to these cortical scRNA-seq datasets using the identified genes (second-pass gene lists). Identified differential genes were then validated by matching the Allen Brain in situ atlas data using co-coframer^11^ to validate spatial expression of these differential genes, as some observed differences could reflect batch effects resulting from scRNA-seq library preparations from different laboratories (third-pass gene lists).

To identify the developmental origins of ependymal cells and subtypes of tanycytes, transcription factors that are highly expressed near the midpoint of the pseudotime branch—where cells are not full mature tanycytes but no longer gliogenic progenitors—were extracted and clustered to scRNA-seq data obtained from adult tanycytes^14,73^ using Garnett v0.2.9^74^.

For analysis of hypothalamic patterning and generation of the developmental database HyDD (Hypothalamus Developmental Database), the E11–E13 datasets were used to perform a detailed analysis of hypothalamic patterning^2^, and processed as described above using the top 2000 highly variable genes with top 30 PCA variables. Initial clustering was conducted using the Louvain clustering algorithm in Scanpy with 0.6 resolution^75^, and individual clusters (initially divided based on rough anatomical locations and by cell cycle status) were further subdivided to capture all the main subdivisions of the developing hypothalamus, prethalamus, and adjacent structures. The initial clustering results were then cross-referenced to patterns from scCoGAPS, which were superior in capturing changes in gene expression over time, and selective markers of small sub-regions of the developing hypothalamus and prethalamus. A dendrogram showing hierarchical regulation of hypothalamus development was generated based on RNA velocity trajectories and positional codes to divide into four regions (mediobasal hypothalamus, prethalamus, anterior hypothalamus, and mammillary hypothalamus), and a distance matrix used in PCA space for the branch specification.

Cross-referencing between these two pipelines allowed us to identify all the sub-regions of the developing hypothalamus, prethalamus, and adjacent structures. Following subdivisions, enriched genes (top 50 highly enriched genes in an individual cluster) in the individual cluster were extracted and cross-referenced back to our previous work^2^, ISH validation, Allen Brain in situ atlas^21,22^ and GenePaint to further validate our cluster assignments^21,22^, as well as identifying pattern-specific markers. The final main clusters were subsetted and reclustered to identify additional subdivisions within the major hypothalamic and prethalamic regions. This was repeated until the child clusters could not generate any further clusters that had differential expression of transcription factors or no visible spatial distinction between markers under the Allen Brain in situ atlas.

To identify developmental hypothalamic clusters expressing neuropeptide markers, a list of neuropeptides from ref. ^17^ was used to identify neuropeptides that are expressed in a neuronal subtype-specific manner, and that show an increased expression (or an increase in percentage of cells expressing) among clusters between E11 and E13.

For clustering previously published datasets^76^, data were processed as previously described in the original paper. The HyDD dataset was used as the reference point to train the dataset using Garnett, using the top ten most selective markers identified from individual HyDD clusters, and identified clusters that were aligned to our dataset. For unannotated or poorly annotated clusters (which comprised less than 5% of all individual cells trained by our dataset), markers were identified and checked using the Allen Brain in situ atlas. These clusters were located outside of developing hypothalamus, in the habenula and pituitary, further validating the accuracy of the molecular markers identified in this study. An alluvial plot was then generated based on the percentage of clusters that were trained using our HyDD dataset. The opposite approach was taken to cross-validate HyDD annotation and to identify NPC that express high levels of gliogenic gene sets.

To identify VMH cells across the entire course of hypothalamic development using the molecular stepping stone approach, gene sets identified as labeling the VMH from the E11 to E13 datasets used to generate HyDD (markers that are significantly expressed in the VMH but not in ARC, Supplementary Data 4), were used to train the next developmental age (E14) and identify VMH from E14 scRNA-seq dataset using Garnett^74^. Following the identification of the VMH, scCoGAPS was used to identify a VMH-specific gene expression pattern (i.e., the set of expressed genes that can selectively demarcate the VMH), and identified new and overlapping gene sets of VMH cells. These gene sets were then used to train the next developmental age (E15), and this process was repeated to the oldest age (P45) in our scRNA-seq dataset. Genes that could identify the VMH across at least three developmental ages, or at least two developmental ages if the gene in question could also selectively specific cell clusters in the adult VMH, were selected as the final VMH gene sets (Supplementary Fig. 16). This process was necessary to identify cells comprising specific hypothalamic nuclei, since at older ages, genes that are highly informative at providing information about spatial localization within the hypothalamus are often no longer highly expressed. This molecular stepping stone approach was validated by identification of glutamatergic VMH neurons using the public droplet-based scRNA-seq dataset^14,73^. Spatial information of the identified clusters were validated by comparison to the Allen *Brain* in situ atlas data using co-coframer^22^, as well as by matching to the published SMART-seq data obtained from the adult VMH^55^.

To identify the developmental origins of GABAergic neurons surrounding the core VMH (VMH-out), clusters obtained from public SMART-seq data capturing only VMH^55^, were generated to match the previously published clusters. VMH-out GABAergic cells were then trained using HyDD region-specific markers, as expression of many region-specific markers persisted into the adult stage (although usually at low levels), and could readily be detected by SMART-seq.

To identify the developmental origin of major cell clusters in the VMH, key gene sets from the anterior and posterior VMH were extracted from HyDD (Supplementary Fig. 13, Supplementary Data 6). These gene sets of the anterior and posterior VMH were validated in both our dataset at later developmental ages and in a published dataset using the molecular stepping stone approach^53^. Additional histological validation was conducted using RNAscope (described below) and using the Allen Bran in situ atlas, anterior and posterior VMH gene sets were used to train VMH clusters. Some clusters clearly labeled either anterior or posterior domains of the embryonic VMH, and were also restricted to the corresponding region of the adult VMH^55^, validating this approach.

For mutant phenotyping, both control and mutants of individual lines were first merged together using the above method. Given the complex phenotypes of these mutants, we used sets of region-specific markers obtained from HyDD, we trained each individual dataset using Garnett^74^, which allowed us to faithfully cluster the mutant dataset, since the majority of pattern-specific markers were expressed in both genotypes, although often at different cellular expression levels. This approach allowed us to identify clusters that did not match annotated regions in HyDD, indicating the presence of mutant-specific clusters. Gene expression differences between control and mutants were compared between each identified region of the developing hypothalamus and prethalamus. For unidentified regions in mutant samples, gene expression was compared to all control regions. The percentage of regions occupied by cells of either genotype was compared as well. Both changes in pattern-specific markers and percentage of clusters occupied by each genotype reflect biological differences, but not changes in gene expression that resulted from variation in conditions occurred during dissection and library preparation. Top differential pattern-specific markers (mostly transcription factors) in regions that were differentially occupied between control and mutants were then selected for histological validation. *xy* coordinates from tSNE were used to estimate density (contour heatmap) of individual clusters between control and mutant groups.

Differential gene tests on the scRNA-seq datasets were initially performed using Seurat v3.1.0 FindAllMarkers using MAST with default parameters on all expressed genes by using individual dataset (age or genotype) as a variance, and cross-referenced to Monocle2 VGAM likelihood ratio tests using age or genotype as the full model were then used in differential expression tests with default parameters.

### scCoGAPS analysis

scCoGAPS (v.3.7.0), a Bayesian nonnegative matrix factorization algorithm, was used to identify “patterns”, or sets of co-expressed genes and their cellular expression levels, their weights in either the E11–E13 dataset or the individual/combined E10–P45 dataset, in order to identify cells that represent gliogenic progenitors or immature glia, or to identify VMH at individual developmental ages, using previously described parameters^77^.

All genes were used to identify patterns for E11–E13 dataset, scCoGAPS patterns were projected into our tSNE plot and interpreted by using our prior knowledge of gene expression patterns in the developing hypothalamus. For the molecular stepping stone approach used to trace the developmental history of VMH neurons, or for identifying gliogenic progenitor populations. 200 HyDD cell or region-specific markers were used to annotate patterns, with the ‘patternMarkers’ function in order to identify robust pattern markers across developmental stages.

### E12 spatial mapping

*xy* coordinates of E12 were drawn based on our previous work to capture all postmitotic regions of the developing hypothalamus and prethalamus, average values of individual clusters were assigned to each *xy* coordinate, and 2D spatial representation was produced using the Python-based SpatialDE package v1.1.3^78,79^.

### Cell cycle analysis

Cell cycle data for NPCs from *Foxd1*^*Cre/+*^;*Ctnnb1*^*Ex3/+*^ mice overexpressing constitutively active *Ctnnb1* in hypothalamus and prethalamus, as well as age-matched controls, were analyzed using scran v3.11^76^. Additional cell cycle analysis was conducted by staining dissociated E12.5 control and mutant developing diencephalon with propidium iodide and analysed DNA content using LSR II (BD) and FlowJo v10.6.1.

### RNA velocity

RNA velocity38 was utilized to understand the dynamic state of the entire state of hypothalamic development, gliogenesis (oligodendrocytes, astrocytes, and ependymal and tanycyte development), during when complex patterning occurs across multiple hypothalamic regions, and to identify potential differences in developmental trajectories between control and mutant samples. Kallisto and bustools^80,81^ python wrapper kb-python was used to obtain spliced and unspliced transcripts using -lamanno with GRCm38 mouse genome. Scanpy^68^ and scVelo v0.2.1^82^ was used to process the Kallisto output with default parameters, based on UMAP coordinates obtained from Seurat.

### Pseudotime analysis

Monocle3 v0.2.0^37^ was used to perform pseudotime analysis to identify differences in gene expression in differentiating oligodendrocytes, astrocytes, and tanycytes and ependymal cells, where the principal and trajectory nodes were identified based on trajectories from RNA velocity analysis, and genes were used for pseudotime plotting was identified based on high-variance genes on the order of cells in pseudotime with *q* value less than 0.001.

### Regulons

To identify regulons controlling gene expression in different hypothalamic regions during hypothalamus patterning, SCENIC^46^ using python implemented pySCENIC v0.10.2 Gene regulatory networks (uising -masks_dropouts), regulons and network activity of regulons were calculated using default parameters with mm10 feather files on E11–E13 scRNA-seq dataset using raw count matrix. Regulon specificity scores were ranked following the SCENIC pipeline and top regulons with *z*-score higher than two were identified as the cluster/cell-type regulon.

### In situ hybridization (ISH)

Chromogenic ISH was performed as previously described^2^, except E12.5 or E13.5 embryos were fixed with 4% paraformaldehyde, sectioned at 25 µm with either coronal or sagittal plane and treated with proteinase K for 5 min at room temperature. *Cartpt* (BC056431), *Zic1* (AI848240), *Zic3* (BF465672), *Arx* (BE944865), Dlx5 (AW046057), *Sox14* (BU517725), *Foxb1* (BC111908), *Hmx2* (BC023402), and *Foxa1* (BC096524) were used.

Single-molecule fluorescence ISH was performed using RNAScope with probes targeting *Meis2*, *Sp8*, *Sp9*, *Pitx2*, *Nhlh2*, *Tcf7l2*, *Foxp2*, *Snca*, and *Cre* on E12.5 or E13.5 wild-type or *Nkx2-1*^*CreERT2/CreERT2*^ embryos; and *Nhlh2*, *Foxp2, Snca* on E13.5, E16.5, E18.5, and P4 wild-type mice following the manufacturer’s protocol.

### Immunostaining

Fixed embryos were processed for immunostaining with Pax6-antibody (1:200, AB2237, EMN Millipore). Sections were mounted with Vectamount (Vectorlabs) and imaged under Keyence BZ-X800 fluorescence microscope and Zeiss LSM 700 microscope.

### Statistics and reproducibility

All staining was performed in triplicates, with tissues from at least two different litters.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

Supplementary Data 4

Supplementary Data 5

Supplementary Data 6

Supplementary Data 7

Supplementary Data 8

Supplementary Data 9

Reporting Summary

## Data Availability

Data supporting the findings of this work are available within the paper and its Supplementary Information files. All scRNA-seq data are available on GEO, GSE132355. Data can be viewed at https://proteinpaint.stjude.org/F/mm10/example.scrna.html.

# Supplementary material for: The cellular and molecular landscape of hypothalamic patterning and differentiation from embryonic to late postnatal development
**Source:** Nat Commun. 2020 Aug 31;11:4360. doi: 10.1038/s41467-020-18231-z
**Supplement:** Supplementary file 1 — Supplementary Information

Supplementary information

The cellular and molecular landscape of hypothalamic patterning and differentiation from embryonic to late postnatal development.

Dong Won Kim, Parris Whitney Washington, Zoe Qianyi Wang, Sonia Hao Lin, Changyu Sun, Basma Taleb Ismail, Hong Wang, Lizhi Jiang, and Seth Blackshaw.

Supplementary Figures:

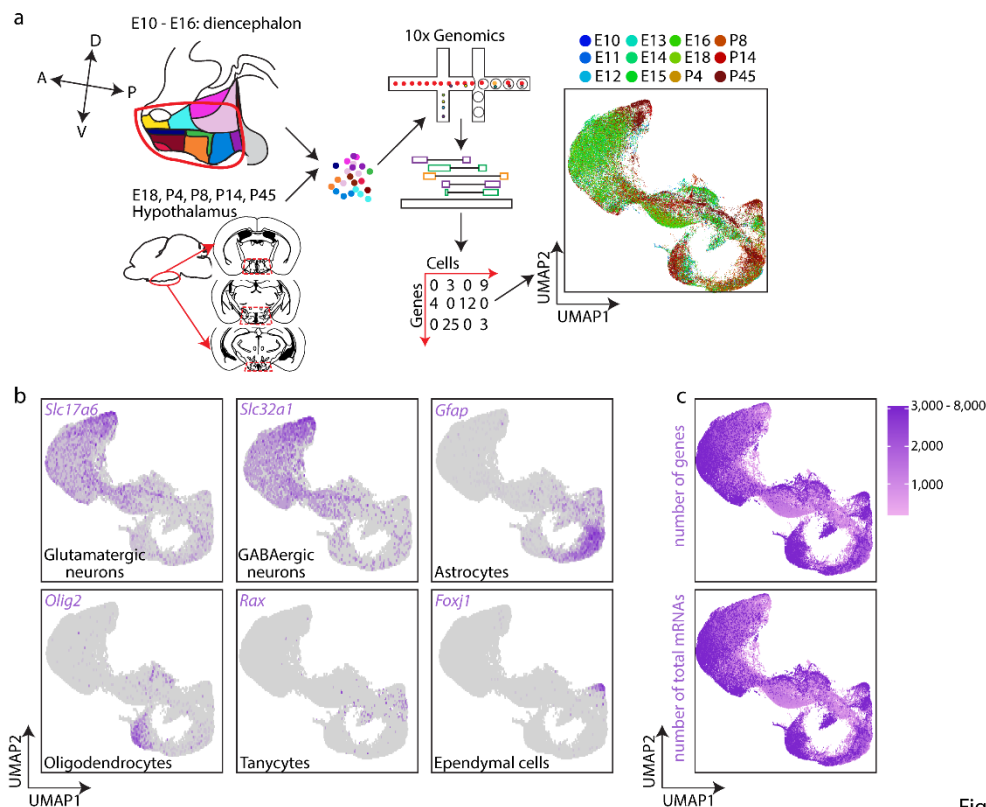

Fig S1. Kim, et al.

Supplementary Figure 1. Overview of a generation of the hypothalamus scRNA-Seq dataset. (a) Schematic diagram showing overall experimental strategy. 12 time points of developing diencephalon including the prethalamus and hypothalamus (between E10 and E16), and hypothalamus (between E18 and P45) were profiled using the 10x Genomics Chromium system. Distribution of individual ages (blue = younger time point, red = older time point) is shown in the UMAP plot. (b) UMAP plot showing the distribution of major cell types (purple) of the dataset. (c) UMAP plot showing the distribution of cells highlighted with a number of genes (top) or a number of cells (bottom).

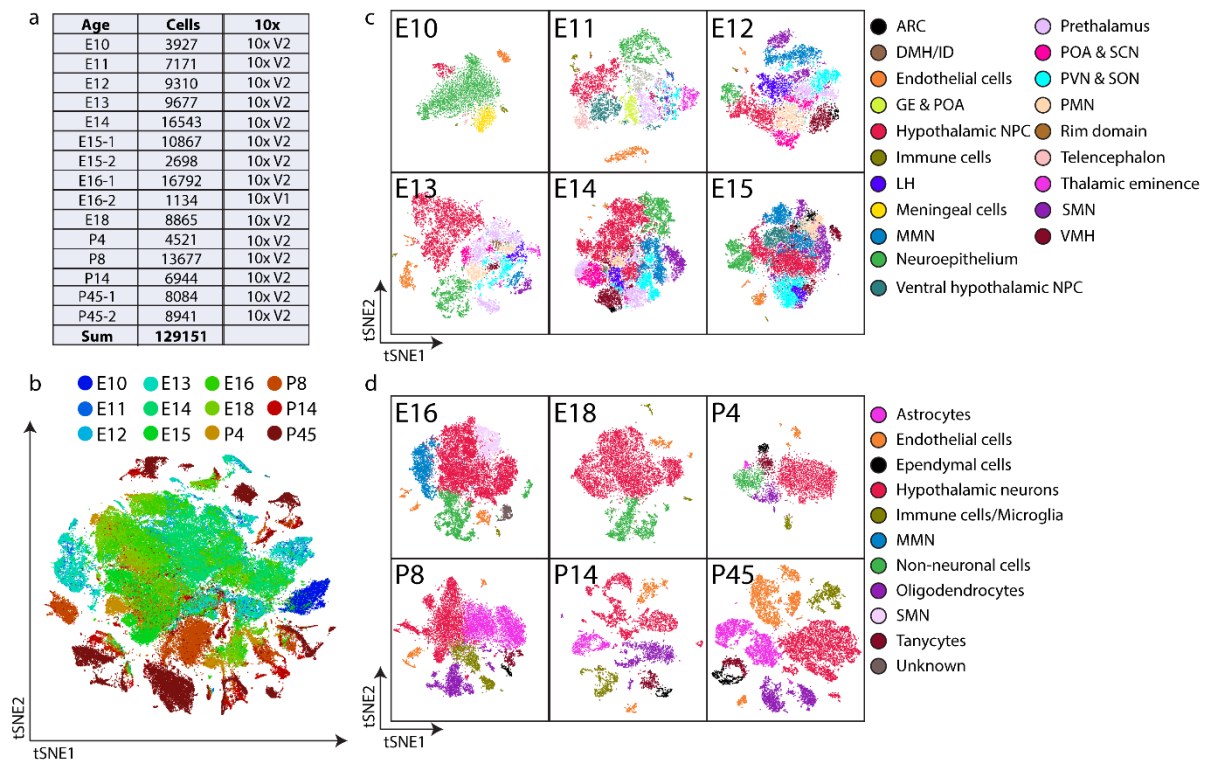

Fig S2. Kim, et al.

Supplementary Figure 2. Overview of analysis of individual time points collected for scRNA-Seq analysis. (a) Table showing the number of cells collected for scRNA-Seq dataset. (b) tSNE showing the distribution of individual ages. (c) tSNE showing the distribution of individual prethalamic and hypothalamic regions between E10 and E15. (d) tSNE showing the distribution of individual major cell types of the hypothalamus between E16 and P45.

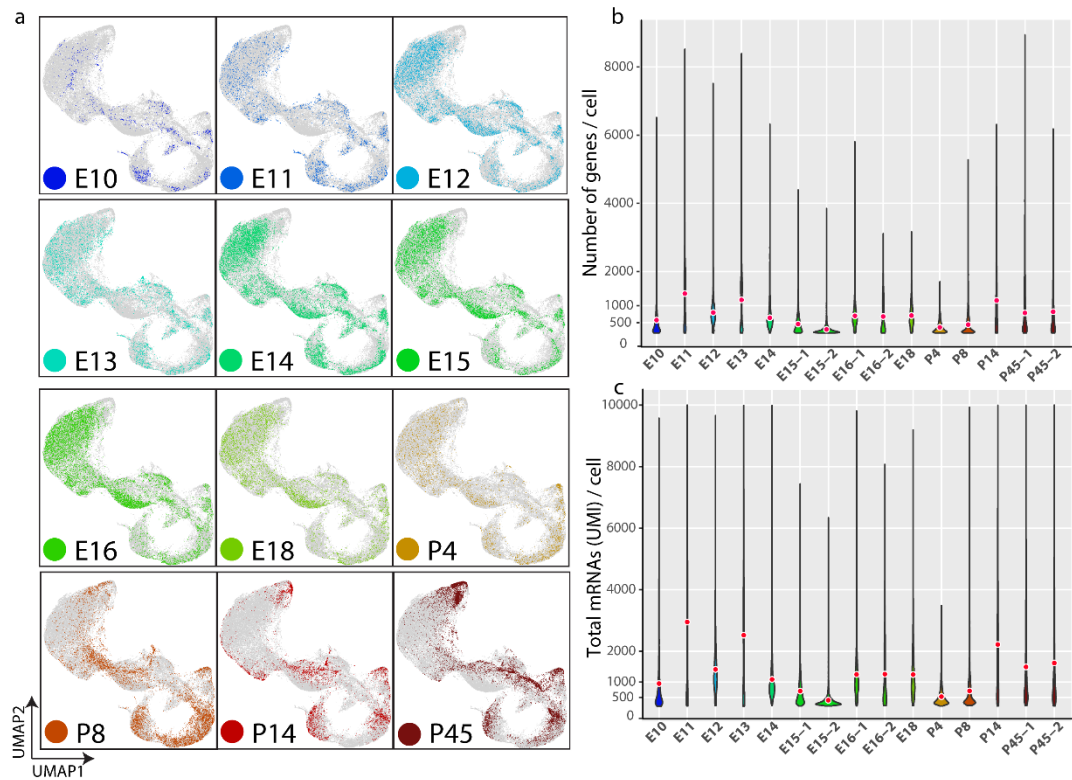

Fig S3. Kim, et al.

Supplementary Figure 3. Overview of individual time points collected for scRNA-Seq analysis. (a) UMAP plot showing the distribution of individual ages collected for scRNA-Seq. Note that the UMAP plot shows developmental trajectories. (b) Violin plot showing the distribution of mean (black dot) and of a number of genes in individual scRNA-Seq libraries. (c) Violin plot showing the distribution of mean (black dot) and a number of total mRNAs (UMI) in individual scRNA-Seq libraries.

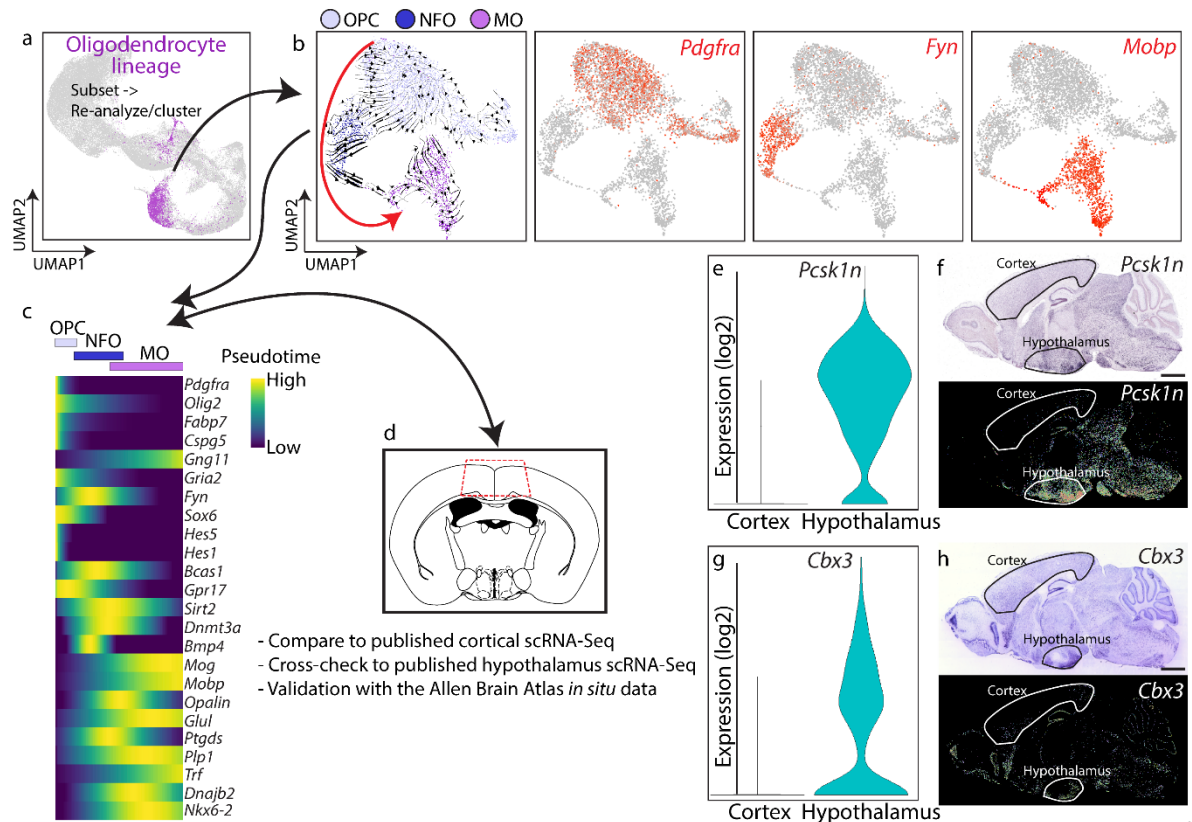

Fig S4. Kim, et al.

Supplementary Figure 4. Dynamics of gene expression across hypothalamus oligodendrocyte development. (a) UMAP plot showing the distribution of oligodendrocyte-lineage cells of the hypothalamus. (b) Re-clustering of hypothalamic oligodendrocyte-lineage cells showed a clear distinction of oligodendrocyte-precursor cells (OPC), newly formed oligodendrocytes (NFO) and mature oligodendrocytes (MO); with clusters being highlighted by *Pdgfra* (OPC), *Fyn* (NFO), and *Mobp* (MO) expression, and trajectories from RNA velocity analysis. (c) Pseudotime heatmap showing the dynamics of gene expression across oligodendrocyte development. (d) Hypothalamus MO cluster was compared to the MO populations identified from previously published cortical scRNA-Seq and adult hypothalamus, dataset, and cross-checked against the Allen Brain Atlas (ABA) *in situ* atlas. (e) Violin plot showing *Pcsk1n* gene expression between the cortex and hypothalamus. (f) ABA *in situ* data showing *Pcsk1n* mRNA in DIG reaction (top) and colorimetric expression (bottom). (g) Violin plot showing *Cbx3* gene expression between the cortex and hypothalamus. (h) ABA *in situ* data showing raw (top) and normalized (bottom) *Cbx3* mRNA distribution. Scale bar = 1.5 mm.

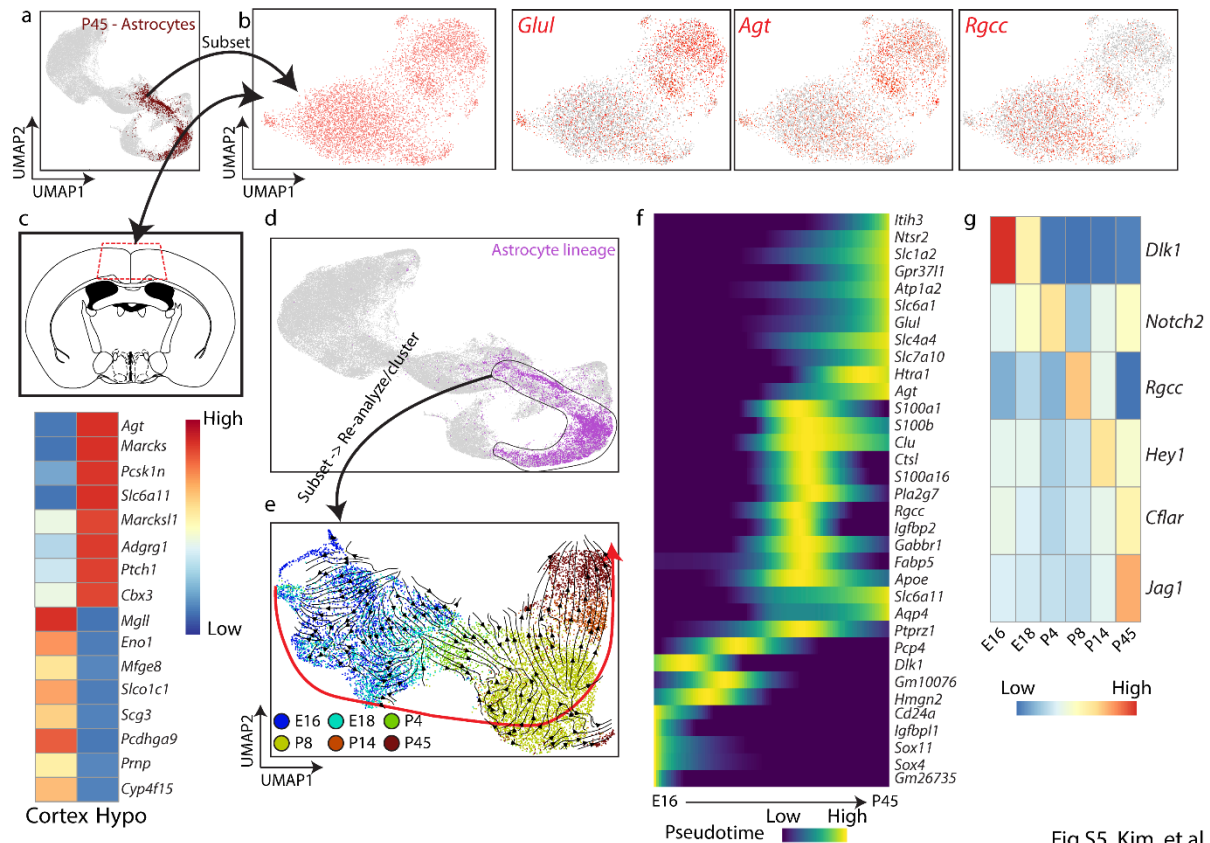

Fig S5. Kim, et al.

Supplementary Figure 5. Dynamics of gene expression across hypothalamus astrocyte development. (a) UMAP plot showing mature astrocytes at P45. (b) Astrocyte population was reclustered, and two distinct clusters were identified with varying expression levels of *Glul* and *Agt*, labeling more mature astrocyte clusters, and clusters with high *Rgcc* expression. (c) Hypothalamic astrocytes were compared to cortical astrocytes (top), with heatmap showing genes that are differentially expressed between these regions, a subset of which have been previously identified¹. (d-e) The astrocyte differentiation trajectory identified in the scCoGAPS pattern highlighted by the black line was subsetted and shown in (e) with RNA velocity analysis. (f) Pseudotime heatmap showing dynamics of gene expression across hypothalamus astrocyte development. (g) Heatmap showing dynamics of Notch-related signaling genes across hypothalamus astrocyte development.

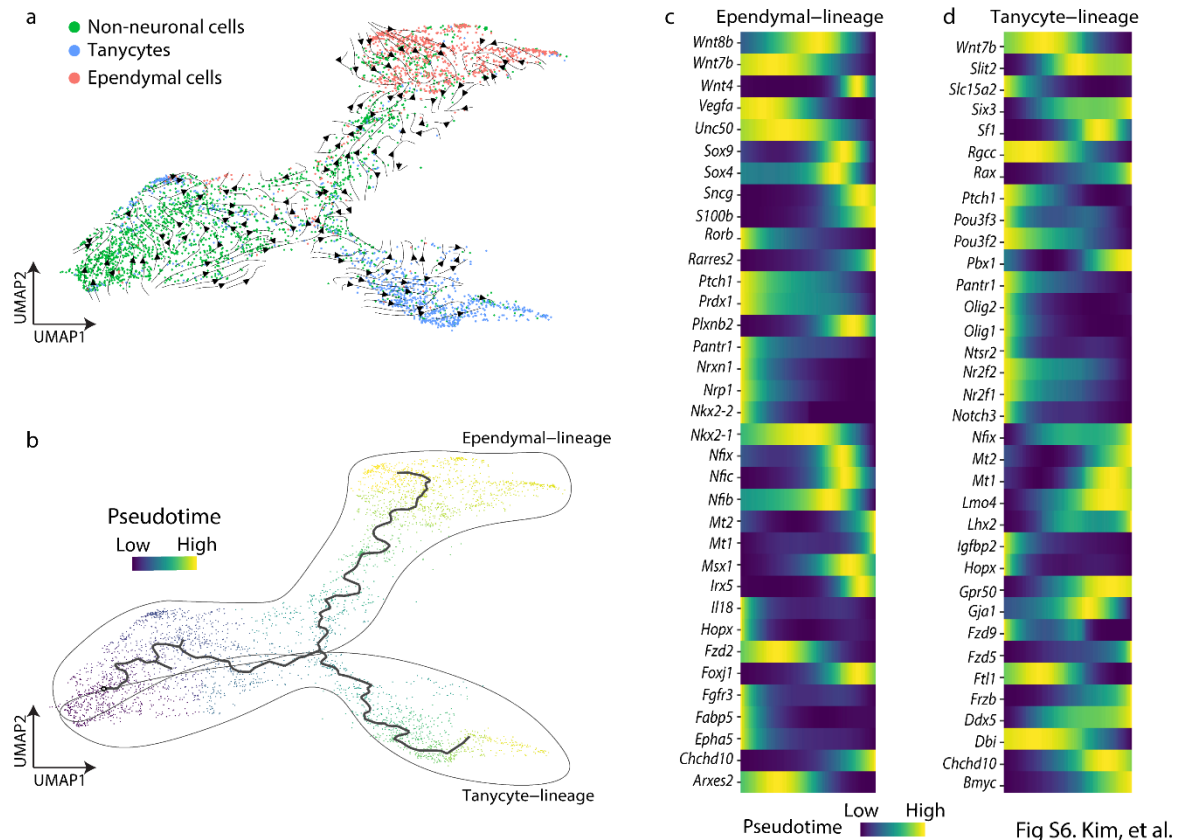

Supplementary Figure 6. Pseudotime analysis of ependymal cells and tanycytes. (a) UMAP plot with RNA velocity analysis showing trajectories of non-neuronal cells into ependymal cells or tanycytes. (b) UMAP plot with pseudotime analysis shows clear developmental trajectories of ependymal and tanycyte development. (c) Pseudotime heatmap showing gene expression changes during ependymal cell development. (d) Pseudotime heatmap showing gene expression changes during tanycyte development.

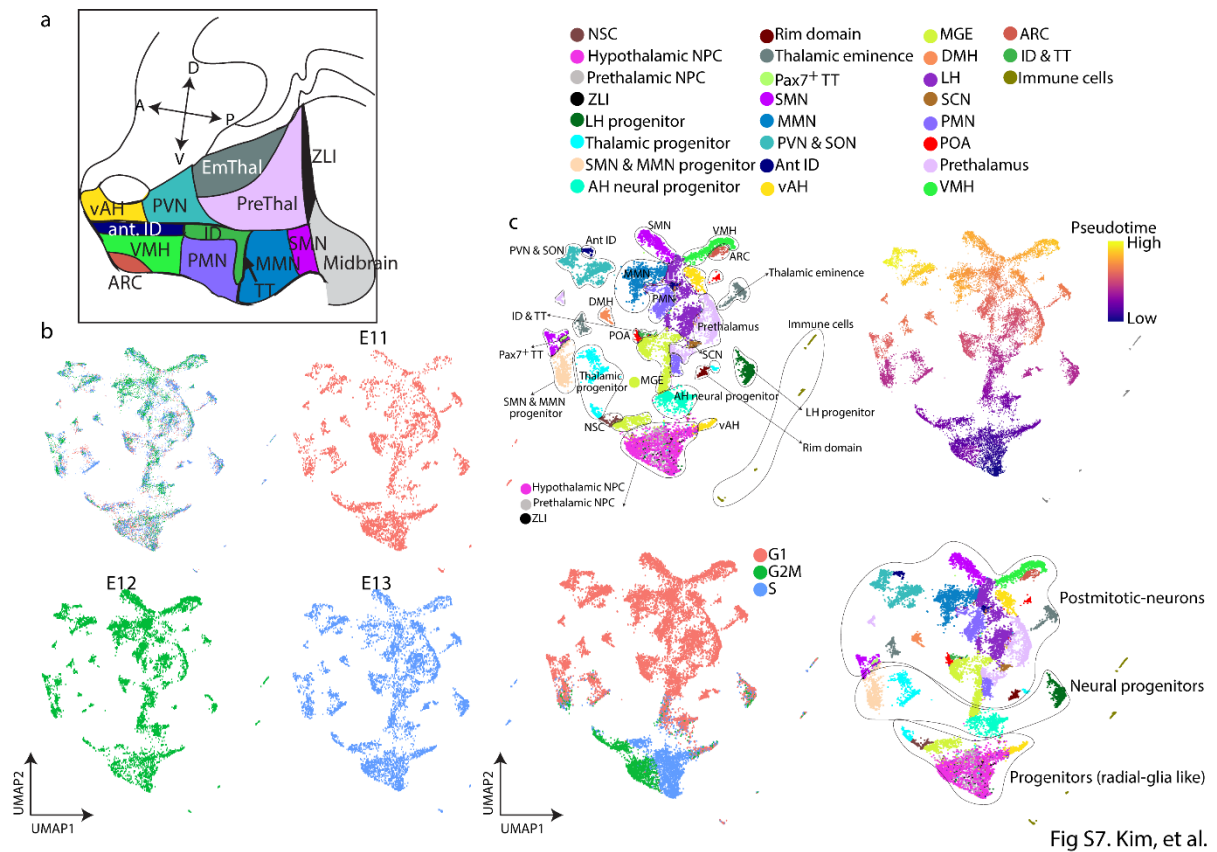

Supplementary Figure 7. Spatial divisions of the developing diencephalon. (a) Schematic sagittal plane of embryonic brain highlighting the developing diencephalon - prethalamus and hypothalamus. (b) UMAP plot highlighting cells of E11, E12, and E13. (c) UMAP plot showing the entire clusters collected at E11, E12, and E13 (top left), monocle Pseudotime plot (top right), cell cycle plot (bottom left), highlighting neural precursor cells/radial glial-like cells, neural progenitors and postmitotic neurons (bottom right).

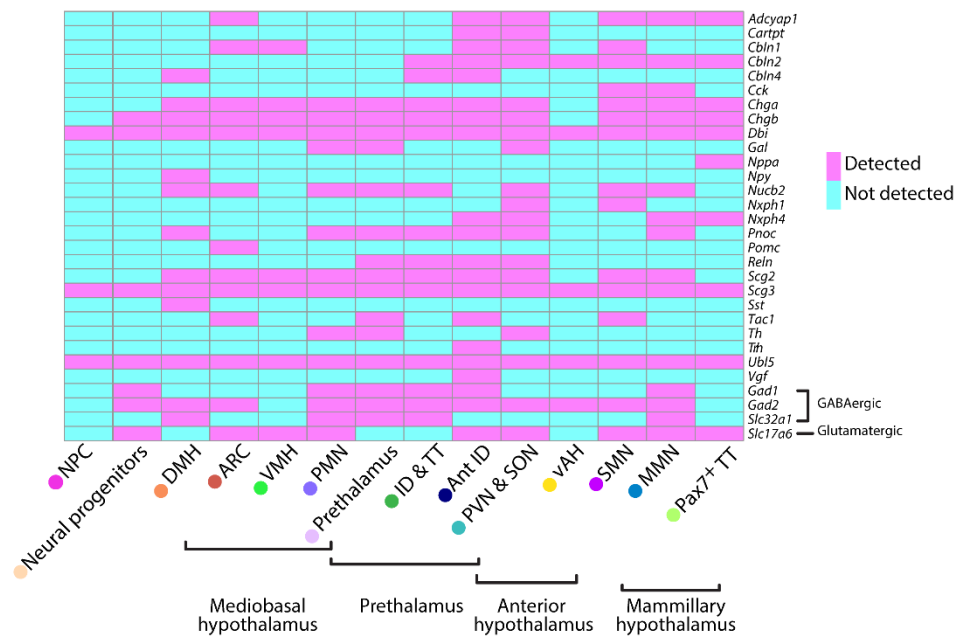

Fig S8. Kim, et al.

Supplementary Figure 8. Heatmap showing neuropeptide/neurotransmitter expression. Neuropeptide and/or neurotransmitter expression in E11-E13 1) mediobasal hypothalamus (ARC, VMH, PMN, DMH), 2) prethalamus (prethalamus, ID/TT, part of anterior ID), 3) anterior hypothalamus (part of ant ID, PVH/SON, vAH), 4) mammillary hypothalamus (SMN, MMN), are shown.

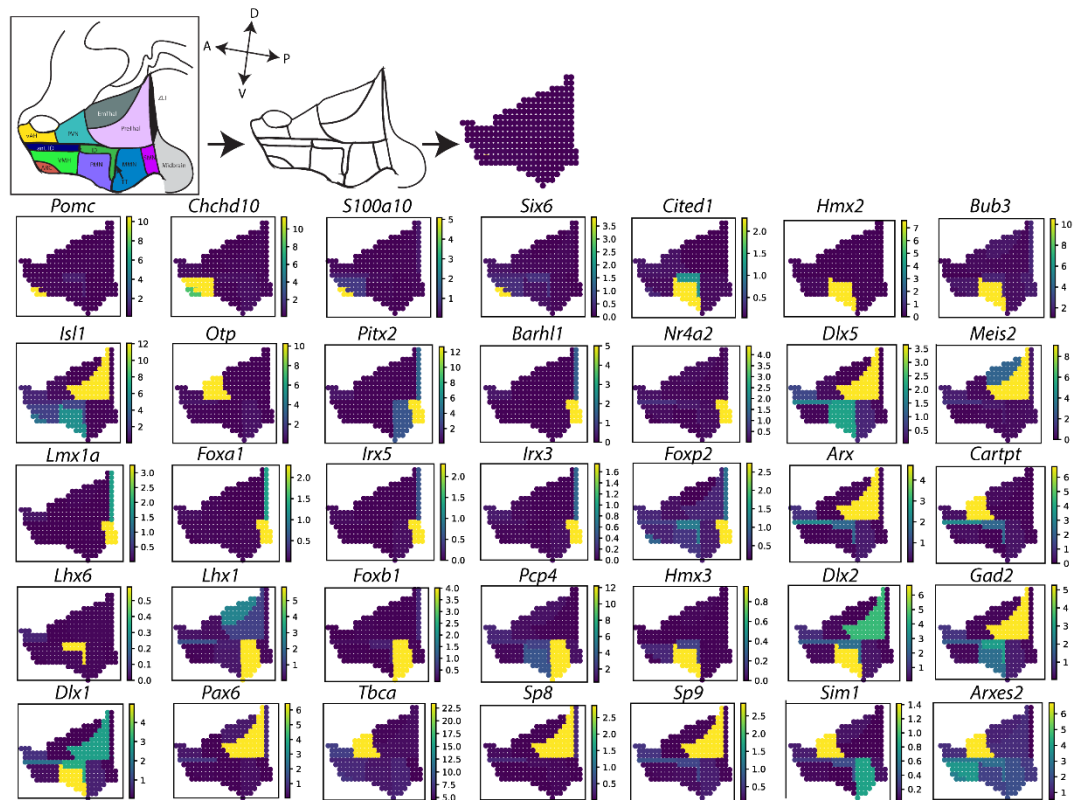

Fig S9. Kim, et al.

Supplementary Figure 9. 2D sagittal atlas of the developing diencephalon. Sagittal atlas of the developing hypothalamus and prethalamus, and projection of pattern-specific genes demarcating individual diencephalic regions.

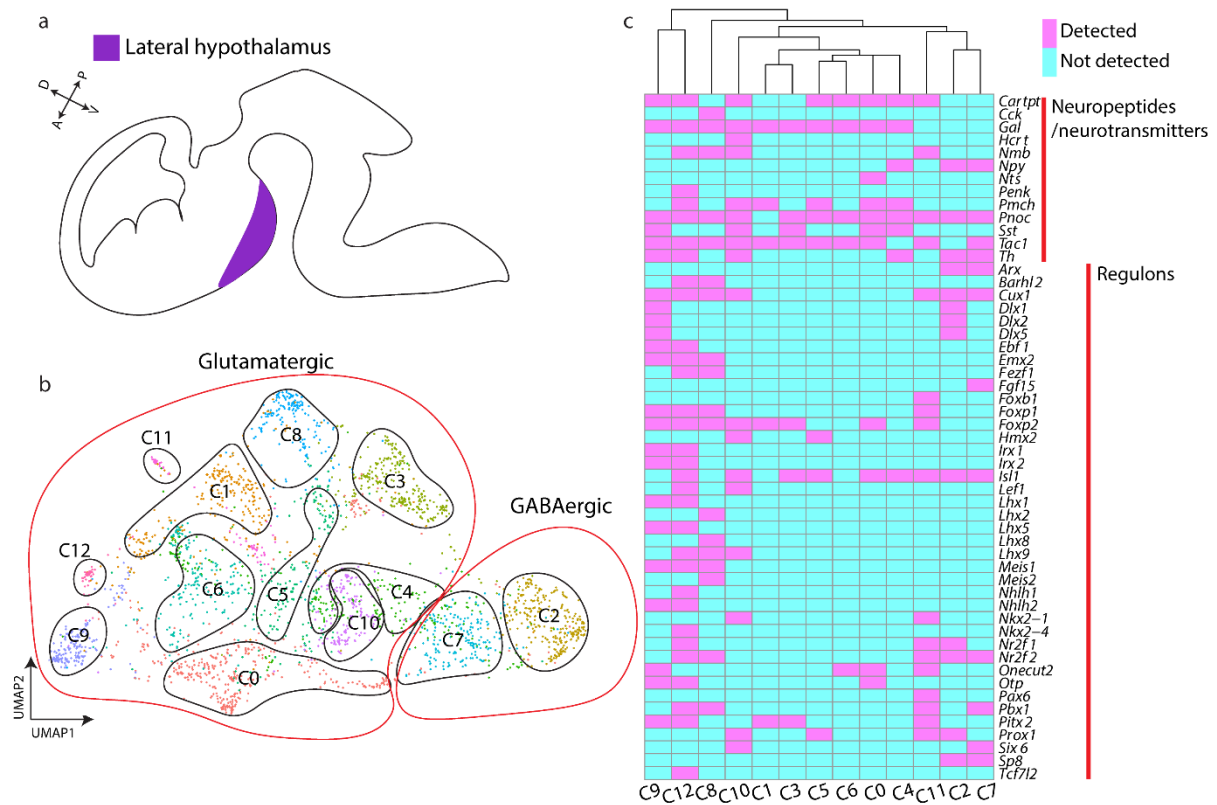

Fig S10. Kim, et al.

Supplementary Figure 10. Detailed analysis of LH during embryonic development

(a) Schematic of mouse embryonic sagittal section highlighting the LH. (b) UMAP plot showing multiple sub-clusters of LH, comprised of either GABAergic or Glutamatergic neurons. (c) Heatmap showing neuropeptide/neurotransmitter expression detected between E11-E13 LH, as well as regulons that are key candidates of LH regulation.

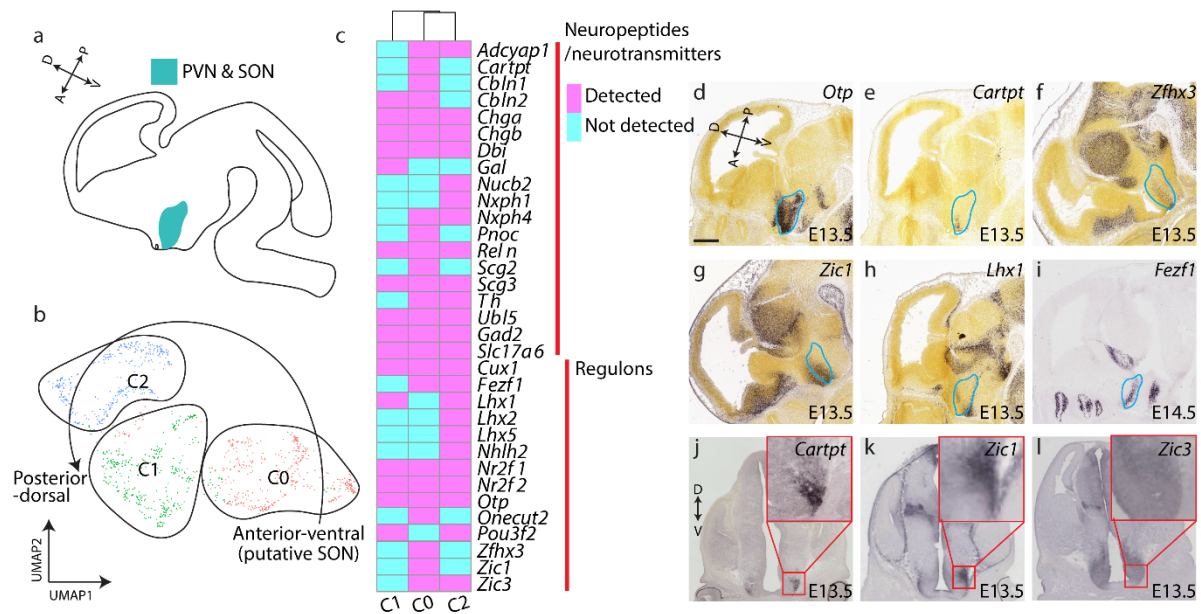

Fig S11. Kim, et al.

Supplementary Figure 11. Detailed analysis of PVN and SON during embryonic development. (a) Schematic of mouse embryonic sagittal section highlighting the PVN and SON region. (b) UMAP plot showing 3 sub-clusters of the PVN/SON. Cluster 0, located most anteriorly is putative SON. (c) Heatmap showing neuropeptide/neurotransmitter expression detected between E11-E13 PVN/SON, as well as regulons that are key candidates of PVN/SON regulation. (d-l) *In situ* hybridization from ABA (d-h), GenePaint (i) and our own data showing *Otp* (d), *Cartpt* (e), *Zfhx3* (f), *Zic1* (g), *Lhx1* (h), *Fezf1* (i), *Cartpt* – coronal plane (j), *Zic1* – coronal plane (k), *Zic3* – coronal plane (l). Scale bar = 0.4 mm.

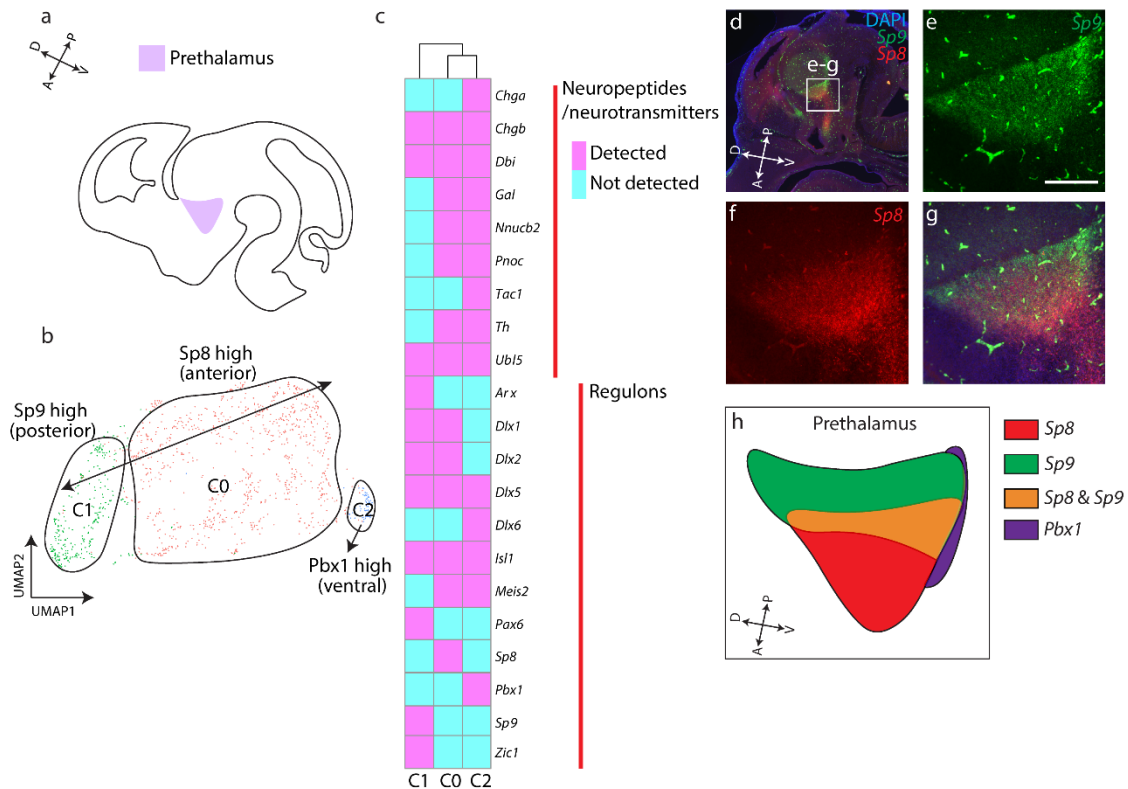

Fig S12. Kim, et al.

Supplementary Figure 12. Detailed analysis of prethalamus during embryonic development. (a) Schematic of mouse embryonic sagittal section highlighting the prethalamic region. (b) UMAP plot showing 3 sub-regions of the prethalamus - anterior, posterior and ventral. (c) Heatmap showing neuropeptide/neurotransmitter expression detected between E11-E13 prethalamus, as well as regulons that are key candidates of prethalamus regulation. (d-g) RNAscope shows *Sp9*-positive (e) and *Sp8*-positive (f) regions of the prethalamus. (h) Schematic of sub-regions of the developing prethalamus. Scale bar = 0.2 mm.

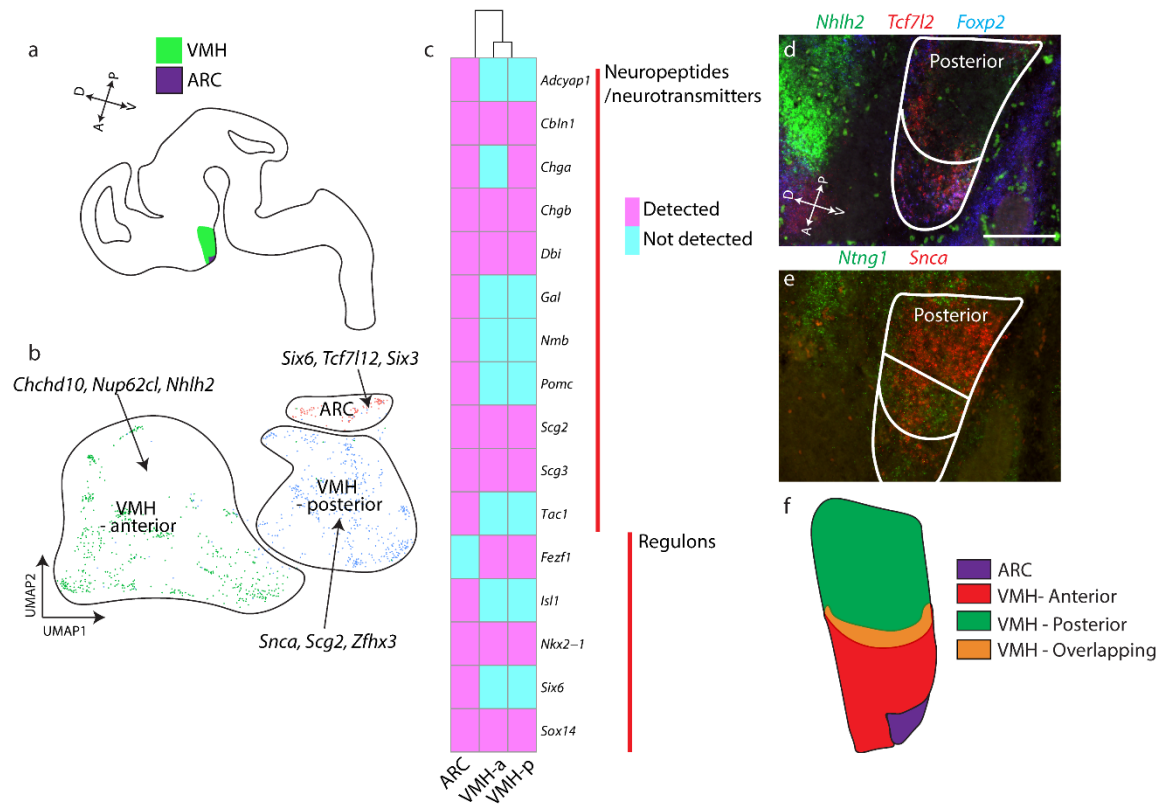

Fig S13. Kim, et al.

Supplementary Figure 13. Detailed analysis of VMH during embryonic development. (a) Schematic of mouse embryonic sagittal section highlighting the ARC and VMH region. (b) UMAP plot showing ARC, VMH - anterior, and VMH - posterior regions. (c) Heatmap showing neuropeptide/neurotransmitter expression detected between E11-E13 ARC and VMH, as well as regulons that are key candidates of ARC/VMH regulation. (d) RNAscope showing *Nhlh2* (green), *Tcf7l2* (red), *Foxp2* (blue), highlighting the anterior VMH region. (e) RNAscope showing *Ntng1* (green), *Snca* (red), highlighting the posterior VMH region. (f) Schematic highlighting the anterior and posterior region of the VMH. Scale bar = 0.2 mm.

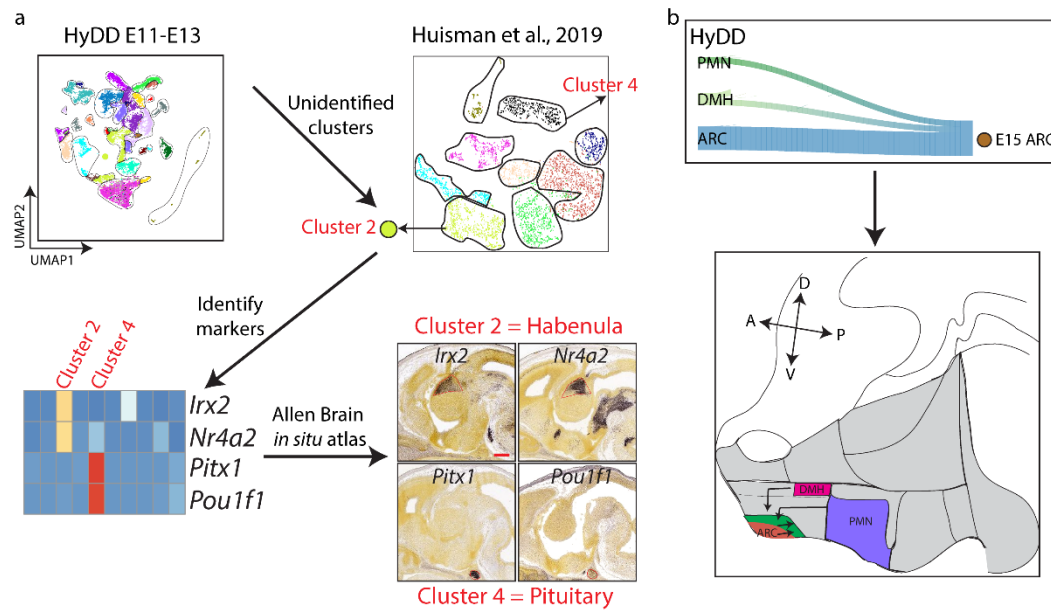

Fig S14. Kim, et al.

Supplementary Figure 14. Identification of un-matched clusters in public E15 hypothalamus scRNA-Seq dataset. (a) Key markers of two clusters from Huisman et al., 2019² that were not identified by the HyDD dataset (top) were visualized in the Allen Brain *in situ* atlas (bottom). Unmatched clusters were derived from extra-hypothalamic regions of habenula and pituitary (bottom). (b) E15 arcuate nucleus showed mixed developmental origin (top), with most populations derived from the embryonic arcuate nucleus, with some cells derived from from the PMN and DMH (bottom).

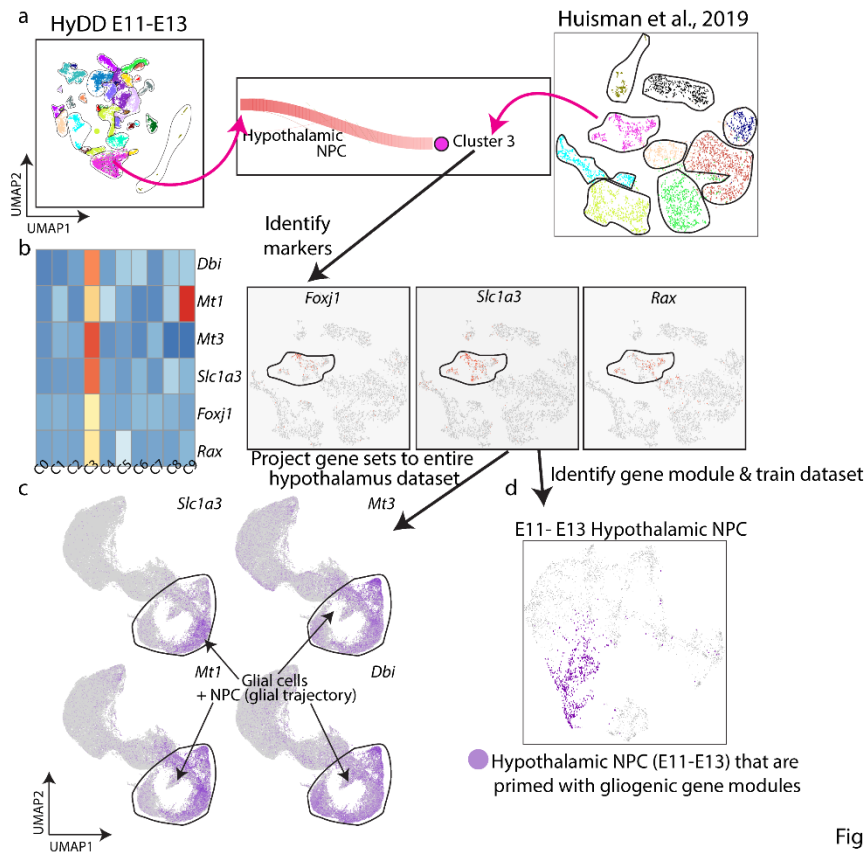

Fig S15. Kim, et al.

Supplementary Figure 15. Identification of hypothalamic progenitors primed with gliogenic genes. (a) Cluster 3 from Huisman et al., 2019² was closely related to hypothalamic NPC identified in the HyDD dataset. (b) Heatmap showing gliogenic markers of cluster 3 (left), as well as plots showing markers of ependymal cells (*Foxj1*), astrocyte/tanocytes (*Slc1a3*), and tanocytes (*Rax*). (c) Visualization of key cluster 3 markers on the entire hypothalamic dataset shows the strong gene expression in glial cells and sub-populations of NPC that map to glial cell differentiation trajectories. (d) Training HyDD hypothalamic NPC with identified genes of cluster 3 shows sub-populations of NPCs that selectively express gliogenic genes.

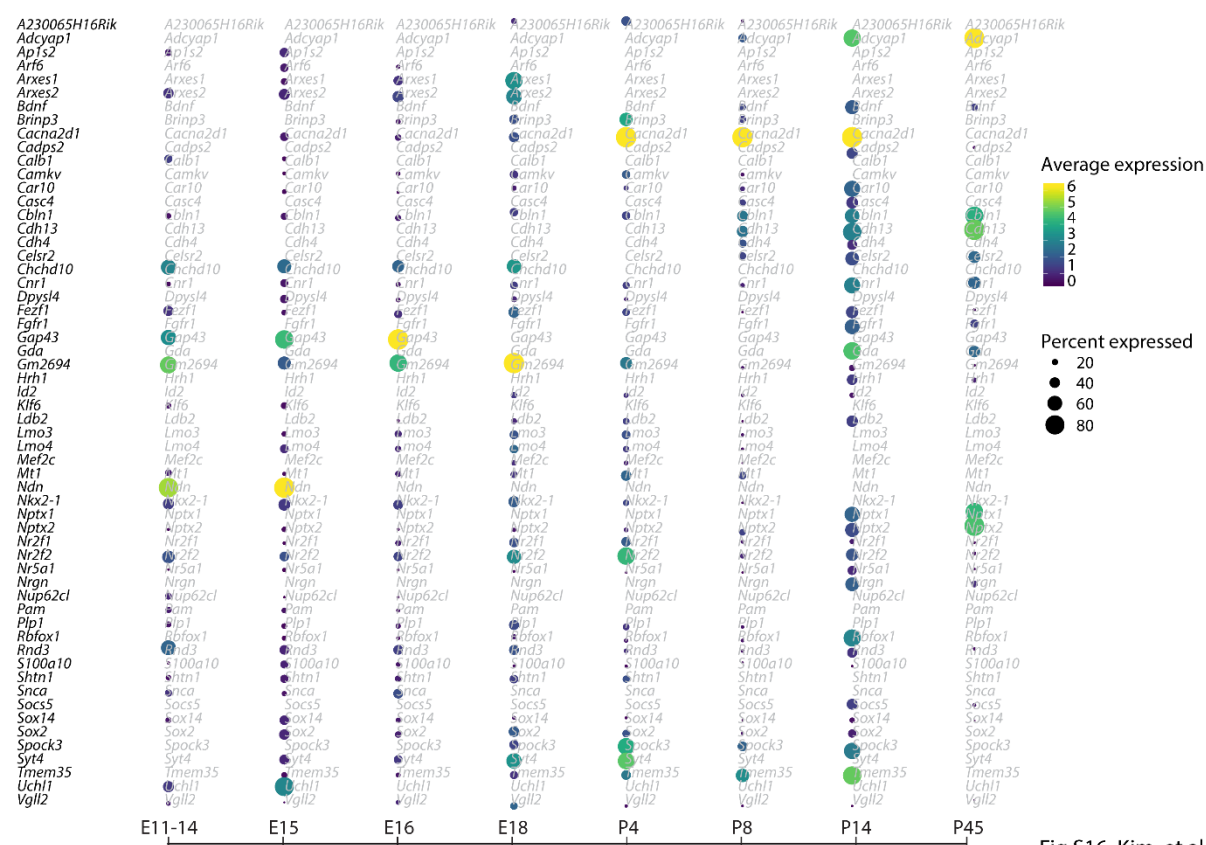

Fig S16. Kim, et al.

Supplementary Figure 16. Using molecular stepping stones to analyze the development of the VMH. A dot plot showing key genes that can demarcate VMH across developmental time points - some genes are expressed in multiple other regions (i.e. *Nkx2-1*), others are highly specific to the VMH (i.e. *Nr5a1*), and most genes show both varying cellular levels of expression and percentages of expression in the identified VMH across development in scRNA-Seq dataset.

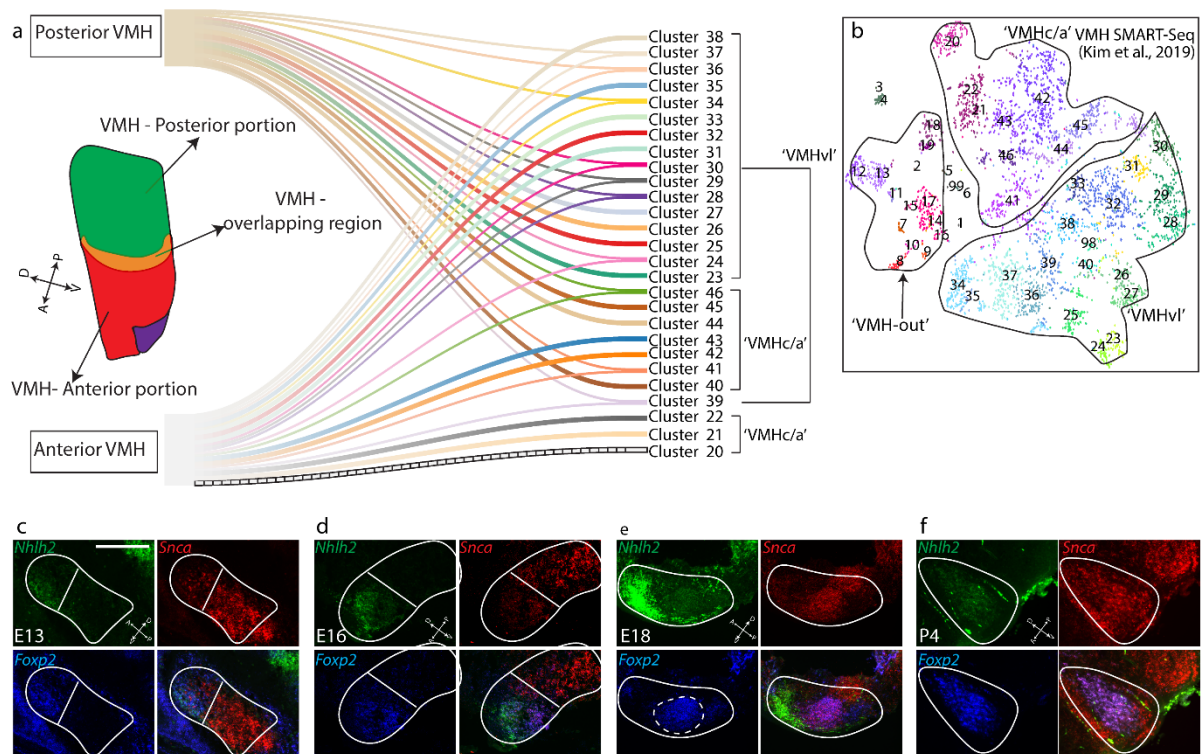

Fig S17. Kim, et al.

Supplementary Figure 17. Developmental origin of adult VMH neurons. (a) VMH clusters obtained from Kim et al., 2019³ were trained using markers that selectively label anterior and posterior domains of the developing VMH to identify their developmental origin. (b) tSNE plot showing the distribution of VMH SMART-Seq from Kim et al., 2019³. VMH clusters are derived from the original paper. (c-f) RNAscope shows distinct anterior-posterior regions of the VMH at E13 (c) and E16 (d) based on the anterior VMH markers *Nhlh2* and *Foxp2* and the posterior VMH marker *Snca*. From E18 (e) onwards, anterior VMH regions start to intermingle with posterior VMH regions. At P4 (f), anterior and posterior VMH regions are extensively intermixed. Scale bar = 0.2 mm (c), 0.25 mm (d), 0.3 mm (e) 0.4 mm (f).

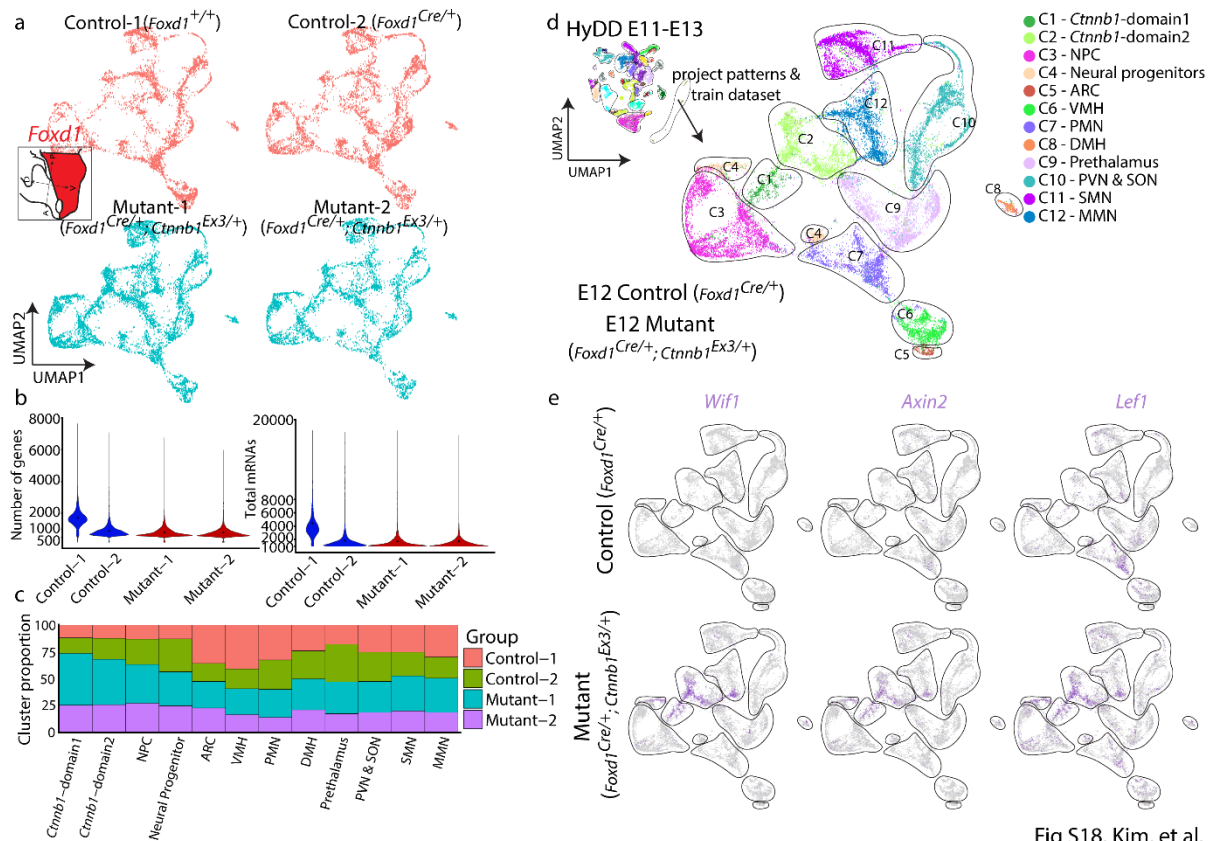

Fig S18. Kim, et al.

Supplementary Figure 18. scRNA-Seq can be used to screen mutant phenotype in the hypothalamus. (a) UMAP plot showing the distribution of cells in individual scRNA-Seq libraries in control (*Foxd1*^{Cre/+}) and mice selectively overexpressing a constitutively active mutant form of *Ctnnb1* in neuroepithelial cells of the hypothalamus and prethalamus (*Foxd1*^{Cre/+}; *Ctnnb1*^{Ex3/+}). (b) Violin plot showing the distribution of mean (black dot) and a number of genes in individual scRNA-Seq libraries (left). Violin plot showing the distribution of mean (black dot) and a number of total mRNAs (UMI) in individual scRNA-Seq libraries (right). (c) Bar graph showing the distribution of individual scRNA-Seq libraries across hypothalamic clusters. (d) UMAP plot showing clusters from the combined scRNA-Seq dataset of control and mutants, in which clusters were obtained by training the dataset with HyDD markers. (e) UMAP plot showing high levels of *Wnt*-signaling genes, *Wif1*, *Axin2*, *Lef1*, in 2 clusters (*Ctnnb1*-domain 1 and 2) that are occupied by constitutively active *Ctnnb1* mutants.

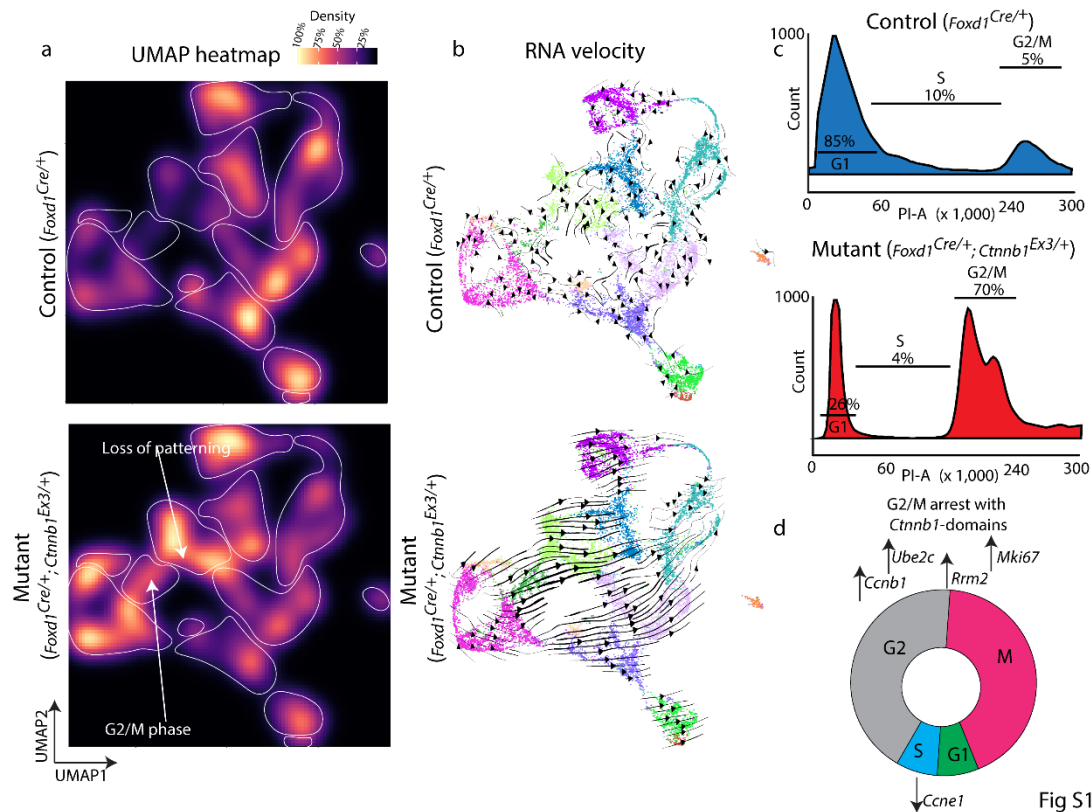

Fig S19. Kim, et al.

Supplementary Figure 19. Disrupted cell cycle in constitutively active *Ctnnb1* mutants. (a) UMAP heatmap plot showing distribution of individual clusters between control (*Foxd1*^{Cre/+})(top) and constitutively active *Ctnnb1* mutants (*Foxd1*^{Cre/+}; *Ctnnb1*^{Ex3/+})(bottom). (b) UMAP plot with RNA velocity analysis in control (*Foxd1*^{Cre/+})(top) and constitutively active *Ctnnb1* mutants (*Foxd1*^{Cre/+}; *Ctnnb1*^{Ex3/+})(bottom). Note trajectory from NPC to constitutively active *Ctnnb1* mutants-enriched clusters. (c) Flow cytometry data in combination with propidium iodide (PI) staining to show cells at different stages of the cell cycle in control (top) and mutant samples (bottom). (d) Constitutively active *Ctnnb1* mutants-enriched clusters show increased G2/M-phase markers and reduction of G1/S-phase markers.

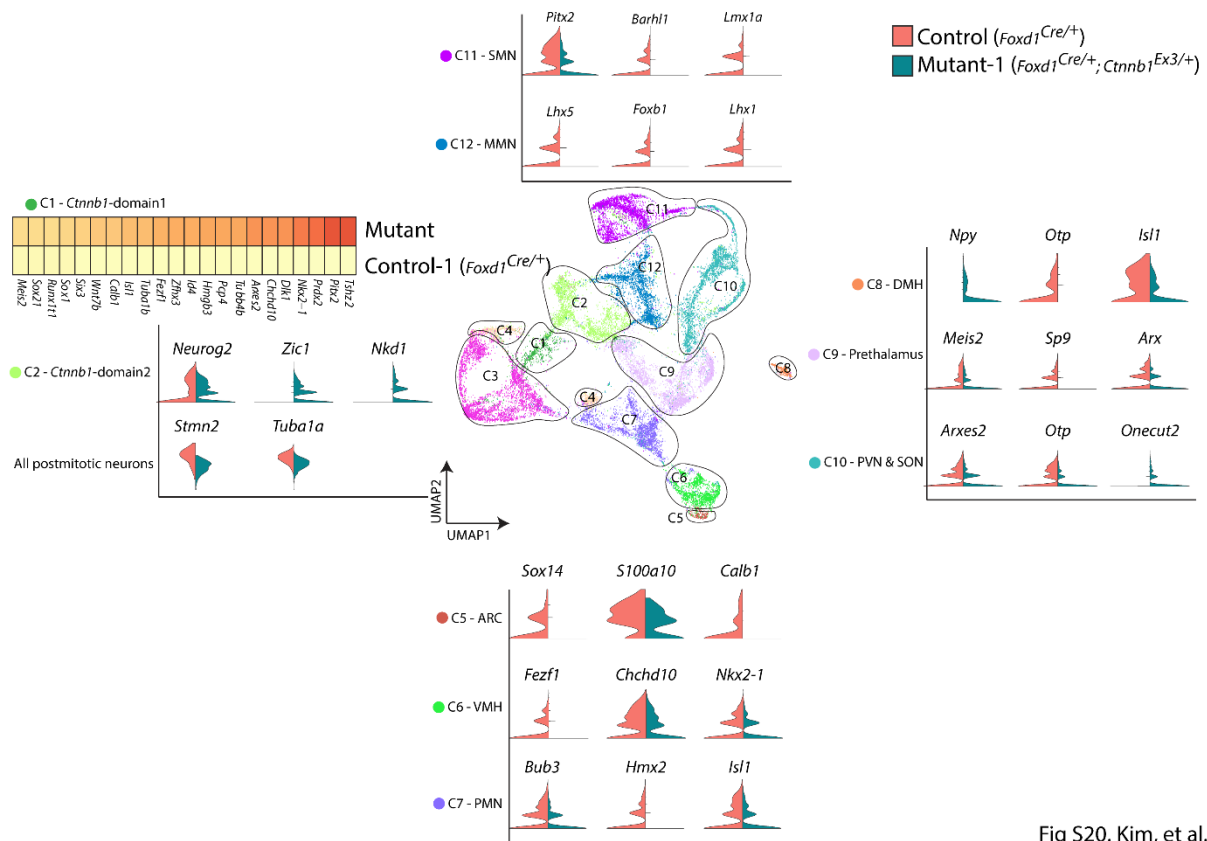

Fig S20. Kim, et al.

Supplementary Figure 20. Differential gene expression between control and constitutively active *Ctnnb1* mutants. Violin plots showing gene expression differences between control and constitutively active *Ctnnb1* mutants.

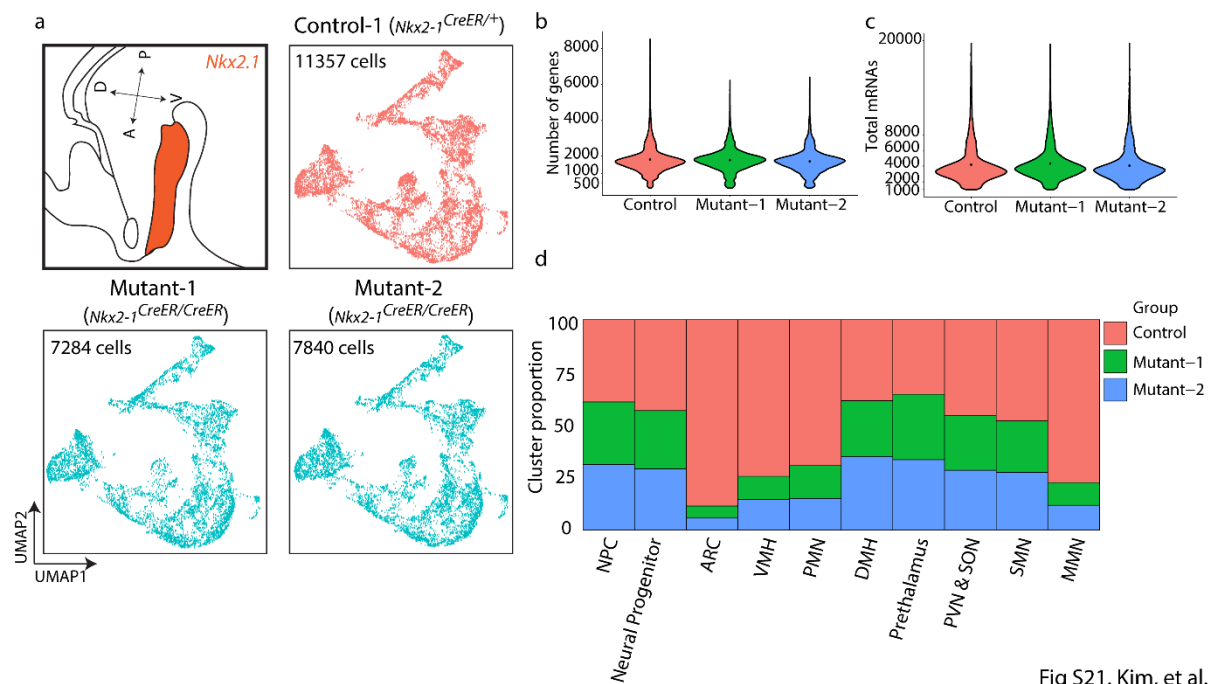

Fig S21. Kim, et al.

Supplementary Figure 21. Overview of individual cell clusters in *Nkx2-1* mutants.

(a) UMAP plot showing the distribution of cells in individual scRNA-Seq libraries. (b) Violin plot showing the distribution of mean (black dot) and number of genes in individual scRNA-Seq libraries. (c) Violin plot showing the distribution of mean (black dot) and a number of total mRNAs (UMI) in individual scRNA-Seq libraries. (d) Bar graph showing cluster distribution between individual scRNA-Seq libraries.

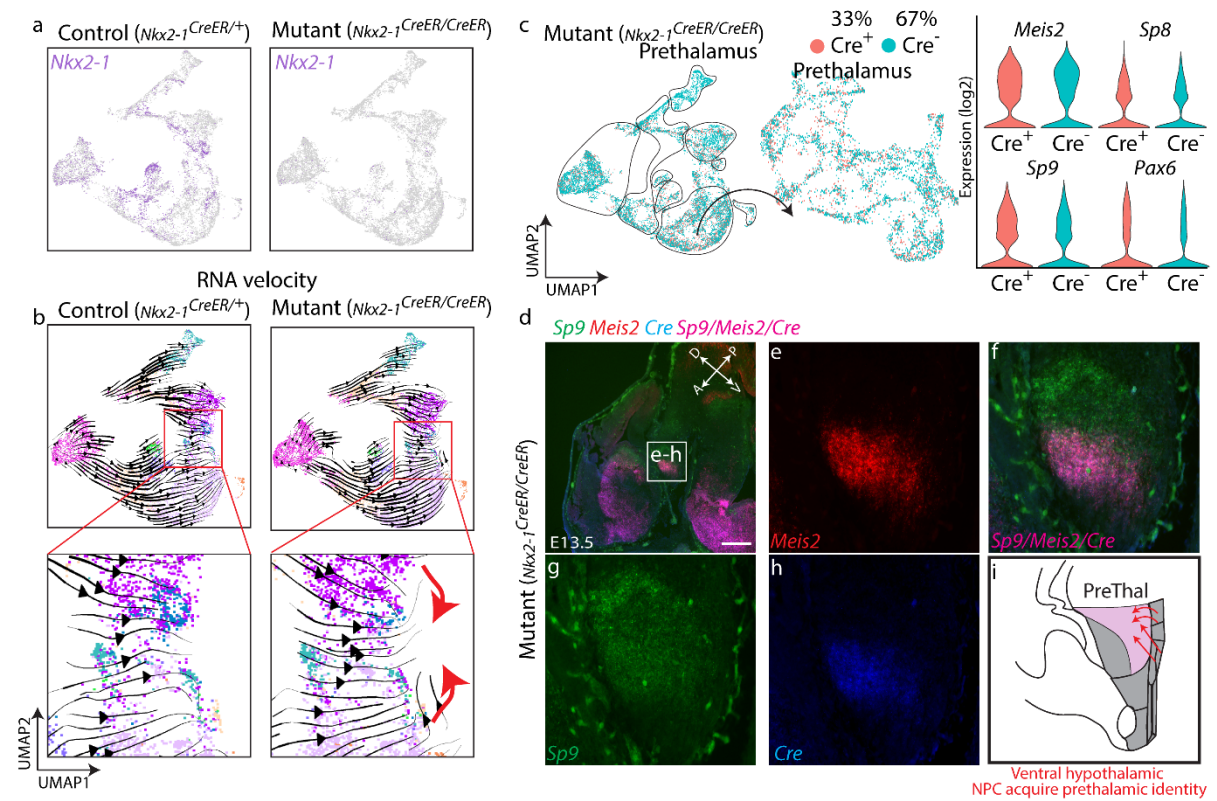

Fig S22. Kim, et al.

Supplementary Figure 22. Characterization of *Nkx2-1* mutants. (a) UMAP plot showing the absence of *Nkx2-1* expression in mutant mice. (b) UMAP plot with RNA velocity analysis of control and *Nkx2-1* mutants. Note different trajectories from progenitors to MMN and prethalamus in *Nkx2-1* mutants. (c) UMAP plot showing cells in both controls and *Nkx2-1* mutants expressing *Cre* (left), with *Nkx2-1*-deficient prethalamic cells highlighted (middle). Violin plots show no significant differences between expression levels of prethalamic markers between *Cre*-positive and *Cre*-negative prethalamic cells in *Nkx2-1* mutants. (d-f) RNAscope showing *Cre* expression in *Sp9*⁺ and *Meis2*⁺ prethalamic cells in *Nkx2-1* mutants (d-h), and schematic (i) showing the conversion of ventral hypothalamic NPCs to prethalamic identity in the absence of *Nkx2-1*. Scale bar = 0.2 mm.

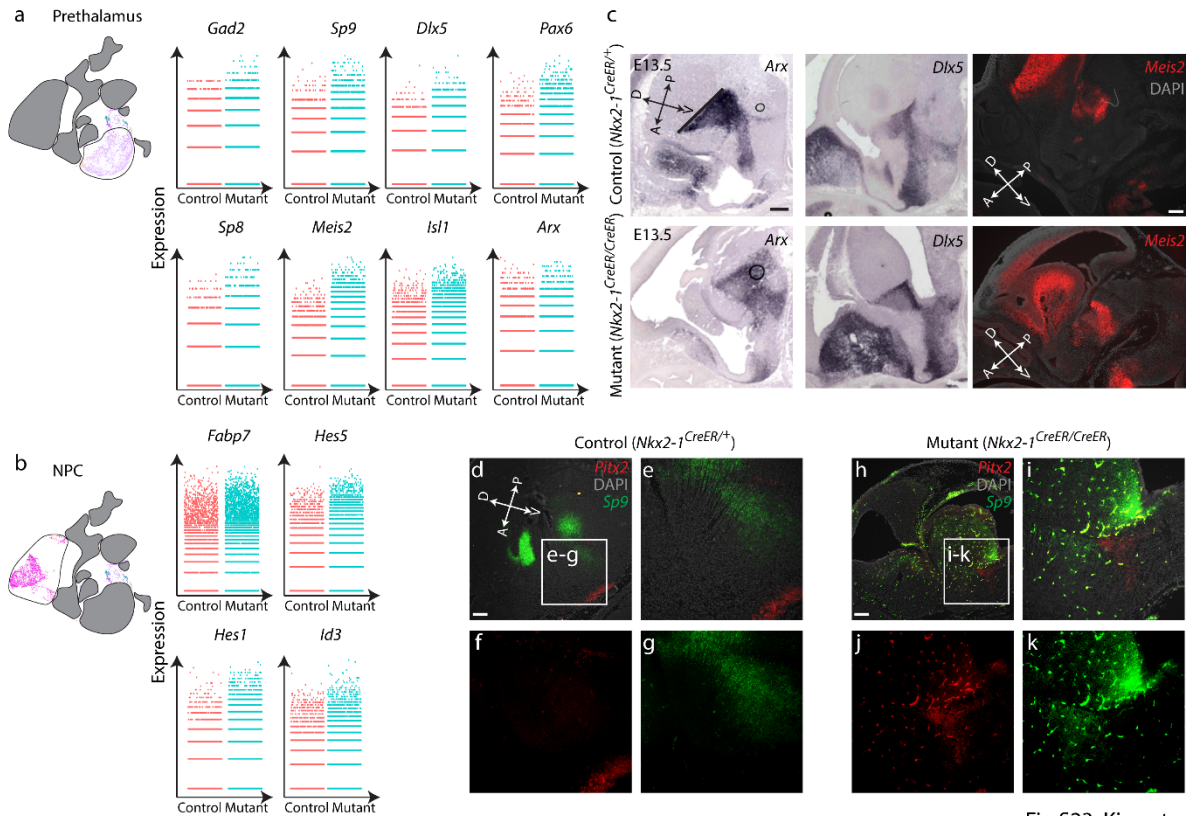

Fig S23. Kim, et al.

Supplementary Figure 23. *Nkx2-1* mutants show an increase in prethalamic cells. (a) UMAP plot showing the location of the prethalamus with jitter plots of the prethalamus marker genes (*Gad2*, *Sp9*, *Dlx5*, *Pax6*, *Sp8*, *Meis2*, *Isl1*, *Arx*). (b) UMAP plot showing the location of the NPC with jitter plots of the NPC marker genes (*Fabp7*, *Hes5*, *Hes1*, *Id3*). (c) *In situ* hybridization showing *Arx*, *Dlx5*, and *Meis2* in control (top) and *Nkx2-1* mutants (bottom). (d-k) *In situ* hybridization showing *Pitx2* and *Sp8* in control (d-g) and *Nkx2-1* mutants (h-k). Scale bar = 0.2 mm.

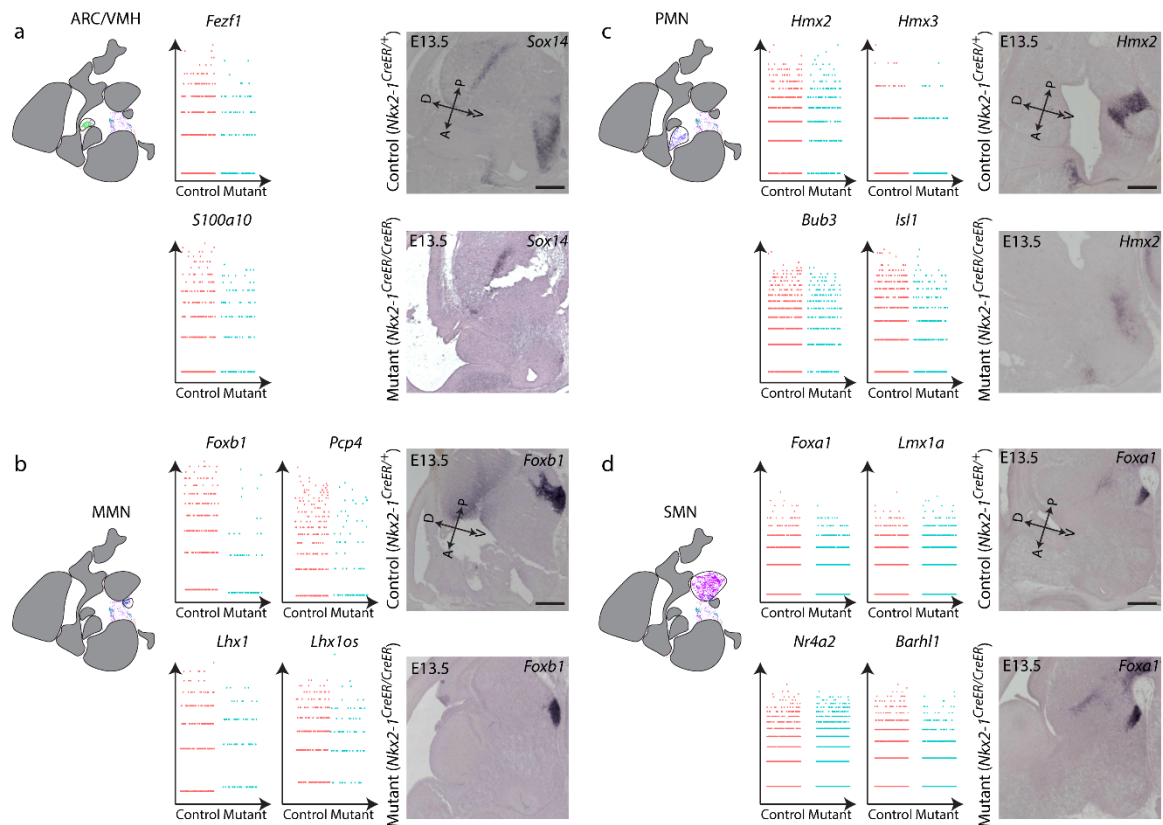

Fig S24. Kim, et al.

Supplementary Figure 24. *Nkx2-1* mutant shows a reduction in *Nkx2.1*-expressing posteroventral hypothalamic structures with the exception of the supramammillary nucleus. (a) UMAP plot showing the location of the ARC/VMH with jitter plots of the ARC/VMH marker genes (*Fezf1*, *S100a0*), and *in situ* hybridization showing *Sox14* in control (top) and *Nkx2-1* mutants (bottom). (b) UMAP plot showing the location of the MMN with jitter plots of the MMN marker genes (*Foxb1*, *Pcp4*, *Lhx1*, *Lhx1os*), and *in situ* hybridization showing *Foxb1* in control (top) and *Nkx2-1* mutant (bottom). (c) UMAP plot showing the location of the PMN with jitter plots of the PMN marker genes (*Hmx2*, *Hmx3*, *Bub3*, *Isl1*), and *in situ* hybridization showing *Hmx2* in control (top) and *Nkx2-1* mutant (bottom). (d) UMAP plot showing the location of the SMN with jitter plots of the SMN marker genes (*Foxa1*, *Lmx1a*, *Nr4a2*, *Barhl1*), and *in situ* hybridization showing *Foxa1* in control (top) and *Nkx2-1* mutants (bottom). Scale bar = 0.4 mm.

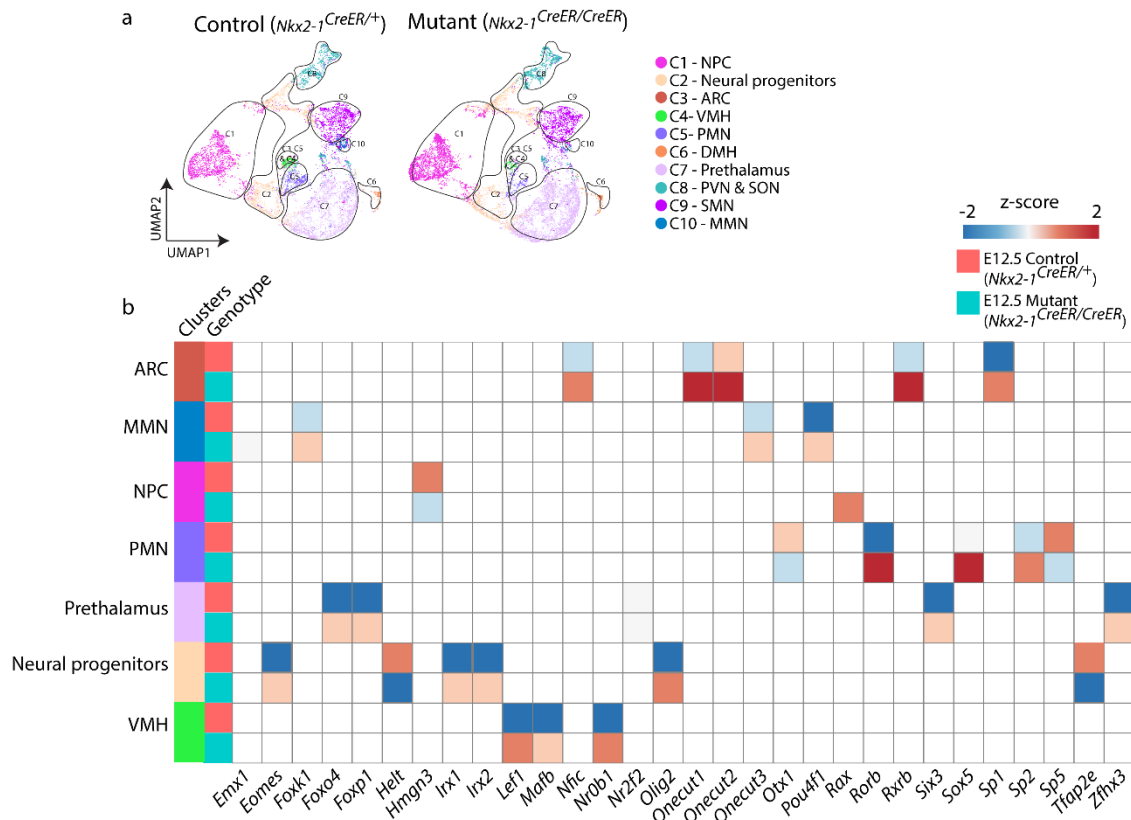

Fig S25. Kim, et al.

Supplementary Figure 25. *Nkx2-1* mutant line shows altered regulons. (a) UMAP plot showing clusters of control and *Nkx2-1* mutants. (b) Heatmap showing z-scores of significantly differentially expressed regulons between clusters of control and *Nkx2-1* mutants.

Supplementary References:

1. Zeisel, A. *et al.* Molecular Architecture of the Mouse Nervous System. *Cell* **174**, 999–1014.e22 (2018).
2. Huisman, C. *et al.* Single cell transcriptome analysis of developing arcuate nucleus neurons uncovers their key developmental regulators. *Nat. Commun.* **10**, 3696 (2019).
3. Kim, D.-W. *et al.* Multimodal Analysis of Cell Types in a Hypothalamic Node Controlling Social Behavior. *Cell* vol. 179 713–728.e17 (2019).

# Supplementary material for: The cellular and molecular landscape of hypothalamic patterning and differentiation from embryonic to late postnatal development
**Source:** Nat Commun. 2020 Aug 31;11:4360. doi: 10.1038/s41467-020-18231-z
**Supplement:** Supplementary file 2 — Description of Additional Supplementary Files

**Description of Additional Supplementary Files**

**Supplementary Data 1. Differential gene expression between the OPC-NFO-MO in the hypothalamus.**

**Supplementary Data 2. Differential gene expression in astrocytes during hypothalamic development.**

**Supplementary Data 3. Pseudotime analysis of gene expression changes during tanycyte and ependymal cell development.**

**Supplementary Data 4. Molecular markers for subregions of the developing hypothalamus, prethalamus, and other adjacent forebrain structures, between E11.5 and E13.5 used for generation of HyDD.**

**Supplementary Data 5. scCoGAPS patterns and pattern weights for all 19,622 expressed genes on the E11-E13 dataset.**

**Supplementary Data 6. Differential gene expression between subregions of the LH, PVH, prethalamus, and VMH between E11.5 and E13.5**

**Supplementary Data 7. Differential gene expression between E12.5 control (*Foxd1^Cre/+^*) and constitutively active *Ctnnb1* overexpressing mutant (*Foxd1^Cre/+^;Ctnnb1^Ex3/+^*) samples.**

**Supplementary Data 8. Differential gene expression between E12.5 control**

**(*Nkx2-1^CreER/+^*) and *Nkx2-1*-deficient mutant (*Nkx2-1^CreER/CreER^*) samples.**

**Supplementary Data 9: Top-ranked positional markers of the developing diencephalon between E11.5 and E13.5**

# Supplementary material for: The cellular and molecular landscape of hypothalamic patterning and differentiation from embryonic to late postnatal development
**Source:** Nat Commun. 2020 Aug 31;11:4360. doi: 10.1038/s41467-020-18231-z
**Supplement:** Supplementary file 12 — Reporting Summary

Reporting Summary

Nature Research wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Research policies, see [Authors & Referees](#) and the [Editorial Policy Checklist](#).

Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a Confirmed

- ☒ The exact sample size (n) for each experimental group/condition, given as a discrete number and unit of measurement
- ☒ A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly
- ☒ The statistical test(s) used AND whether they are one- or two-sided
Only common tests should be described solely by name; describe more complex techniques in the Methods section.
- ☒ A description of all covariates tested
- ☒ A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons
- ☒ A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals)
- ☒ For null hypothesis testing, the test statistic (e.g. F , t , r) with confidence intervals, effect sizes, degrees of freedom and P value noted
Give P values as exact values whenever suitable.
- ☒ For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings
- ☒ For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes
- ☒ Estimates of effect sizes (e.g. Cohen's d , Pearson's r), indicating how they were calculated

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

Software and code

Policy information about [availability of computer code](#)

Data collection

Developing hypothalamus across 12 different timepoints were collected for scRNA-Seq analysis (10x Chromium).

Data analysis

scRNA-Seq data were analyzed using the common bioinformatic pipeline. Seurat/Scanpy was used to cluster cells and compare between the control and mutant group with 'MAST' default pipeline. Monocle was used to perform pseudotime analysis.

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors/reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Research [guidelines for submitting code & software](#) for further information.

Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A list of figures that have associated raw data
- A description of any restrictions on data availability

All scRNA-Seq data are available on GEO, GSE132355. No custom analysis/codes were used, and parameters for bioinformatic pipelines are shown in the method.

Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

- ☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

 Sample size	All staining were performed in triplicates, with tissues from at least 2 different litters. Some scRNA-Seq were ran in duplicates.
Data exclusions	No test samples were excluded from analysis.
Replication	All relevant experimental data is included in this publication. There are no additional unpublished replication results.
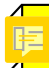 Randomization	Animals were assigned randomly to experimental groups for scRNA-Seq collection where relevant.
 Blinding	All staining (in situ hybridization, RNAScope, immunostaining) were performed blinded.

Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

Materials & experimental systems		Methods	
n/a	Involved in the study	n/a	Involved in the study
☐	☒ Antibodies	☒	☐ ChIP-seq
☒	☐ Eukaryotic cell lines	☒	☐ Flow cytometry ☒	☐ Palaeontology	☒	☐ MRI-based neuroimaging
☐	☒ Animals and other organisms		
☒	☐ Human research participants		
☒	☐ Clinical data		

Antibodies

 Antibodies used	All antibodies used in this are commercially available and product detail is included in the method section.
 Validation	All staining antibodies were previously validated and expression patterns were cross-referenced to scRNA-Seq dataset and the Allen Brain Atlas and Genepaint dataset.

Animals and other organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research

 Laboratory animals	Mice of both sexes were used in this study.
Wild animals	No wild animals were used in this study.
Field-collected samples	No field-collected samples were used in this study.
Ethics oversight	All experimental animal procedures were approved by the Johns Hopkins University Institutional Animal Care and Use Committee.

Note that full information on the approval of the study protocol must also be provided in the manuscript.

How the deposited data were processed for this re-analysis (not part of the article)

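Single-cell RNA sequencing on the 10x Genomics platform was analysed in 27 libraries of mouse embryonic or postnatal brain tissue. Of these, 15 were wild-type hypothalamus of 12 ages, with prethalamus at E10 to E16, and 12 were embryos of 4 mutant lines, with 1 control and 2 mutant libraries each, at E12 by the labels and, for the Nkx2-1 and Ctnnb1 lines, at E12.5 by the paper. The lines carried a loss of Nkx2-1, a loss of Nkx2-2, a loss of Dlx1/2 by Foxd1-Cre and a stabilized Ctnnb1 by Foxd1-Cre. The authors aligned the reads to the mouse genome (mm10, reference 1.2.0) with Cell Ranger 2.0.2 and deposited raw counts of UMIs for every gene and barcode, before any filter on cells. The authors also deposited a table of cells with the cell type of each cell for the wild-type libraries and, for E11 to E13, a table with regions.

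Conditions came from the sample labels, and the annotated cells were joined to the counts by barcode. For mutant libraries, which have no deposited annotation, cells were barcodes with at least 200 genes and 500 UMIs. The 3 libraries of a line, control first, held 15619, 10411 and 11163 cells for Nkx2-1, 11045, 7692 and 6558 for Nkx2-2, 9542, 6748 and 5843 for Dlx1/2 and 7796, 18048 and 18068 for Ctnnb1. Their median UMIs per cell were 3439, 3734 and 3477, 2462, 1138 and 1145, 3655, 1318 and 1474 and 3884, 1079 and 892, and the UMIs of all their cells 66289222, 43206041 and 43488322, 37621544, 15280631 and 13830605, 39929102, 11376866 and 10033864 and 33787716, 23981761 and 20277764. Annotated wild-type cells had a median of E10 541, E11 3007, E12 1223, E13 2539, E14 877, E15-1 547, E15-2 329, E16-1 1041, E16-2 783, E18 1039, P4 415, P8 462, P14 1705, P45-1 939, P45-2 973 UMIs. Counting error alone is the square root of a gene's summed UMIs, so a gene with 20 UMIs in a sum is known to within about 1 part in 4.

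Blood cells and other non-neural cells were set apart by marker genes. Neural cells were given 1 of the annotated E11 to E13 classes by a ridge logistic regression (scikit-learn 1.9.0) on marker genes, without Wnt target genes, and were left without a class under a probability of 0.5. A class was compared by name only where its own markers were among its top genes in the libraries. For the LH this check held no marker list, so the class was not checked, and its share is given only to show where cells were assigned. Clusters of the Ctnnb1 line came from 2000 variable genes, 30 components, 15 neighbors and Leiden clustering of equal numbers of cells per library at a resolution of 0.6 (scanpy 1.11.5, with igraph), and a cluster was called mostly mutant where each mutant library held at least 90% of its cells when set against the control.

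UMIs were summed per library over a set of cells of at least 20 cells. In the mutant lines the postmitotic set was all neural cells outside the progenitor classes, those without a class included. Sums were compared with edgeR 4.0.16 (R 4.3.3), with its filter on low counts, TMM scaling, the quasi-likelihood test and Benjamini-Hochberg adjustment, at an adjusted p of 0.05. All 4 lines were fitted together, with 1 coefficient per line and genotype. Class counts were tested in the same way against all neural cells, without TMM scaling. In the wild type the library was a block, except in the test of astrocyte age. A control group of 1 library has no spread of its own, and where each side had 1 library no test was made. Levels are CPM of summed UMIs. Shares of cells with a UMI of a gene were taken after thinning each cell to 1000 UMIs, with exact 95% binomial intervals and, for a count of 0, an upper limit of 3 counts of the total. Genes were counted in fixed lists, and a list was also adjusted over its own members alone. Each fitting script was tested on simulated counts with 200 changed genes.

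The genes named in the text are those the paper names for a comparison, members of lists fixed before the data were examined, and, per direction, the 10 genes with the largest log2 fold change among those past the threshold with at least 20 CPM in the higher group and changed the same way in every library. Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, limma 3.58.1 and DESeq2 1.42.0 were used as well.

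Alternatives, of which 145 were set before the data were examined, were DESeq2, no filter on low counts, TMM scaling of class counts, cells of at least 1000 UMIs, the line's own libraries, the controls of all lines as a group, neural cells only, removal of doublets ranked by Scrublet score, assignment by correlation or without a minimum probability, other depths of thinning, sums of at least 50 cells, other clustering settings, and leaving out each library in turn. Scrublet's own threshold called no doublet in some libraries, so the cells of the highest scores were removed in proportion to the cells of the library. Pseudotime, RNA velocity, regulons, gene patterns, in situ hybridization and flow cytometry were not repeated, and published data of other studies were not in the deposit. Cre transcripts are not in the gene reference and were not measured. For the Ctnnb1 line the deposit holds only a control numbered 2, which was used.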

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

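In the tests below, the one of pseudogenes was chosen after the result was seen, and those of depth, class shares, free RNA and misassigned cells were set out before the value each measures was seen.

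The deposit holds Nkx2-2 and Dlx1/2 mutants, which the paper does not report on. In edgeR's test 3481 genes changed in Nkx2-2 mutants and 3492 in Dlx1/2 mutants, a signal in data that the paper did not analyse. Among them, 620 genes rose and 769 fell in Nkx2-2, Dlx1/2 and Ctnnb1 mutants alike, where independent lists would share 29.5 and 36.4.

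The mutant libraries of these 3 lines are all shallower than their controls, so the shared genes may reflect depth. In the wild type, E12 is shallower than E11 and E13, and the same genes were split there by 0.567 on the log2 scale, 0.461 times the 1.23 of Ctnnb1 mutants, between the bounds set for and against depth. E11 and E13 were processed on the same day and E12 on another, so this split may also carry the day of processing. Of the shared genes 5.26% were predicted genes (95% interval 4.14 to 6.56%), more than the 3.49% of the other called genes but under 2 times that share. This cannot decide whether reads shared with pseudogenes play a part, because predicted genes are only a rough stand-in for pseudogenes. A change of class shares is argued against, as the median change within hypothalamic NPC was 0.899 times that over all cells. Of the 620 rising and 769 falling genes, 229 and 84 moved the same way in Nkx2-1 mutants, whose depth matches their control, where 1053 and 1556 of all 15769 genes rose and fell; this overlap was not tested. In the 3 shallow lines depth and a response common to the mutants, which was not tested, cannot be told apart, because every mutant library of these lines is shallow.

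In Ctnnb1 mutants these genes moved one way in progenitors and the opposite way in postmitotic cells, with a difference of the 2 log2 fold changes of Cartpt 2.12, Cd24a 0.76, Dlx1 1.24, Dlx5 1.51, Foxb1 1.03, Gad2 1.21, Meis2 1.56, Nrarp -0.73, Slc32a1 2.13 and Trh 5.48. In Nkx2-1 mutants the differences were Foxa1 1.37, Hes1 1.10, Irx3 1.99, Irx5 1.83, Isl1 -0.86, Lmx1a 1.12 and Nhlh2 0.61. Marker genes of the regions helped to assign cells to these sets, and cells without a class count as postmitotic. Part of a difference may therefore come from the assignment. The differences themselves were not tested, and with the controls of all 4 lines Dlx5 and Foxb1 in progenitors and Nrarp in postmitotic cells of Ctnnb1 mutants and Hes1 and Nhlh2 in progenitors of Nkx2-1 mutants no longer rose.

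Prethalamic genes are among these, since 8 of them rose in progenitors of Ctnnb1 mutants by a median of 0.84 while the prethalamus class shrank. Free RNA in shallow cells could account for part of the rise, 32.3% in the first mutant library and 27.4% in the second (a share of 0.274 at the lower), which is under the 0.75 set for a main cause and above the 0.25 set against it. Postmitotic cells assigned to the progenitor classes are argued against, because in progenitors of a class probability of at least 0.9 the median difference of mean log2 CPM was 0.566, 0.929 times the 0.609 that the same calculation gives in all progenitors, where edgeR's fit gives the median above. With the controls of all 4 lines Sp9 and Dlx5 no longer rose, so these 2 depend on the line's own control. Free RNA and an early start of prethalamic genes in Wnt-activated progenitors, which was not tested, cannot be told apart, because the share that free RNA accounts for lies between the 2 bounds.

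Among the 4 control libraries of the mutant lines, 3 of 25 measures had a library far from the others. The SMN class held 6.76% of neural cells in the Dlx1/2 control, less than in the other controls. The Nkx2-1 control held 872 non-neural cells other than blood, 5.58% of its cells, more than the other controls. Chance puts about 1 in 20 groups this far out, and the 2 non-neural measures are not independent.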

How the results depend on the processing

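Among the alternatives below, those that left out the genes shared with the Nkx2-2 and Dlx1/2 mutants, that thinned cells to 500 UMIs before clustering and that left 4 ventral classes out of the share of prethalamic cells were chosen after seeing the data, as were the splits of the samples. The others were set before the data were examined. For genes and classes named in the text, 2807 of 3225 values under an alternative kept their direction and their side of the threshold, 356 no longer passed it, 26 newly passed it and 36 changed direction. With neural cells only, 140 of 146 kept both, with doublets removed 181 of 186, and without the filter on low counts 361 of 372.

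The number of genes changed in Nkx2-1 mutants moved most with the choice of controls. It was 2609 in all cells, 2370 in progenitors and 1406 in postmitotic cells, and with the controls of all 4 lines as a group 46, 222 and 83. With the line's own 3 libraries, whose spread comes from 1 pair of mutants, it was 5913, 670 and 4350, and by DESeq2 1236, 705 and 503. Leaving out a mutant library gave 1270 to 1288, 1031 to 1082 and 515 to 584, with the lone library assumed to vary like the other groups. The class shares changed in this line fell in number from 12 to 6 with the controls of all 4 lines.

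For Ctnnb1 mutants DESeq2 gave 1989 genes against 3933 in progenitors and 2998 against 4938 in postmitotic cells, and the line's own libraries 2530 in progenitors. The 5398 genes of all cells stayed within 1.5 times under every alternative run, leaving 4009 without the genes shared with the other 2 lines. In Nkx2-2 mutants 3481 genes became 2086 by DESeq2, 1770 with the controls of all 4 lines and 1611 to 2618 with a mutant library left out. The 3492 genes of Dlx1/2 mutants became 2291 to 2897 with a mutant library left out. The cause of these changes was not tested.

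Class shares moved with depth and scaling. Thinned to 1000 UMIs, cells gave 11 changed classes against 18 in Ctnnb1 mutants, 5 against 11 in Nkx2-2 mutants and 7 against 12 in Dlx1/2 mutants. In Nkx2-2 mutants cells of at least 1000 UMIs gave 5, DESeq2 6 and a library left out 6 to 8, and in Dlx1/2 mutants assignment by correlation gave 19. By DESeq2 the log2 change of share changed direction for the SMN (0.0062 against -0.41) in Nkx2-1 mutants and the SMN (0.31 against -0.67) and the VMH (0.078 against -0.90) in Ctnnb1 mutants. With scaling by TMM the log2 change of share changed direction for the SMN (0.017 against -0.41) in Nkx2-1 mutants, the ARC (0.014 against -1.16), the MMN (0.061 against -1.12), the SMN (0.51 against -0.67, past the threshold) and the VMH (0.28 against -0.90) in Ctnnb1 mutants and the PVN/SON (0.044 against -0.64) in Dlx1/2 mutants. With assignment by correlation the log2 change of share changed direction for the DMH (0.87 against -0.64, past the threshold), the MMN (0.14 against -1.12) and the SMN (0.25 against -0.67, past the threshold) in Ctnnb1 mutants, the ARC (0.54 against -1.14) in Nkx2-2 mutants and the DMH (1.65 against -3.36, past the threshold, where the latter is a fall from 1 control cell to no mutant cell, so that its reversal shows little) and the MMN (0.46 against -0.36, past the threshold) in Dlx1/2 mutants. At 1000 UMIs per cell the log2 change of share changed direction for the ARC (0.42 against -1.16) in Ctnnb1 mutants. The cause was not tested.

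With the controls of all 4 lines, Pitx2 (-0.012 against 0.22) in all cells, Sp9 (-0.19 against 0.47), Dlx5 (-0.19 against 0.86) and Foxb1 (-0.0007 against 0.41) in progenitors and Nrarp (-0.025 against 0.34), Hmgb2 (-0.025 against 0.23) and Ccnb1 (-0.055 against 0.42) in postmitotic cells of Ctnnb1 mutants changed direction in log2 fold change, as did Nhlh2 (-0.14 against 0.27) and Hes1 (-0.10 against 0.39) in progenitors of Nkx2-1 mutants and Cenpf (-0.057 against 0.44), Bub1 (-0.18 against 0.64), Cdc20 (-0.37 against 0.29), Cdk1 (-0.13 against 0.38), Hmgb2 (-0.12 against 0.59), Aurkb (-0.035 against 0.65), Birc5 (-0.20 against 0.62), Cks2 (-0.19 against 0.54) and Ccnb1 (-0.15 against 0.64) in Nkx2-2 mutants. With neural cells only Egfl7 (-0.003 against 1.03) changed direction in Nkx2-2 mutants. None of these passed the threshold in the new direction, and the cause was not tested. Mostly mutant clusters numbered 1, and 0 at a lower resolution, 8 at a higher one, 2 with cells of at least 1000 UMIs and 0 with cells thinned to 500 UMIs, and the cause was not tested.

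In the wild type, the 366 genes of astrocyte age were the least stable count: 140 by DESeq2, 943 without the filter on low counts, 25 in CD1 libraries only, and 0 to 2324 with a library left out. It was 159 without P4, 211 and 131 without a P45 library, 2324 without P14, and 0 in edgeR's test without P8, where 1340 genes had an unadjusted p under 0.05 and DESeq2 called 102. Without P8 Elavl4 changed direction too, with a range over the libraries left out of -6.95 to 2.22 on the log2 scale. Progenitor and postmitotic cells differed in 6686 genes, 4330 to 7219 with a library left out. Region marker pairs numbered 11073, 18751 without the filter on low counts, 3926 at a log2 fold of at least 2, which selects fewer by construction, and 6716 to 10187 with a library left out. The cause of the other changes was not tested.

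Other splits of the same sums were fitted too. For ependymal cells against tanycytes 1 of 100 splits, the real one, gave as many as 3163 genes, and the highest other gave 1181. For region markers, on 1500 genes, 1 of 40 splits, the real one, gave as many as 1848 pairs, and the highest other 277. The authors drew these types from the same genes in the same cells, so the real split exceeds the others by construction and these splits do not test chance. Progenitor against postmitotic cells and OPC against mature cells have 10 splits each, which are too few, with 6686 and 4132 genes in the real split and 0 and 0 in the highest other.

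Of the atlas, 129151 annotated cells became 56939 at 1000 UMIs, and the lowest median of 329 UMIs became 653 at 200 genes and 500 UMIs and 1245 at 1000 UMIs, by construction. Of 131 shares of cell types, 121 left their interval when only cells of at least 1000 UMIs were counted. Pairs of genes found together more often than independent detection gives numbered 51 at 1000 UMIs per cell, 79 without thinning and 31 at 2000 UMIs, and the cause was not tested. No paired analysis was possible because nothing in the labels pairs a mutant library with a control.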

Differences from the paper's values

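At the main settings, no share or number of cells that the paper states or shows and that was computed here lay beyond the set bounds. The bounds were a difference of more than 1.5 times and of more than the spread between replicates. Numbers of clusters were not set against them. The share of mutant cells in the classes of Fig. 4c came near the bars for hypothalamic NPC, 58.6% against about 61% in Fig. 4c, read by eye, prethalamus, 69.0% against about 65% in Fig. 4c, read by eye, and SMN, 51.5% against about 52% in Fig. 4c, read by eye. For the ARC it was 18.8% against about 11% in Fig. 4c, read by eye, more than 1.5 times apart, by less than the SD of the 2 mutant libraries. The numbers of cells in the Nkx2-1 libraries were higher here, 15619 in the control against about 11000 in Supplementary Fig. 21, read by eye, which is under 1.5 times.

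The paper describes roughly similar detection of genes and total mRNAs at each time point. Here the median number of UMIs per cell ran from 329 to 3007 between libraries. It states that Notch components are upregulated in developing astrocytes, while none of the 13 measured Notch genes passed edgeR's test between early and late astrocytes, with 4 at an unadjusted p under 0.05, Rgcc and Hes1 higher early and Jag1 and Hey1 later, and 0 by DESeq2. The paper follows the path from progenitors to astrocytes, whereas only annotated astrocytes of early and late ages were compared here. The test found 4 of 100 genes simulated at a log2 fold change of 1, so it cannot decide the question. The paper has differential expression of Foxj1 and Rax first detected at E13, and here Rax had 93.5 CPM in hypothalamic NPC at E12 and 9.45 CPM at E13, though a difference between cells was not tested. The annotated NPC were shallower at E13, with a median of 417 UMIs against 992 at E12, and may not be the same population. It finds no substantial difference in peptide and transmitter genes across subdivisions of 4 trajectories, and here single regions differed, with Gad2 at 3.17 in the prethalamus and -1.76 in the PVN/SON on the log2 scale. It describes the LH cluster as primarily glutamatergic, and Slc17a6 and Slc32a1 were found about equally often there, in 3.52% and 3.89% of thinned cells at E12.

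In Ctnnb1 mutants the paper reports Sp9 as strongly lost, and over all cells its log2 fold change of -0.27 did not pass edgeR's test, though Meis2 and Arx fell. Within the prethalamus class Sp9 fell by 0.36 on the log2 scale. The paper has 2 clusters found in mutants alone, both with NPC markers and Wnt regulators, and here 1 cluster was at least 90% mutant, with Wnt genes at a median log2 of -0.055 against the other clusters, and the cluster highest in Wnt genes had low NPC genes. A higher resolution gave 8 such clusters and cells of at least 1000 UMIs 2, the number the paper gives. The paper has 1 of its mutant clusters enriched for G2/M markers, and more NPC in G2/M by flow cytometry, which the counts do not measure. Over all assigned progenitors, an unlike set of cells, these markers were not raised, with Ube2c at -0.49, Ccnb1 at -0.089 and Rrm2 at 0.11. Cells without a class are left out there, and G2/M genes were among those that assigned the classes. The NPC cluster that was 80.7% and 81.0% mutant had lower G2/M genes than that of mostly control NPC (1.34 against 2.49). A telencephalic cluster that was 86.4% and 84.5% mutant had 2.08. These clusters came from unthinned cells and may part by depth or library. The rise of NPC that the paper calls substantial was 0.23 on the log2 scale, and 1.42 with scaling by TMM and 1.22 by DESeq2, alternatives set before the data were examined.

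In Nkx2-1 mutants the paper excludes the SMN from the loss of ventral markers. Here 4 of 9 SMN genes fell over all cells and none rose, and its share fell by 0.41 on the log2 scale, less than the shares of the ARC, VMH, PMN and MMN. With scaling by TMM, an alternative set before the data were examined, the SMN share had 0.017, and with DESeq2 0.0062, neither past the threshold. Against the 4 controls as a group only Barhl1 of these 4 genes passed. The paper reports more cells with progenitor markers of the SMN and MMN, and in progenitors 4 SMN genes rose and 3 fell, and 3 MMN genes fell. It reports enriched regulon activity of Foxp1, Six3 and Zfhx3 in mutant prethalamus. Regulons were not computed here, and transcripts of Six3 and Zfhx3 were lower there against the line's own control, at -0.43 and -0.28. Over all cells neither passed against the 4 controls as a group.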

Other observations

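Fewer cells of Nkx2-2 mutants were assigned to the prethalamus: the prethalamus class held 11.9% of neural cells in the control and 2.95% and 3.46% in the mutants (log2 fold change -1.89, SE 0.13), and 11 of 12 prethalamic genes fell and none rose (11 fell and 1 rose when adjusted over the list alone). Cells assigned to the LH, a class that could not be compared by name, made up 8.73%, 14.5% and 13.5%, with Gad1, Gad2, Sp9 and Dlx5 among its 10 top genes in both mutants, so cells with prethalamic genes were also assigned to the LH and the share of the prethalamus alone does not measure the loss. Hypothalamic NPC made up 13.6%, 22.1% and 21.1%. Of 17 G2/M genes 14 rose and none fell (16 when adjusted over the list alone), but 9 of them changed direction when set against the controls of all 4 lines, so this rise rests on the line's own control. The VMH (0.086, SE 0.21) and PVN/SON (-0.032, SE 0.19) classes did not pass the test. Nkx2-2 itself had 15.9 CPM in the control and 8.70 and 7.06 CPM in the mutants (-1.01, SE 0.13), and the vessel genes Kdr (2.69, SE 0.35) and Col4a1 (2.27, SE 0.24) rose, while all 8 genes of the blood list fell (8 when adjusted over the list alone). Blood cells made up 3.49% of cells in the control and 0.728% and 0.625% in the mutants, and other non-neural cells 0.453%, 1.04% and 0.762%.

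In Dlx1/2 mutants the class was smaller as well: the prethalamus held 11.2% in the control and 2.88% and 3.36% in the mutants (-1.84, SE 0.13), with 11 of 12 prethalamic genes lower and none higher (11 when adjusted over the list alone). Cells assigned to the LH made up 2.93%, 9.95% and 8.73%, and cells without a class 11.7%, 21.0% and 20.0%, so here too the share of the prethalamus alone does not measure the loss. Dlx1 fell from 166 to 63.9 and 74.9 CPM, Dlx2 from 306 to 104 and 115 CPM, and Dlx6os1, a long noncoding RNA of the Dlx5 and Dlx6 locus, fell by 1.61 (SE 0.10) on the log2 scale. Thalamic progenitors (1.13, SE 0.20) rose and the PMN (-1.52, SE 0.27) fell in share. Of 9 SMN genes 7 rose and none fell (8 when adjusted over the list alone), and Pou4f1 (2.95, SE 0.15) and Gata3 (2.35, SE 0.19), genes of neighboring territories, rose. Both lines rest on 1 control and 2 shallower mutant libraries each.

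The tests of this paragraph were chosen after the result was seen. The larger prethalamus of Nkx2-1 mutants is not explained by the loss of ventral classes alone, since over neural cells outside the ARC, VMH, PMN and MMN classes its share still rose by 0.51 (SE 0.13, adjusted p = 0.011 in edgeR's quasi-likelihood test). It lay beyond the spread of the 4 controls too, with 0.67 (SE 0.13, adjusted p = 0.0029 in that test). In these counts, more dorsal tissue in the dissection cannot be told apart from a change of fate: thalamic progenitors rose as well, and while the control with the most thalamic progenitors had 11.2% of prethalamic cells, within the range of 10.2 to 11.9% of all 4, single libraries set no bound. The paper also reports a larger prethalamus by in situ hybridization, and Cre beside Sp9 and Meis2 in the ventral region, neither of which the counts measure. A change of fate therefore may be part of the rise, as a hypothesis.

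Ctnnb1 mutants shared 426 rising and 294 falling genes with Nkx2-1 mutants, whose depth matches its control, where independent lists would share 164 and 290.5. The targeted transcript Ctnnb1 had 229.5 CPM in the control and 264 and 296 CPM in the mutants (0.29, SE 0.089), and counts from the 3' end do not show the loss of exon 3.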
